# Precise transcriptional control of cellular quiescence by BRAVO/WOX5 complex in *Arabidopsis* roots

**DOI:** 10.15252/msb.20209864

**Published:** 2021-06-16

**Authors:** Isabel Betegón‐Putze, Josep Mercadal, Nadja Bosch, Ainoa Planas‐Riverola, Mar Marquès‐Bueno, Josep Vilarrasa‐Blasi, David Frigola, Rebecca C Burkart, Cristina Martínez, Ana Conesa, Rosangela Sozzani, Yvonne Stahl, Salomé Prat, Marta Ibañes, Ana I Caño‐Delgado

**Keywords:** BRAVO, mathematical modelling, quiescent centre, root growth, WOX5, Chromatin, Epigenetics, Genomics & Functional Genomics, Development & Differentiation, Plant Biology

## Abstract

Understanding stem cell regulatory circuits is the next challenge in plant biology, as these cells are essential for tissue growth and organ regeneration in response to stress. In the Arabidopsis primary root apex, stem cell‐specific transcription factors BRAVO and WOX5 co‐localize in the quiescent centre (QC) cells, where they commonly repress cell division so that these cells can act as a reservoir to replenish surrounding stem cells, yet their molecular connection remains unknown. Genetic and biochemical analysis indicates that BRAVO and WOX5 form a transcription factor complex that modulates gene expression in the QC cells to preserve overall root growth and architecture. Furthermore, by using mathematical modelling we establish that BRAVO uses the WOX5/BRAVO complex to promote WOX5 activity in the stem cells. Our results unveil the importance of transcriptional regulatory circuits in plant stem cell development.

## Introduction

Roots are indispensable organs to preserve plant life and terrestrial ecosystems under normal and adverse environmental conditions. In *Arabidopsis thaliana* (Arabidopsis), the primary root derives from the activity of the stem cells located at the base of the meristem in the root apex (Dolan *et al,* 1993; van den Berg *et al,* 1995). The root stem cell niche (SCN) is composed of a set of proliferative stem cells that surround the mitotically less active cells, named the quiescent centre (QC; Scheres, 2007). Proximally to the QC, the vascular stem cells (VSC, also called vascular initial cells) and the cortical endodermal initials give rise to functional procambial, xylem and phloem conductive vessels and the ground tissue, respectively. Distally and laterally to the QC, the columella stem cells (CSC) and the lateral root cap and epidermal initials give rise to the most outer layer root tissues (Appendix Fig S1; Stahl *et al,* 2009; Gonzalez‐Garcia *et al,* 2011; De Rybel *et al,* 2016). The QC prevents differentiation of all these surrounding stem cells (van den Berg *et al,* 1997), and its low proliferation rate provides a way to preserve the genome from replication errors (Cheung & Rando, 2013). It also acts as a root stem cells reservoir, having the ability of promoting its own division rate to replenish the stem cells when they are damaged (Fulcher & Sablowski, 2009; Lozano‐Elena *et al,* 2018).

BRASSINOSTEROIDS AT VASCULAR AND ORGANIZING CENTER (BRAVO) and WUSCHEL RELATED HOMEOBOX 5 (WOX5) are two transcription factors (TFs) that are expressed in the QC and control its quiescence, as mutation of either BRAVO or WOX5 promotes QC cell division (Forzani *et al,* 2014; Vilarrasa‐Blasi *et al,* 2014; Pi *et al,* 2015). BRAVO is an R2R3‐MYB transcription factor and besides being expressed in the QC, it is also present at the vascular initials (Vilarrasa‐Blasi *et al,* 2014). It was identified as a target of Brassinosteroid (BR) signalling, being directly repressed by BRI1‐EMS‐SUPPRESSOR 1 (BES1), one of the main effectors of the BR signalling pathway, altogether with its co‐repressor TOPLESS (TPL; Vilarrasa‐Blasi *et al,* 2014; Espinosa‐Ruiz *et al,* 2017). WOX5 is a member of the WUSCHEL homeodomain transcription factor family, and it is localized mainly in the QC and to a lesser extent at the surrounding CSC and vascular initials (Sarkar *et al,* 2007; Pi *et al,* 2015). WOX5 can repress QC divisions by repressing CYCLIN‐D3;3 (Forzani *et al,* 2014) and, in contrast to BRAVO, is also involved in CSC differentiation, as in the *wox5* mutant CSC differentiate prematurely (Sarkar *et al,* 2007).

Although BRAVO and WOX5 are well‐studied plant cell‐specific repressors of QC division, their molecular connection and the biological relevance in SCN proper functioning has not yet been established. In this study, we set the regulatory and molecular interactions between BRAVO and WOX5 at the SCN and disclose a common role as regulators of primary and lateral root development. Our results show that BRAVO and WOX5 promote each other’s expressions and can directly bind to form a protein regulatory complex with common downstream regulators in the QC cells. BRAVO/WOX5 protein interaction underlies their functions as QC repressors to maintain stem cell development, that is essential for root growth.

## Results

### BRAVO and WOX5 control QC division and lateral root density

We have previously shown that *bravo* mutants have increased divisions at the QC compared to the wild type (WT; Vilarrasa‐Blasi *et al,* 2014; Fig 1A and B), which resemble the ones described for *wox5* mutant (Sarkar *et al,* 2007; Bennett *et al,* 2014; Forzani *et al,* 2014; Fig 1C). To address whether BRAVO and WOX5 together play a repressing function for QC divisions, we generated the double *bravo wox5* mutants (Materials and Methods, Appendix Table S1). The *bravo wox5* double mutants also exhibited increased cell division compared to the WT (Fig 1A and D). Importantly, the frequency of divided QC was similar to that of *bravo* and *wox5* single mutants (Fig 1E). The mutual epistatic effect of these mutations suggests that BRAVO and WOX5 function interdependently at the WT primary root apex to suppress QC divisions.

**Figure 1:**
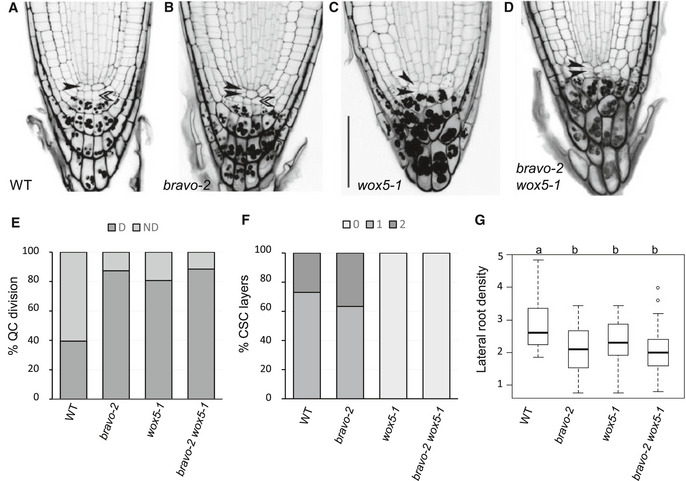
BRAVO and WOX5 are required for the QC identity and stem cells maintenance A–DConfocal images of mPS‐PI‐stained 6‐day‐old seedlings of Col‐0 (A), *bravo‐2* (B), *wox5‐1* (C) and *bravo‐2 wox5‐1* (D) mutants. Left black arrows indicate QC cells, and right white arrows indicate CSC. Scale bar: 50 µm.EQuantification of the QC divisions in 6‐day‐old roots expressed in percentage (*n* > 50, 3 replicates). D: QC divided; ND: QC non‐divided.FQuantification of CSC layers in 6‐day‐old roots expressed in percentage (*n* > 50, 3 replicates).GLateral root density (number of lateral roots per mm of root length) of 7‐day‐olf WT, *bravo‐2*, *wox5‐1* and *bravo‐2 wox5‐1* mutants (*n* > 40, 2 replicates). Different letters indicate statistically significant differences (*P*‐value < 0.05 Student’s *t*‐test). In the boxplot, box width represents the interquartile range (IQR = Q3‐Q1), with the horizontal line denoting the median, while whiskers extend from Q1‐1.5IQR to Q3+1.5IQR. White dots are the outliers.

Previous studies proposed that WOX5 represses CSC differentiation in a non‐cell autonomous manner (Sarkar *et al,* 2007; Bennett *et al,* 2014), whereas no link was reported between this process and BRAVO, since the *bravo* mutants are not defective in CSC differentiation (Fig 1A, B and F). Genetic analysis showed that *bravo wox5* mutants display the same CSC differentiation as *wox5* single mutant (Fig 1A, C, D and F), corroborating that BRAVO does not control CSC differentiation (Vilarrasa‐Blasi *et al,* 2014).

To address whether these stem cell‐specific defects account for overall alterations in root growth and development, root architecture was analysed. The *bravo wox5* double mutant shows slightly but significantly shorter roots than the WT (Appendix Fig S2A) and lower lateral root density (Fig 1G). In the case of the lateral root density, 7‐day‐old *bravo wox5* seedlings show the same phenotype as the single mutants (Fig 1G), in agreement with previous reports for *wox5* (Tian *et al,* 2014a). Root growth defects become more exaggerated in the *bravo wox5* double mutant than WT and single mutants in 10‐day‐old seedlings (Appendix Fig S2B), therefore supporting their joint contribution to overall root growth and architecture.

### *BRAVO* and *WOX5* control each other’s expression at the root stem cell niche

We have previously shown that *WOX5* expression is reduced in the *bravo* mutant (Vilarrasa‐Blasi *et al,* 2014), indicating that BRAVO regulates *WOX5* expression. To gain insight on the mutual regulatory activity of these two transcription factors, we investigated *BRAVO* and *WOX5* expressions at the SCN in the single mutant and in the double *bravo wox5* mutant backgrounds.

In the WT primary root, *BRAVO* expression, reported by the *pBRAVO:GFP* line, is specifically located in the QC and the vascular initials (Vilarrasa‐Blasi *et al,* 2014; Fig 2A). The *pBRAVO* signal was increased in the *bravo* mutant extending shootwards (Fig 2B and H), suggesting that BRAVO negatively regulates its own expression. In contrast, in the *wox5* mutant*, pBRAVO* expression was strongly reduced, especially at the QC, suggesting that WOX5 promotes *BRAVO* expression (Fig 2C and H). Inducible expression of WOX5 under the 35S promoter (35S:WOX5‐GR) resulted in an increased total *BRAVO* expression, as measured by RT–qPCR of root tips (Appendix Fig S3A). Together, these results support that WOX5 activates *BRAVO* expression. Moreover, *pBRAVO* expression was equally reduced in the double *bravo wox5* mutant (Appendix Fig S4), as in the *wox5* mutant (Fig 2C and H), suggesting that the BRAVO induction by WOX5 is stronger than the BRAVO self‐repression.

**Figure 2:**
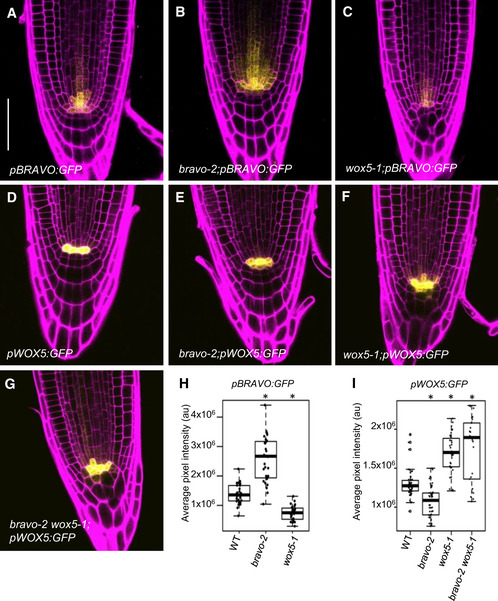
BRAVO and WOX5 reinforce each other at the root stem cell niche A–GConfocal images of PI‐stained 6‐day‐old roots. GFP‐tagged expression is shown in yellow. A‐C) *pBRAVO:GFP* in WT (A), *bravo‐2* (B) and *wox5‐1* (C) knockout backgrounds. D‐G) *pWOX5:GFP* in the WT (D), *bravo‐2* (E), *wox5‐1* (F) and *bravo‐2 wox5‐1* (G) knockout backgrounds. Scale bar: 50 µm.H, IQuantification of the GFP fluorescent signal of the roots in A‐C (H) and D‐G (I). Boxplot indicating the average pixel intensity of the GFP in the stem cell niche (*n* > 25, 3 biological replicates, *P‐value < 0.05 Student’s *t*‐test for each genotype versus the WT in the same condition). Quantification was done by integrating the GFP signal in each root across defined areas that included the whole SCN (Appendix Fig S7). In the boxplot, box width represents the interquartile range (IQR = Q3‐Q1), with the horizontal line denoting the median, while whiskers extend from Q1‐1.5IQR to Q3+1.5IQR. White dots are the outliers, and black dots are the experimental observations.

In the primary root, *WOX5* expression, as reported by the *pWOX5:GFP* line, is enriched in the QC, with some expression detected in the vascular initials (Pi *et al,* 2015; Clark *et al,* 2020; Fig 2D). We found that *bravo* mutant displayed a reduction of *WOX5* expression (Fig 2E and I; Vilarrasa‐Blasi *et al,* 2014), supporting that BRAVO in turn is able to control the expression of the *WOX5* gene. Further analysis of *WOX5* expression upon overexpressing *BRAVO* under an inducible 35S promoter (35S:BRAVO‐Ei) showed that when BRAVO levels were induced, *pWOX5* levels remained similar to the WT, indicating that BRAVO is not sufficient to induce an increase of *WOX5* expression (Appendix Fig S3C–G). Together, these results support that BRAVO is necessary to maintain proper *WOX5* levels in the QC. Subsequently, an increased *pWOX5:GFP* expression towards the provascular cells and columella stem cells was observed in the *bravo wox5* double mutant (Fig 2G), similar to *wox5* mutant (Fig 2F and I). These findings suggest that *WOX5* regulates its own expression and restricts it to the QC, while BRAVO helps to maintain *WOX5* expression.

### Two possible scenarios for BRAVO/WOX5 cross‐regulations

To provide a comprehensive scheme of *BRAVO* and *WOX5* cross‐regulation in the SCN able to account for the changes in expression levels observed in the various mutant backgrounds and overexpression lines, we turned to mathematical modelling. We formulated two models for these regulations, differing by the way *BRAVO* regulates the activity of *WOX5* (Fig 3A and B, Materials and Methods). In both cases, the modelling approach took as variables the total *BRAVO* and total *WOX*5 expressions at the root tip (mimicking the total *pBRAVO:GFP* and *pWOX5:GFP* expressions integrated across the SCN; Fig 2H and I) and modelled effective cross‐regulations between them that can drive all experimental observations on the promoter fold‐changes between WT and mutants, and overexpressing lines. These effective regulations are expected to encompass several possible transcriptional and post‐transcriptional mechanisms, which may take place across the whole SCN, within or between cells.

**Figure 3:**
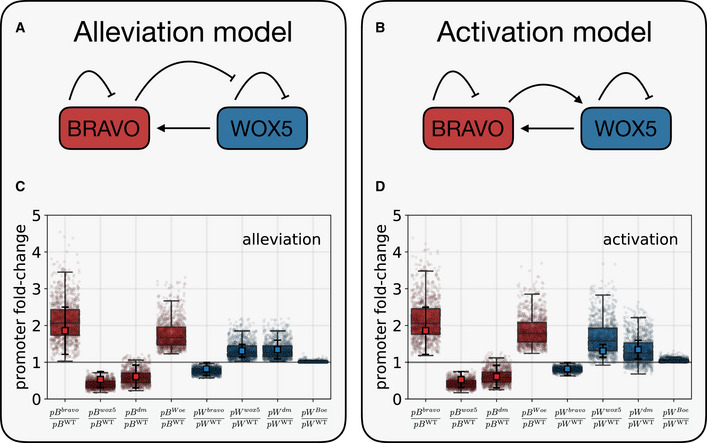
Two different models for the cross‐regulations between *BRAVO* and *WOX5* in the SCN A, BSchematic representation of the effective regulations in the SCN between *BRAVO* and *WOX5* in the Alleviation (A) and Activation (B) models. (A) In the alleviation model, *BRAVO* feeds back on its own expression by reducing it and is activated by *WOX5*. *WOX5* also feeds back on its own expression by reducing it, a regulation that becomes partially impaired by *BRAVO*. (B) In the activation model, *BRAVO* is also able to activate *WOX5* which negatively feedbacks on its own expression. *BRAVO* is regulated by *WOX5* as in the alleviation model.C, DParameter space exploration of (C) the alleviation and the (D) activation models. Boxplots showing the distribution of stationary promoter pBRAVO (*pB*) and pWOX5 (*pW*) fold‐changes in each mutant and overexpression lines over the WT obtained for different parameter values. Superindexes denote the genotype, standing *bravo* for *bravo* mutant, *wox5* for *wox5* mutant, *dm* for the *bravo wox5* double mutant, *Woe* for WOX5 overexpression and *Boe* for BRAVO overexpression. Box width represents the interquartile range (IQR = Q3‐Q1), with the horizontal line denoting the median, while whiskers extend from Q1‐1.5IQR to Q3+1.5IQR. The results are obtained by solving *N* = 1,000 different runs of each model at the stationary state (red and blue stripplots) for the WT, mutants and overexpressor scenarios. These N runs differ in the parameter values, which are chosen at random from a uniform distribution between *P*_0_/2 and 2*P*_0_, where *P*_0_ is the default set of non‐dimensional parameter values (see Appendix Table S1). For each run, the WT, mutants and overexpressor scenarios are computed all with the same parameter values. Circles denote the fold‐change obtained in each run, which indicates the fold‐change predicted by the model for that parameter set. These are to be compared with the experimental values of the fold‐changes of the mean expressions in the mutants and overexpressor lines over the mean WT expression, which are represented by the red and blue squares overlaying the box plots, with error bars denoting ± standard deviations. The experimental values are computed from the same data as in Fig 2H and I, Appendix Figs S3 and S4). The horizontal grey line at promoter fold‐change = 1 is indicated to visually separate the region of fold‐change < 1 (i.e. the promoter activity is reduced in the mutant or in the overexpressor line) from the region where the fold‐change > 1 (i.e. the promoter activity is increased in the mutant or in the overexpressor line).

Because *BRAVO* is induced in the WOX5 overexpression line (Appendix Fig S3A) and *pBRAVO:GFP* expression decreases in the *wox5* mutant (Fig 2C), both models considered that *WOX5* expression induces (either directly and/or through intermediate molecules) the expression of *BRAVO* (Fig 3A and B). To account for the increased total *pBRAVO:GFP* expression in the *bravo* background (Fig 2B), the models assumed that *BRAVO* is able to inhibit its own total expression (Fig 3A and B), a regulation that is probably indirect. When the induction by *WOX5* is stronger than the *BRAVO* self‐inhibition, these two regulations can account for a decrease in *BRAVO* expression in the *bravo wox5* double mutant, as found by the GFP expression data (Appendix Fig S4). Therefore, these two regulations on *BRAVO* are expected to be sufficient to account for all the changes of its expression that we observed in the single and double mutants as well as in the inducible overexpression of WOX5 with respect to WT.

Because *pWOX5:GFP* expression in the SCN increases in the *wox5* mutant (Fig 2F), both models consider that *WOX5* represses (directly and/or indirectly) its own promoter activity (Fig 3A and B). In contrast, two different regulations of *WOX5* by *BRAVO* were hypothesized to account for both the decreased *pWOX5:GFP* expression in the *bravo* mutant (Fig 2E and I) and the absence of change in *WOX5* expression upon BRAVO overexpression (Appendix Fig S3C–G). In one model, hereafter named “alleviation model”, *BRAVO* inhibits partially *WOX5* self‐repression (Fig 3A). Therefore, this model proposes that *BRAVO* promotes *WOX5* expression by alleviating *WOX5* self‐inhibition. In the other model, hereafter named “activation model”, *BRAVO* activates *WOX5* (Fig 3B).

With these interactions, the two models precisely capture all changes in *BRAVO* and *WOX5* expression in the *bravo*, *wox5* and *bravo wox5* mutants as well as in the overexpressing lines (Appendix Fig S8). Parameter values (Appendix Table S1) were chosen such that the fold‐changes between expression levels in the single mutants compared to the WT matched the fold‐changes in the GFP and transcript levels of our empirical data in mutants and overexpressing lines (Appendix Fig S8, Materials and Methods). Nonetheless, the GFP fold‐change values have to be taken as qualitative trends rather than specific quantitative fold‐changes in mRNA levels. In addition, the parameter values were restricted such that under control conditions *BRAVO* expression is lower than *WOX5* expression in the WT (Appendix Fig S8A and B), as suggested by *pBRAVO:GFP* and *pWOX5:GFP* GFP expression (Materials and Methods) and RNA sequencing (RNA‐seq) of the root tip (Clark *et al,* 2019). Moreover, the two models indicated that the trends in the changes of expression levels between each mutant and the WT (i.e. whether the fold‐change is above or below 1) are maintained when the rate of BRAVO promoter activity decreases and/or the rate of WOX5 promoter activity is increased (Appendix Fig S8C–F), mimicking the results obtained upon Brassinolide (BL, the most active BR hormone compound) treatment (Appendix Figs S4 and S5).

Exploration of the parameter space around the default parameter set (Appendix Table S1) indicated that both models can reproduce the trends of changes in *WOX5* promoter expression in the mutants and in overexpression lines in a large parameter space (Fig 3C and D, Appendix Fig S9). Yet, the alleviation model performs better than the activation model. In larger parameter regions, this latter model can predict fold‐changes that are opposite to those found in the experiments, especially in the *bravo wox5* mutant (Fig 3C and D, Appendix Fig S9). Taken together, the alleviation and the activation models reflect two, non‐exclusive hypotheses for the mutual regulations between *BRAVO* and *WOX5* which can reproduce the changes of their expressions we found in the mutants and overexpressing lines. The alleviation model is more robust than the activation model at recapitulating these trends.

### BRAVO and WOX5 directly interact in a heterodimeric complex

Our results so far support that *BRAVO* and *WOX5* reinforce each other at the SCN. To further decipher how BRAVO and WOX5 interplay, we next evaluated the possible physical interaction between the BRAVO and WOX5 proteins. Using Förster resonance energy transfer measured by fluorescence lifetime microscopy (FRET‐FLIM; Fig 4A–K) and yeast two‐hybrid assays (Fig 4L, Appendix Fig S6A), we observed that BRAVO can interact with WOX5 (Fig 4B, G, K and L), indicating that BRAVO and WOX5 form a transcriptional complex.

**Figure 4:**
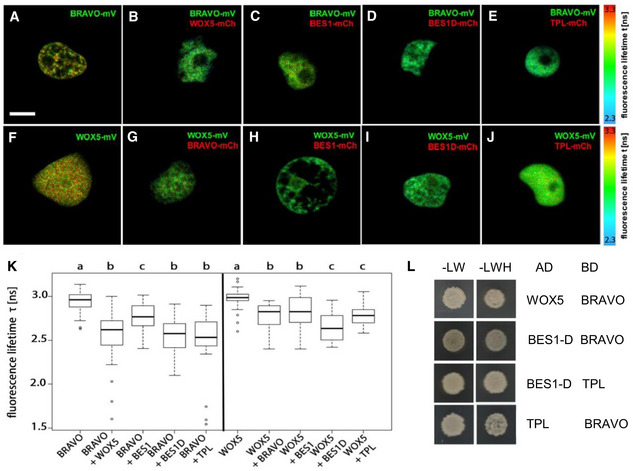
BRAVO interacts with WOX5 A–JInteraction of BRAVO with WOX5 (B), BES1 (C), BES1‐D (D) and TPL (E); and interaction of WOX5 with BRAVO (G), BES1 (H), BES1‐D (I) and TPL (J) measured by FRET‐FLIM. GFP fluorescence lifetime τ [ns] was measured in transiently expressing *Nicotiana benthamiana* leaf epidermal cells. GFP fluorescence lifetime fitted pixel‐wise with a mono‐exponential model of BRAVO and WOX5 interactions. mV, mVenus; mCh, mCherry. Scale bar: 5 µm.KFluorescence‐weighted average lifetimes of BRAVO and WOX5 interactions fitted with a double‐exponential model of the indicated samples are summarized in box plots. Statistical significance was tested by one‐way ANOVA with a Sidakholm post hoc test. Different letters indicate statistically significant differences (*P*‐value < 0.01). For each combination, two to three independent experiments were carried out, and in total, more than 20 biological replicates were measured. In the boxplot, box width represents the interquartile range (IQR = Q3‐Q1), with the horizontal line denoting the median, while whiskers extend from Q1‐1.5IQR to Q3+1.5IQR. White dots are the outliers.LYeast two‐hybrid assay showing BRAVO interacting with WOX5, BES1‐D and TPL; and BES1‐D interacting with TPL. In the left column, yeast cells were grown on control media, and in the right column yeast cells were grown on control media lacking Leu, Trp and His, indicating an interaction between the proteins.

We previously demonstrated that the BR‐regulated BES1/TPL complex acts as a transcriptional repressor of BRAVO transcription (Vilarrasa‐Blasi *et al,* 2014; Espinosa‐Ruiz *et al,* 2017), in addition to BES1 directly interacting with BRAVO (Vilarrasa‐Blasi *et al,* 2014). Furthermore, TPL is shown to interact with WOX5 (Pi *et al,* 2015). Therefore, we further investigated the binding of BRAVO and WOX5 to these transcriptional regulators. We found that both BRAVO and WOX5 physically interact with BES1, and this interaction was stronger for the active BES1‐D protein (Yin *et al,* 2002; Fig 4C, D, H, I and K), consistent with our previous findings that the BES1 EAR domain is necessary for BES1/BRAVO interaction (Vilarrasa‐Blasi *et al,* 2014; Appendix Fig S6A). Our analysis shows that BES1 also binds to WOX5 (Fig 4H, I and K, Appendix Fig S6C), and that this interaction is stronger with BES1‐D (Fig 4K). Moreover, both BRAVO and WOX5 were also observed to interact with the co‐repressor TPL (Fig 4E, J, K and L, Appendix Fig S6). Collectively, these data show that BRAVO and WOX5 directly interact forming a heterodimeric complex, and that each can bind active BES1 and TPL, suggesting these proteins are able to compete for their mutual binding.

### The BRAVO‐WOX5 complex provides a mechanism for the alleviation model

The interaction between BRAVO and WOX5 into a heterodimeric complex readily suggests a mechanism to drive the alleviation hypothesis: BRAVO, by binding to WOX5, prevents WOX5 from repressing its own expression. This assumes that the BRAVO‐WOX5 complex is not able to repress *WOX5* expression. Hence, BRAVO alleviates WOX5 self‐inhibition by means of a post‐transcriptional sequestering mechanism. We modelled this scenario (Materials and Methods) and used as variables the amount of BRAVO protein (B), WOX5 protein (W) and the BRAVO‐WOX5 protein complex (CBW) at the QC (Materials and Methods). The model assumed that BRAVO, but not the complex, inhibits its own transcription, and that WOX5, but not the complex, activates BRAVO transcription and inhibits its own transcription (Appendix Fig S10A). Notice that these regulations could take place through intermediate molecules, which are not modelled. Therefore, the model included only all those regulations that are common to the alleviation and activation models (i.e. *BRAVO* and *WOX5* self‐regulations and WOX5 activates *BRAVO*) and added that BRAVO and WOX5 can form a complex with no transcriptional action on the promoters of *BRAVO* and *WOX5*. Hence, in this model, BRAVO impinges on WOX5 only through the formation of the BRAVO‐WOX5 complex. Analysis of this model showed that the formation of BRAVO‐WOX5 complex can account for the decreased expression of *WOX5* promoter in the *bravo* mutant and at the same time for a not very strong increase of *WOX5* under BRAVO overexpression (Appendix Fig S10A and B). Yet, while in the BRAVO overexpressing line we did not find a significant increase of *WOX5* expression (Appendix Fig S3), the model indicated that a small increase can be expected if BRAVO is set in very large amounts since it would sequester all WOX5 (Appendix Fig S10A). Together, these results support that the formation of the BRAVO‐WOX5 complex can be a mechanism for BRAVO to regulate WOX5 by alleviating WOX5 self‐inhibition.

We additionally included the possible competition of other factors (modelled by a new single variable S, representing e.g. TPL, BES1‐D or both) for binding BRAVO and WOX5 (Appendix Fig S10C). In the model, S binds either BRAVO or WOX5, but not the BRAVO‐WOX5 complex, and the heterodimer formed with BRAVO or WOX5 does not act on *BRAVO* nor *WOX5* promoter (Materials and Methods). Therefore, by binding to BRAVO or WOX5, S impedes these two transcription factors from regulating their transcriptions. The modelling results show that the mechanism of BRAVO driving alleviation of WOX5 self‐inhibition holds as well in the presence of this competing factor, as long as the levels of the competing factors remain low enough to allow BRAVO and WOX5 to perform their functions (Appendix Fig S10C–E). In addition, the presence of the competing factors can reduce the effect of BRAVO overexpression on *WOX5* expression (Appendix Fig S10A and C), in agreement with the experimental data. Moreover, analysis of the model revealed that the cross‐regulations between *BRAVO* and *WOX5* expressions remain less sensitive to the presence of the sequestering factor S when this competing factor can bind both factors separately than if it can bind only one of them (Appendix Fig S10C–E). This is more relevant for BRAVO‐mediated regulations, since BRAVO is produced in a lesser amount than WOX5.

### BRAVO‐WOX5 complex is sufficient for the control of QC divisions

The observed interactions between BRAVO and WOX5 suggest several explanations to the phenotype of QC division. For instance, the BRAVO‐WOX5 heterodimer may be the molecular element that is required to repress QC divisions, or it can be either BRAVO or WOX5, since they sustain each other. To distinguish among these possibilities, we defined a regulatory function for the frequency of divided QCs and assumed that BRAVO and WOX5 can control QC division through three different contributions: one mediated by BRAVO (*T_B_*), one mediated by WOX5 (*T_W_*) and one mediated jointly by BRAVO and WOX5 together (hereafter named “joint contribution”, *T_BW_*). This latter contribution could take place through the BRAVO‐WOX5 heterodimer. In the contribution mediated by BRAVO (*T_B_*) and in that mediated by WOX5 (*T_W_*), we considered that *pBRAVO* and *pWOX5* depend on each other. Specifically, we defined that the WOX5‐mediated contribution to QC division in the *bravo* mutant changes by a factor of $q_{W}^{\mathrm{bravo}}$ compared to the WT (Materials and Methods). Similarly, we assumed that the BRAVO‐mediated contribution in the *wox5* mutant changes by a factor of $q_{B}^{wox5}$ compared to the WT. Small positive $q_{W}^{\mathrm{bravo}}$ values (0< $q_{W}^{\mathrm{bravo}}$<<1) mean that BRAVO strongly upregulates the WOX5‐mediated contribution to QC division. Analogously, small positive $q_{B}^{wox5}$ values (0< $q_{B}^{wox5}$ <<1) mean that WOX5 strongly upregulates the BRAVO‐mediated contribution to QC division.

The values of $q_{W}^{\mathrm{bravo}}$ and $q_{B}^{wox5}$ are related to the changes in the amounts of BRAVO and WOX5 proteins in the single mutants and to how these changes impinge on the regulation these proteins may have on QC division. Because the extent of these changes and hence the values of $q_{W}^{\mathrm{bravo}}$ and $q_{B}^{wox5}$ cannot be measured, we estimated their values (see Materials and Methods for details). We set $q_{W}^{\mathrm{bravo}}$ = 0.8, which is similar to the fold‐change of *pWOX5:GFP* expression in the *bravo* mutant compared to the WT and means that BRAVO slightly increases the contribution of WOX5 to QC division. Results were evaluated for different values of $q_{W}^{\mathrm{bravo}}$.

We used the experimental data on the frequency of divided QCs in the WT, the single mutants and the double mutant (Fig 1E), with an estimation of their confidence intervals (Materials and Methods), to extract each individual contribution (i.e. the BRAVO‐mediated and the WOX5‐mediated) as well as the joint BRAVO‐WOX5 contribution in the WT (Materials and Methods). The results suggest that the contribution mediated by WOX5 is negligible (Fig 5A). Instead, the contribution mediated by BRAVO can be relevant if it is very strongly controlled by WOX5 (i.e. for small $q_{B}^{wox5}$ values) (Fig 5A). This scenario corresponds to BRAVO acting downstream of WOX5 to repress QC divisions. In this case, the model indicates that the joint contribution of BRAVO and WOX5 can also be relevant to the regulation of QC divisions in the WT, and could even facilitate QC divisions (Fig 5A). For intermediate and large $q_{B}^{wox5}$ values ($q_{B}^{wox5}$ > 0.4 upwards, with $q_{B}^{wox5}$ = 0.5 being the estimate from fold‐change *BRAVO* expression in the *wox5* mutant), the model results show that in the WT the joint contribution of BRAVO‐WOX5 is the only one relevant, being the contributions of BRAVO and of WOX5 very small (Fig 5A). This suggests that the joint BRAVO‐WOX5 contribution is sufficient to describe the QC division phenotype independently of how strong the cross‐regulations between BRAVO and WOX5 are (Fig 5B).

**Figure 5:**
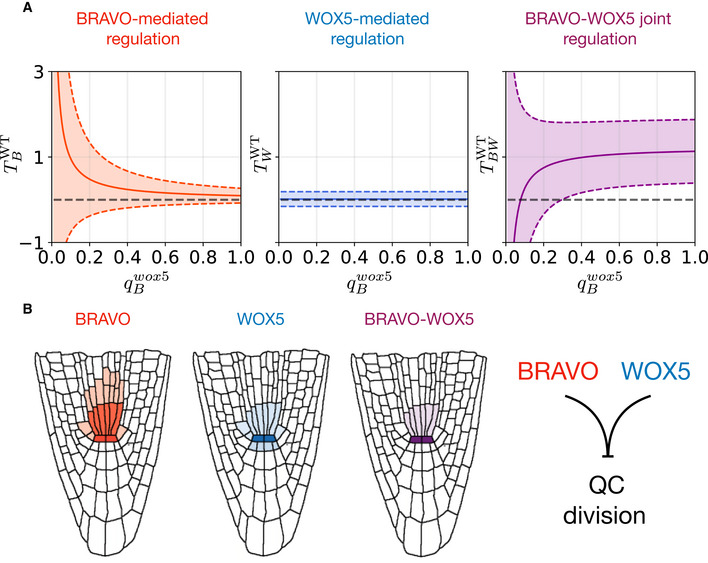
BRAVO and WOX5 have a joint role in repressing QC divisions Computational estimation of the contributions of BRAVO‐mediated ($T_{B}^{\mathrm{WT}}$), WOX5‐mediated ($T_{W}^{\mathrm{WT}}$) and BRAVO‐WOX5 joint ($T_{\mathrm{BW}}^{\mathrm{WT}}$) regulations of QC divisions in the WT, as a function of the attenuating factor of BRAVO contribution in the *wox5* mutant, $q_{B}^{wox5}$. Continuous lines represent the best estimated values, while dashed lines are the enveloping confidence intervals (e.g. $T_{B}^{\mathrm{WT}}\pm \delta T_{B}^{\mathrm{WT}}$). The horizontal grey dashed lines mark the zero lines. For a wide range of $q_{B}^{wox5}$ values, the joint contribution of BRAVO and WOX5 is the only one relevant. The individual contribution of BRAVO becomes significant only for small values of $q_{B}^{wox5}$. In all three panels, we set $q_{W}^{\mathrm{bravo}}$ = 0.8. Positive contributions correspond to repression of QC divisions, while negative contributions correspond to activation of QC divisions.Sketch representing the spatial distribution of BRAVO, WOX5 and their product BRAVO x WOX5, which can be interpreted as the protein complex. Their joint interaction peaks at the QC, where repression of cell division occurs.

### BRAVO and WOX5‐mediated transcriptional control in the QC

Our previous results point to a joint role of BRAVO and WOX5 in the QC cells. 

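QC cells carrying GFP under the *WOX5* promoter were sorted from root protoplasts of 5-day-old seedlings, and their RNA was amplified before sequencing. The libraries of 3 WT and 3 *bravo‐2* sorts are analysed here, and the *wox5‐1* profiles are not analysed here. The authors removed adaptors with cutadapt, mapped the reads to TAIR10 with STAR and estimated with RSEM how many reads came from each Araport11 gene. RSEM divides a read that maps to several genes among them, so the deposited values are estimated counts that need not be whole, and 83% of the values above 0 were whole. They carry no normalization, filter or batch correction. WT replicates 1, 2 and 3 held 14425249, 10990217 and 13530857 estimated counts (median 13530857), and *bravo* replicates 1, 2 and 3 held 11071221, 11360675 and 13044845 (median 11360675). The smallest level taken as detectable, 3 counts, is 0.208 CPM (counts scaled to the library total) in the largest library and 0.273 CPM in the smallest, which covers counting error only because amplified reads are not independent molecules. Any pair of libraries differed in the count of at least 22840 of the 37336 genes listed, so no library repeats another. The estimated counts were rounded, normalized by the TMM method and compared between the genotypes with edgeR's quasi-likelihood test, over genes with a mean of at least 4 CPM in at least 1 genotype. A log2 fold change is *bravo* over WT throughout, so a negative value means lower in the mutant. Single genes were also compared by a two-sided exact permutation test, which cannot go below p = 0.10 with 3 libraries against 3. NOISeq, ARSyN and NOISeqBIO, which the paper applied after the counting, are not part of the deposited values and were not repeated, and ARSyN was stood in for by removing the first principal component of the residuals from the genotype means before a limma test.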

To further understand their action, Fluorescent Activated Cell Sorting (FACS) coupled to RNA‐seq was used in *pWOX5:GFP* expressing roots to isolate and sequence the GFP‐marked QC cells in WT, *bravo* and *wox5* mutant backgrounds (Fig 6A; Clark *et al,* 2020). By comparing WT versus *bravo* and WT versus *wox5* RNA‐seq data, we identified what we named as BRAVO‐ and WOX5‐regulated genes, respectively.

**Figure 6:**
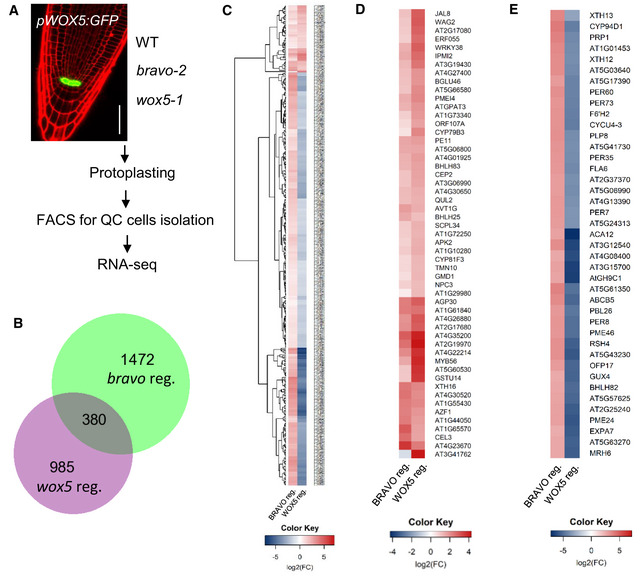
Transcriptional profile of *bravo* and *wox5* QC cells Scheme of the methodology used for the QC‐specific RNA‐seq. Plants expressing *pWOX5:GFP* in WT, *bravo‐2* and *wox5‐1* background were used for protoplasting followed by Fluorescent Activated Cell Sorting (FACS) to isolate QC cells for RNA sequencing.Area‐proportional Venn diagram showing the overlap between BRAVO and WOX5‐regulated genes in the QC (*q* value < 0.05 and FC > 1).Expression of the 380 common BRAVO and WOX5‐regulated genes from (B).Expression of the 53 genes from (C) showing similar expression in *bravo* and *wox5* mutants.Expression of the 41 genes from (C) showing opposite expression levels in *bravo* and *wox5* mutants. Data information: Left column in (C, D and E) heatmaps shows expression WT versus *bravo* comparisons. Right column shows expression in WT versus *wox5* comparisons. Colour bar: log2 of the fold‐change.

In the QC, there were 1,472 BRAVO‐ and 985 WOX5‐regulated genes (Fig 6B). 

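In the comparison of *bravo* with WT, 0 of the 15739 genes tested had an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the lowest adjusted p-value was 0.326. At an unadjusted p-value under 0.05 there were 125 genes, 0.794% of those tested, where 787 would be reached by chance. For 578 genes, or 3.67%, the 3 WT values did not overlap the 3 *bravo* values, while 10% do so by chance with 3 libraries against 3. Replicates varied widely, with a common negative binomial dispersion of 0.405. The labels number the replicates 1, 2 and 3 in each genotype, and a fit with the replicate number as a block gave 0 genes past the threshold and 52 at an unadjusted p-value under 0.05. Across genes, which are not independent replicates, the deviations of same-numbered libraries from their genotype means correlated at -0.68 for replicate 1, -0.11 for replicate 2 and -0.39 for replicate 3, so same-numbered libraries did not deviate together. The alternative that moved the count most was the removal of the first residual component, after which 939 genes passed the threshold in a limma test whose degrees of freedom were not reduced for the removal. Leaving out each library in turn left 0 genes past the threshold in each of the 6 fits, with between 75 and 873 genes at an unadjusted p-value under 0.05. Not every setting lay below the 787 reached by chance at that cut-off. The count was 873 without *bravo* replicate 3 (5.50% of those tested), 1145 with 1 surrogate variable (7.27%) and 2962 after the component removal (18.8%). WOX5-regulated genes are not analysed here.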

Among them, 380 were both BRAVO‐ and WOX5‐regulated genes (Fig 6B and C). These data were used to evaluate if BRAVO and WOX5 have a regulatory role on downstream QC gene expression. For that, we analysed the genes that are similarly regulated by both TFs, as these may be the ones regulated by the complex. To deeper understand the behaviour of commonly deregulated genes in *bravo* and *wox5* mutants, cluster analysis was done based on their expression fold‐change in both mutants (Fig 6C). When considering the genes that showed a similar expression pattern in both mutants, only a set of 53 genes was found to be upregulated (Fig 6D). This suggests that those genes might be regulated by the complex, or at least, that they are regulated by BRAVO and WOX5 in the same manner.

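Of the 53 genes listed in Fig 6D, 46 could be paired with an identifier by the name table used here and 44 passed the expression filter. In *bravo*, 42 of these 44 were lower than in WT and 2 were higher, with log2 fold changes from -3.14 to 0.45 and a median of -0.74. None passed the adjusted threshold over all genes or over the list alone, and 5 had an unadjusted p-value under 0.05, all lower in *bravo*. The WT and *bravo* values did not overlap for 3 of the 44 genes, or 6.82%, against 10% by chance. Tested as a set against all other genes, the list was lower in *bravo* (camera from limma with an inter-gene correlation of 0.01, adjusted p = 7.0e-21 over 4 sets), and with the replicate number as a block the median was -1.08 (camera, adjusted p = 2.8e-24). A rotation test that keeps the correlation between the genes (fry from limma) gave an adjusted p of 0.379 for the same set, and camera gave an unadjusted p under 0.05 in 7 of the 10 ways to split the 6 libraries into 3 and 3. The list consists of the paper's own calls on these libraries, so its shared direction is not an independent result. Without *bravo* replicate 1, 28 of the 44 genes were lower in *bravo*, with a median log2 fold change of -0.53. From the shared direction in *bravo* and *wox5*, the paper proposes that the complex might regulate these genes, or at least that BRAVO and WOX5 regulate them in the same manner.

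**Figure D1:**
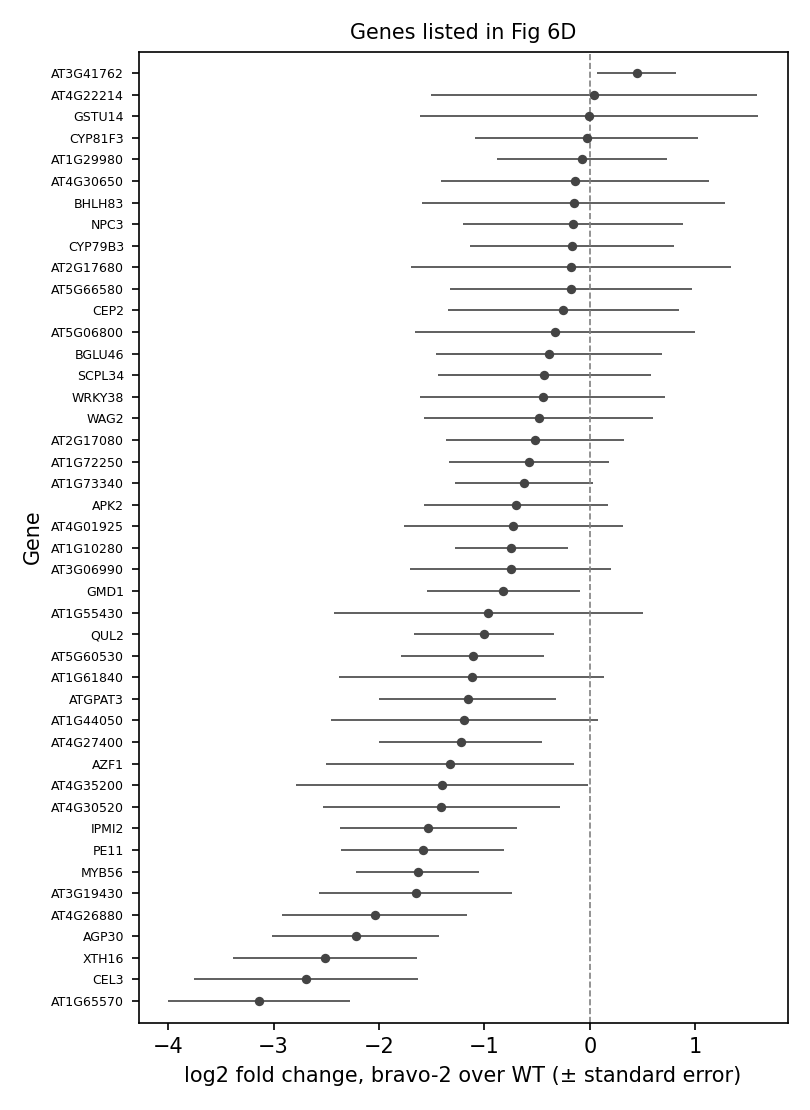
Log2 fold change of *bravo* over WT for each of the 44 genes of Fig 6D that were tested, with points for the estimate and bars for 1 standard error (3 libraries per genotype). The estimates lie between -3.14 and 0.45, with 42 below 0.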

One of the genes that appears deregulated in *bravo* and *wox5* is BRAVO (Fig 6D). 

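BRAVO (AT5G17800, also MYB56) lies on chromosome 5 from 5877113 to 5879331 of TAIR10.1, on the plus strand, with 3 annotated exons. Its TMM-normalized level in WT replicates 1, 2 and 3 was 13.4, 37.8 and 60.9 CPM, a mean of 37.4 ± 23.7 (SD, n = 3), and in *bravo* it was 13.9, 10.3 and 11.8 CPM, a mean of 12.0 ± 1.77 (SD, n = 3). BRAVO reads were thus counted in every mutant library, and WT replicate 1 was within the range of the *bravo* libraries. The log2 fold change was -1.63 (standard error 0.58, adjusted p = 1.00 from edgeR's quasi-likelihood test; unadjusted p = 0.0244), and the two-sided exact permutation test gave p = 0.20. Leaving out each library in turn gave -2.01 to -1.07, and the fit with the replicate number as a block gave -1.42 (adjusted p = 1.00). Each library's title carries a code that ends in a number, which only WT replicate 1 and *bravo* replicate 3 share across the genotypes. A fit with that number as a block, added after the data were seen, gave -0.18 and rests on that pair. A block for the first number of the code gave -0.81 (adjusted p = 1.00 from edgeR's quasi-likelihood test). It rests on WT replicates 1 and 2 and *bravo* replicates 1 and 3, the only libraries whose first number occurs in both genotypes.

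**Figure D2:**
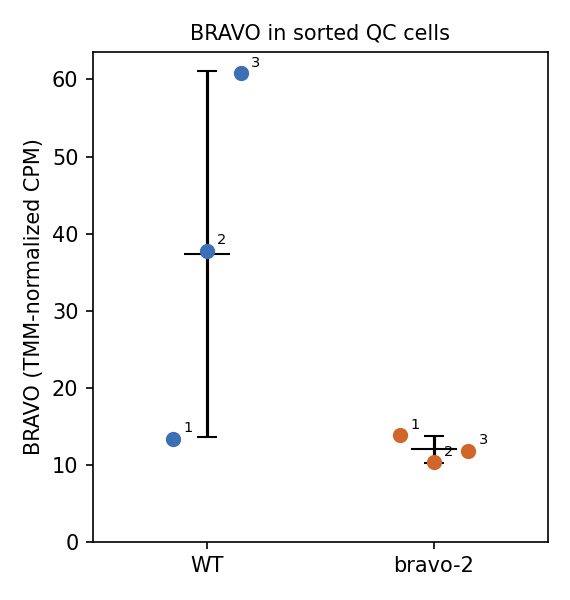
TMM-normalized BRAVO level in CPM for each library, with the replicate number beside each point and the mean ± SD of 3 libraries per genotype as lines. WT spans 13.4 to 60.9 CPM and *bravo* 10.3 to 13.9 CPM.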

In agreement with our previous results (Fig 2), WT plants have a higher BRAVO expression compared to *wox5* mutants. Regarding the rest of genes showing a similar expression pattern in *bravo* and *wox5* gene expression data, some of them have been previously characterized. Some examples are CYSTEINE ENDOPEPTIDASE 2 (CEP2), which is involved in PCD expressed in the root tip (Helm *et al,* 2008), AT4G30520 is SENESCENCE‐ASSOCIATED RECEPTOR‐LIKE KINASE (SARK) that regulates leaf senescence (Xu *et al,* 2011) and QUASIMODO2 LIKE 2 (QUL2) is involved in environmental‐dependent stem and vascular development (Fuentes *et al,* 2010). 

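CEP2 (AT3G48340; chromosome 3 from 17897506 to 17899351 of TAIR10.1, 3 exons) measured 628, 228 and 276 CPM in WT replicates 1, 2 and 3 and 16.0, 259 and 676 CPM in *bravo*, so the mutant libraries spanned a wider range than the WT ones. Its log2 fold change was -0.25 (standard error 1.10), and it turned positive, at 0.30, when *bravo* replicate 1 was left out. SARK (AT4G30520; chromosome 4 from 14907942 to 14911446, 11 exons) was low throughout, at 5.26, 9.92 and 7.71 CPM in WT and 7.26, 1.10 and 0.190 CPM in *bravo*, a log2 fold change of -1.41 (standard error 1.12). In *bravo* replicate 1 it was as high as in WT, and without that library the log2 fold change was -3.53. QUL2 (AT2G03480; chromosome 2 from 1050706 to 1054613, 17 exons) measured 56.2, 29.2 and 23.1 CPM in WT and 5.39, 19.7 and 29.1 CPM in *bravo*, a log2 fold change of -1.0 (standard error 0.67), with a fractional count in 1 library. For all 3 genes the adjusted p was 1.00 (edgeR's quasi-likelihood test), with and without the replicate number as a block, and the two-sided exact permutation p was 0.80 for CEP2 and 0.20 for both SARK and QUL2. With the block, the log2 fold changes were -0.74, -2.65 and -1.12 for CEP2, SARK and QUL2.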

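BHLH83 (AT1G66470, also RHD6; chromosome 1 from 24795214 to 24797015 of TAIR10.1, 5 exons) measured 97.2, 35.3 and 41.4 CPM in WT replicates 1, 2 and 3, and 0.0719, 63.2 and 93.1 CPM in *bravo*. The value of *bravo* replicate 1 is a single count, while *bravo* replicates 2 and 3 lay between WT replicates 3 and 1. The log2 fold change was -0.15 (standard error 1.44; two-sided exact permutation p = 0.80), and 0.43 without *bravo* replicate 1. WRKY38 (AT5G22570; chromosome 5 from 7495455 to 7496990, 3 exons) measured 237, 59.4 and 185 CPM in WT and 4.46, 82.1 and 267 CPM in *bravo*, a log2 fold change of -0.45 (standard error 1.17; exact permutation p = 0.70) that was 0.11 without *bravo* replicate 1. AZF1 (AT5G67450; chromosome 5 from 26918765 to 26920179, 1 exon) measured 70.1, 27.5 and 33.8 CPM in WT and 0.360, 15.2 and 37 CPM in *bravo*, a log2 fold change of -1.32 (standard error 1.18; exact permutation p = 0.30) that stayed negative with each library left out, from -2.52 to -0.75. The adjusted p was 1.00 for each of the 3 genes (edgeR's quasi-likelihood test), also with the replicate number as a block, where the log2 fold changes were -0.57, -0.95 and -1.90. ERF055 is not analysed here, because the name table does not pair it with an identifier.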

Among the TFs that are both BRAVO‐ and WOX5‐regulated, there are ERF055, BHLH83 which is ROOT HAIR DEFECTIVE 6 involved in root hair initiation (Mendoza & Alvarez‐Buylla, 2000), WRKY38 related to basal defence (Kim *et al,* 2008) or *ARABIDOPSIS* ZINC‐FINGER PROTEIN 1 (AZF1), which acts as a transcriptional repressor involved in the inhibition of plant growth under abiotic stress conditions (Kodaira *et al,* 2011). These TFs are possible interactors of BRAVO and WOX5 participating in the same transcriptional complex. Many of the common deregulated genes are uncharacterized, such as AT4G35200, AT2G17680, AT4G35200, AT2G19970, AT4G22214 and AT4G23670.

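AT4G35200 (chromosome 4 from 16749062 to 16749964 of TAIR10.1), a single-exon gene annotated as a DUF241 protein, measured 36.8, 26.3 and 43.0 CPM in WT replicates 1, 2 and 3 and 0, 10.9 and 29.4 CPM in *bravo*, a log2 fold change of -1.40 (standard error 1.39; two-sided exact permutation p = 0.20). AT2G17680 (chromosome 2 from 7679008 to 7680378), also annotated as a DUF241 protein, had 15.5, 4.75 and 8.59 CPM in WT and 0, 2.29 and 23.3 CPM in *bravo*. Its highest and its lowest values were both in *bravo*, and the log2 fold change of -0.18 (standard error 1.52) became positive when *bravo* replicate 1, *bravo* replicate 2 or WT replicate 1 was left out, up to 0.40. AT4G22214 (chromosome 4 from 11754912 to 11756270), annotated as a defensin-like protein, likewise had its extremes in *bravo*, at 0.0719, 41.6 and 181 CPM against 118, 37.5 and 61.5 CPM in WT, and its log2 fold change was 0.04 (standard error 1.55) but -0.02 with upper quartile normalization and -0.80 with the replicate number as a block. The block gave -2.44 for AT4G35200 and -1.58 for AT2G17680, and the adjusted p of the 3 genes was 1.00 in both fits (edgeR's quasi-likelihood test). AT2G19970 (chromosome 2 from 8623699 to 8624624), annotated as a CAP superfamily protein, and AT4G23670 (chromosome 4 from 12332429 to 12333904), annotated as a polyketide cyclase superfamily protein, were below the 4 CPM filter and were not tested. AT2G19970 measured 1.23, 2.12 and 0.734 CPM in WT, or 15, 25 and 10 counts, against 0, 2 and 2 counts in *bravo*, which are below the smallest level taken as detectable, so that its lowest WT level was at least 2.58-fold above *bravo*. AT4G23670 measured 6.33, 2.46 and 2.79 CPM in WT and 0.0719, 0 and 0.948 CPM in *bravo*. In a fit of all genes with at least 1 count, AT4G23670 had a log2 fold change of -3.51 (adjusted p = 1.00 from edgeR's quasi-likelihood test; unadjusted p = 0.0271) and AT2G19970, against counts below that level, one of -3.43 (adjusted p = 1.00; unadjusted p = 0.0532). AT4G23670 also passed the filter when WT replicate 2 was left out, with a log2 fold change of -3.75 (adjusted p = 1.00). For both, every WT library was above every *bravo* library (exact permutation p = 0.10, the smallest that 3 libraries against 3 allow).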

The number of genes showing different expression pattern in *bravo* and *wox5* mutants is higher (Fig 6C). 

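Of the 41 genes listed in Fig 6E, whose expression was opposite in the 2 mutants, 31 could be paired with an identifier and all 31 were tested. Every one was lower in *bravo* than in WT, with log2 fold changes from -2.53 to -0.58 and a median of -1.31, but none passed the adjusted threshold and 1 had an unadjusted p-value under 0.05. With each library left out in turn all 31 stayed lower, but the size moved. The median ran from -2.63 without *bravo* replicate 3 to -0.73 without *bravo* replicate 1. As a set they were lower in *bravo* (camera, adjusted p = 4.5e-33 over 4 sets; with the replicate number as a block, median -2.34 and adjusted p = 1.0e-46), while fry, which keeps the correlation between genes, gave an adjusted p of 0.379 and camera an unadjusted p under 0.05 in 10 of the 10 splits of the 6 libraries. The WT and *bravo* values did not overlap for 9 of the 31 genes, or 29.0%, against 10% by chance. The paper selected these genes as changed in the same libraries, so neither their shared direction nor this share is an independent result. ACA12 (AT3G63380; chromosome 3 from 23406484 to 23410360 of TAIR10.1), an ATPase gene with 1 exon, measured 168, 106 and 152 CPM in WT replicates 1, 2 and 3 and 0.503, 45.4 and 181 CPM in *bravo*, a log2 fold change of -0.91 (standard error 1.36). AT3G12540 (chromosome 3 from 3974802 to 3977369, 10 exons) had a log2 fold change of -1.02 (standard error 1.64), from 187, 90.9 and 175 CPM in WT and 0, 47.2 and 176 CPM in *bravo*. For AT4G08400 (chromosome 4 from 5323606 to 5325374, 5 exons), an extensin gene with fractional counts in all 6 libraries, where RSEM split reads with another gene, WT held 196, 67.5 and 82.8 CPM and *bravo* 0.144, 39.3 and 129 CPM, a log2 fold change of -1.05. AT3G15700 (chromosome 3 from 5320644 to 5322432, 5 exons) went from 117 ± 37.7 CPM (SD, n = 3) in WT to 44.0 ± 44.2 CPM (SD, n = 3) in *bravo*, a log2 fold change of -1.41 (standard error 1.35). AtGH9C1 (AT1G48930; chromosome 1 from 18101643 to 18104768, 8 exons), which overlaps AT1G48920 on the opposite strand and had fractional counts in 5 libraries, measured 414, 262 and 333 CPM in WT and 1.80, 122 and 286 CPM in *bravo*, a log2 fold change of -1.30. The adjusted p was 1.00 for each of these 5 genes (edgeR's quasi-likelihood test), also with the replicate number as a block, which moved their log2 fold changes to between -2.23 and -1.73. Their *bravo* values ran from 3 counts or fewer in replicate 1 of AT3G12540, AT4G08400 and AT3G15700 to the WT range or above it in *bravo* replicate 3. With each library left out, the log2 fold changes of these 5 genes stayed negative, between -2.69 (AT3G12540) and -0.34 (ACA12).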

Among them, the ones with the highest fold‐change are ACA12, which is a functional Ca^2+^‐ATPase (Limonta *et al,* 2014), AT3G12540, AT4G08400 (EXTENSIN 7), AT3G15700 and AtGH9C1 (GLYCOSYL HYDROLASE 9C1; Fig 6E). Most of them have not been characterized and their role in the stem cell niche remains unknown. Interestingly, several peroxidases such as PER60, PER73, PER35, PER7 and PER8 are regulated by BRAVO and WOX5 in the QC (Fig 6E). 

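The name table does not pair PER60, PER73, PER35, PER7 and PER8 with identifiers, so their own values cannot be picked out here. The class III peroxidase family was taken as a set from the annotated protein names instead. The set may hold some of these genes, which the paper selected as changed in the same libraries, so its direction is not an independent result. RHS18 (AT5G22410) and RHS19 (AT5G67400), annotated as root hair specific and with peroxidase activity only in a note, are not in the set. Of 73 genes annotated as peroxidases of this family, 31 passed the expression filter, of which 24 were lower and 7 higher in *bravo*, with a median log2 fold change of -0.33. None passed the adjusted threshold, and 2 had an unadjusted p-value under 0.05, 1 lower and 1 higher. The set test gave an adjusted p of 3.1e-06 with camera and 0.50 with fry (over the 4 sets), and with the replicate number as a block the median was -0.76 (camera, adjusted p = 1.4e-08). With RHS18 and RHS19 included, a choice made after the data were seen, the median was -0.43 (camera, adjusted p = 9.1e-08). The direction rested on single libraries, since the median was 0.11 without *bravo* replicate 1 and 0.01 without WT replicate 1.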

Peroxidases are proteins with no catalytic activity that are crucial to maintain redox homeostasis. In the stem cells, redox homeostasis is tightly controlled, and lower levels of ROS are found compared to the rest of cells (Wang *et al,* 2013). Whether BRAVO and WOX5 function in the stem cell niche by regulating redox homeostasis remains to be further investigated.

## Discussion

In the *Arabidopsis* primary root, the transcription factors BRAVO and WOX5 repress QC divisions and co‐localize mostly at the QC (Forzani *et al,* 2014; Vilarrasa‐Blasi *et al,* 2014). Our results show that BRAVO and WOX5 interact at different levels to repress QC divisions. In addition, we show that the joint action of these cell‐specific transcription factors promotes overall root growth and development.

Our data indicate that BRAVO and WOX5 mutually control their expression at the SCN. While WOX5 is able to induce *BRAVO*, the impact of BRAVO on *WOX5* is less severe. This is also supported by the RNA‐seq data where BRAVO expression is downregulated in *wox5* mutant, but no significant change in WOX5 expression is found in *bravo* mutant (Fig 6). This suggests that the effect of WOX5 on *BRAVO* and thereby on BRAVO‐mediated regulation can be more relevant than the effect BRAVO has upon *WOX5* and WOX5‐mediated action. This is consistent with the known SCN phenotypes of *bravo* and *wox5* mutants (Sarkar *et al,* 2007; Bennett *et al,* 2014; Forzani *et al,* 2014; Vilarrasa‐Blasi *et al,* 2014; Pi *et al,* 2015), where *wox5* exhibits, besides a similar increased QC division phenotype as *bravo*, an overall distorted and disorganized SCN morphology and CSC premature differentiation that is absent in the *bravo* mutant.

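WOX5 (AT3G11260) lies on chromosome 3 from 3527280 to 3528440 of TAIR10.1, on the plus strand, with 2 annotated exons. It measured 80.8, 262 and 375 CPM in WT replicates 1, 2 and 3, a mean of 239 ± 148 (SD, n = 3), and 447, 120.5 and 97.1 CPM in *bravo*, a mean of 222 ± 196 (SD, n = 3). The log2 fold change was -0.11 (standard error 0.80, adjusted p = 1.00 from edgeR's quasi-likelihood test; two-sided exact permutation p = 1.00). The spread within each genotype exceeded the difference between them, and the sign changed with the processing, to 0.01 with upper quartile normalization and to 0.12 with a gene length offset. With the replicate number as a block it was -0.37 (adjusted p = 1.00), and with each library left out it ran from -1.14 to 0.40. The level of BRAVO in *wox5* is not analysed here.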

Another important molecular link between BRAVO and WOX5 revealed by our data is their physical protein‐protein interaction. The two transcription factors mostly co‐localize at the QC, suggesting that they act as co‐partners of a single complex only in the QC, where they converge. Through modelling, we show that the existence of this protein complex provides a natural way to explain how BRAVO regulates *WOX5* expression at the QC. According to this mechanism, BRAVO partially sequesters WOX5 into a complex and impedes *WOX5* self‐repression. This alleviation mechanism does not exclude the activation of *WOX5* by BRAVO to take place as well. Moreover, our data revealed that additional factors, such as TPL and BES1, can bind to BRAVO and WOX5 and compete for their binding. According to our modelling results, the fact that these competing factors can bind separately either BRAVO or WOX5 makes the cross‐regulation between *BRAVO* and *WOX5* expressions less sensitive to the amount of competing factors. This suggests that promiscuity of protein‐interacting partners can be a mechanism to enable modular regulations of gene expression.

All the interactions set in the models between *BRAVO* and *WOX5* expressions at the SCN are effective in the sense that they are the result of multiple, direct and indirect, regulatory mechanisms. For instance, *WOX5* self‐repression can involve a negative feedback where WOX5 activates a repressor or represses an activator, among other possibilities. In this context, control of auxin‐ARF and auxin‐IAA (Tian *et al,* 2014b) as well as the PLETHORA genes (preprint: Burkart *et al,* 2019) were all shown to involve negative feedback loops with *WOX5*. WOX5 induction of *BRAVO* expression could be as well through a downstream target of WOX5. Moreover, BRAVO is found to ultimately down‐regulate its own expression, although this probably occurs through other intermediate molecules, as BRAVO has been previously shown to activate itself by directly binding its own promoter (Vilarrasa‐Blasi *et al,* 2014).

Our analysis supports that BRAVO‐WOX5 joint regulation is sufficient to account for the QC division phenotype. This joint regulation could take place by several means, yet the finding that BRAVO and WOX5 can interact together suggests that this complex can be mediating it. At a mechanistic level, the BRAVO‐WOX5 protein complex may bind CYCLIN‐D3:3, as shown to occur for WOX5 (Forzani *et al,* 2014). Although the joint action is sufficient, other scenarios cannot be discarded. For example, BRAVO could individually repress QC divisions, while being strongly upregulated by WOX5. This scenario proposes that BRAVO acts downstream of WOX5 to repress QC divisions. The data support that in this case, the joint action of BRAVO and WOX5 could be relevant and could even induce QC divisions. The case where BRAVO is the only factor repressing QC divisions and the joint BRAVO‐WOX5 contribution is negligible cannot be completely discarded either.

Interestingly, we also found that BRAVO and WOX5 promote root growth and lateral root development. In lateral root development, the formation of the organizing centre and the stem cell niche occurs after lateral root initiation (Banda *et al,* 2019). A high number of genes are commonly expressed at the SCN of primary and lateral roots, such as PLT, SHR, SCR or TCP (Goh *et al,* 2016; Shimotohno *et al,* 2018). Loss‐of function of these genes leads to an increased number of aberrant lateral roots and reduced levels of *WOX5* (Shimotohno *et al,* 2018), and thus, it is possible that BRAVO and WOX5 not only control stem cell niche maintenance in the primary root, but also in the lateral roots. Thus, the consistent and overlapping role of BRAVO and WOX5 at promoting lateral root development also points to a relevant role of the BRAVO‐WOX5 complex for this function.

Transcriptomic analysis of QC cells in *bravo* and *wox5* mutants reveals a common set of genes regulated by both TFs. In addition, the observed predominant role of BRAVO acting as an activator and WOX5 as a repressor of transcription points to a downstream compensatory mechanism. 

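As 0 genes passed the adjusted threshold, the direction of change was counted among the 125 genes with an unadjusted p-value under 0.05, a substitute chosen after the data were seen. Of these, 60 were lower in *bravo* (48.0%) and 65 were higher. Among all genes tested, 7186 were lower (45.7%). With the replicate number as a block, 71.2% of the genes at an unadjusted p-value under 0.05 were lower in *bravo*. The split was most uneven after removal of the first residual component, where 898 of the genes past the adjusted threshold (95.6%) were lower in *bravo* and 41 were higher. That removal takes away spread between replicates but leaves the genotype means. After it, 5 of the 10 ways to split the libraries into 3 and 3 gave as many genes, so this share does not settle a direction. Without the removal, the share lower at an unadjusted p-value under 0.05 was 42.6% without *bravo* replicate 1 and 69.1% without *bravo* replicate 3. WOX5's direction of action is not analysed here.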

Along those lines, we found several components involved in redox homeostasis being regulated by BRAVO and WOX5 in a different manner. Remarkably, gene function related to cell division was not found, suggesting that their role in this process is achieved through the regulation of yet uncharacterized genes. 

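The set of core cell cycle genes held cyclins, cyclin-dependent kinases and their regulators, with MCM2 to MCM7, AUR1, AUR2, CDC20.1, CDC20.2 and KNOLLE. Of its 63 genes, 62 were paired with an identifier and 55 were tested. In *bravo*, 28 were lower and 27 higher, with a median log2 fold change of -0.02, and 0 had an unadjusted p-value under 0.05. Within the set, MCM2 to MCM7 were all higher, with log2 fold changes from 0.61 to 1.00. CDKB1;1, CDKB1;2, CDKB2;1 and CDKB2;2 were all lower, from -0.83 to -0.37. These families were picked after their values were seen. The median and camera measure a shared direction, so neither can show opposite changes that cancel. No difference from other genes was detectable (camera, adjusted p = 0.669 over 4 sets; with the replicate number as a block, median -0.15 and adjusted p = 0.540). The direction of the median changed with the normalization, to 0.10 with upper quartile factors and 0.09 with a gene length offset. The median of all genes tested rose too, from 0.04 to 0.10 and 0.09. No difference from other genes was detectable in these fits (camera, adjusted p = 0.554 and 0.570). With 1 surrogate variable in the model the median was -0.26 (camera, adjusted p = 0.0108). With single libraries left out, the set passed in opposite directions, with a median of -0.23 without *bravo* replicate 1 (camera, adjusted p = 8.8e-04), -0.12 without WT replicate 1 (adjusted p = 0.0310) and 0.27 without *bravo* replicate 3 (adjusted p = 7.3e-04). None of the 62 is among the genes of Fig 6D or Fig 6E that were paired with an identifier, but Fig 6E also lists the cyclin CYCU4-3, which could not be paired and is not analysed here. CYCD3;3 (AT3G50070; chromosome 3 from 18565134 to 18566834 of TAIR10.1, 4 exons) measured 19.6, 50.1 and 34 CPM in WT replicates 1, 2 and 3 and 66.8, 32.6 and 19.7 CPM in *bravo*, a log2 fold change of 0.20 (standard error 0.57, adjusted p = 1.00 from edgeR's quasi-likelihood test; two-sided exact permutation p = 0.90), which became -0.40 without *bravo* replicate 1.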

Our RNA‐seq data provide the transcriptional landscape downstream BRAVO and WOX5 with cell‐type resolution, and further characterization of the identified processes and genes can shed light on the molecular mechanisms downstream those TF in the SCN homeostasis.

To conclude, understanding signalling networks operating in stem cell development is becoming essential to decipher plant growth and adaptation to the environment. Systems biology approaches provide a closer picture to reality unveiling how complex and dynamic networks of cell‐specific transcription factors act to preserve stem cell function in plants. Here, untapping the action of two main regulators of quiescent cell division, BRAVO and WOX5, not only indicates that these factors operate as a transcriptional complex in preserving stem cell function, but also unveils their joint roles in primary and lateral root development.

## Materials and Methods

### Plant material and root measurement

All WT, mutants and transgenic lines are in the *Arabidopsis* ecotype Columbia (Col‐0) background (Appendix Table S2). The double mutant *bravo wox5* was generated by crossing the *bravo* and *wox5* single mutants. The double mutant homozygous lines were selected by genotyping. The primers used for *bravo* and *wox5* genotyping are listed in Appendix Table S3. 

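The genotyping and expression primers were matched to TAIR10.1. The *bravo‐2* reverse primer (CCTGATGCAAGGGTACTATCG) matches chromosome 5 from 5878318 to 5878338 on the minus strand, across the end of BRAVO exon 2, which runs from 5877912 to 5878337. The *bravo‐2* forward primer (TCCCTTAATCCCTAAACCCAGC) has no exact match, and its closest match, with 1 mismatch, is a single place from 5877222 to 5877243 in exon 1, ahead of the coding start at 5877247. The *wox5‐1* forward primer (ATCTCATAAACCATGCATCGG) matches chromosome 3 from 3528347 to 3528367 on the minus strand in WOX5 exon 2, and the reverse primer (TCGCTGGTTCCGATATACAAC) matches 3527222 to 3527242, 38 bp outside the gene, so that the pair spans 1146 bp of the reference. The BRAVO expression primers span a stretch of exon 2 from 5877996 to 5878096, inside the stretch between the genotyping primers, and the reverse one also matches exon 3 of AT1G73410 on chromosome 1. The WOX5 expression primers span a stretch of exon 1 from 3527713 to 3527813.

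**Figure D3:**
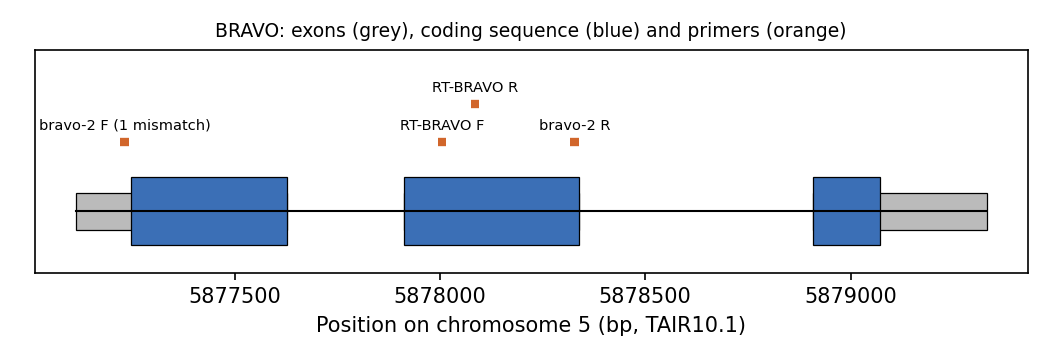
Map of BRAVO on chromosome 5 of TAIR10.1 (position in bp), with exons as grey boxes, coding sequence as blue boxes and the 4 primers as orange marks. The expression primers sit in exon 2 between the genotyping primers.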

Seeds were surface sterilized and stratified at 4°C for 48 h before being plated onto 0.5× Murashige and Skoog (MS) salt mixture without sucrose and 0.8% plant agar, in the absence or presence of Brassinolide (Wako, Osaka, Japan). β‐estradiol (30 µM) from Sigma diluted in DMSO was used to induce BRAVO expression for 6 days. Dexamethasone (1 µM) from Sigma diluted in EtOH was used to induce WOX5 expression for 6 days. For RT–qPCR experiments, β‐estradiol and dexamethasone treatments were applied for 24 h. Plates were incubated vertically at 22°C and 70% humidity in a 16 h light/8 h dark cycle. Primary root length was measured from plates images, using ImageJ (https://imagej.nih.gov/ij/) and MyROOT (Betegon‐Putze *et al,* 2019) software. The lateral root density was calculated by dividing the total number of emerged lateral roots of individual seedlings by the mean of the root length of those seedlings.

### Confocal microscopy and quantification of fluorescence signal

Confocal images were taken with a FV 1000 Olympus confocal microscope after Propidium iodide (PI, 10 µg/ml) staining. PI and GFP were detected with a bandpass 570–670 nm filter and 500–545 nm filter, respectively. Images were taken in the middle plane of 6‐day‐old roots. The fluorescence intensity was quantified with ImageJ using the Integrated Density value obtained from individual plants. The quantified area was selected with a ROI that contained the SCN (Appendix Fig S7). The laser settings for *pBRAVO*:GFP and *pWOX5*:GFP are different, as WOX5 has a stronger expression than BRAVO. The laser intensity applied was higher for *pBRAVO:GFP* than for *pWOX5:GFP* lines. The analysis of *pBRAVO*:GFP in *bravo wox5* double mutant background was done with different confocal settings. The analysis of QC cell division and CSC differentiation was carried out by imaging fixed roots through a modified pseudo‐Schiff (mPS‐PI) staining method (Truernit *et al,* 2008). Images were processed with the Olympus FV (Olympus, Tokyo, Japan) and ImageJ software.

### RT–qPCR assay

RNA was extracted from root tip tissue with the Maxwell® RSC Plant RNA Kit (Promega) using the Maxwell® RSC instrument (Promega) according to the manufacturer's recommendations, and concentrations were checked using NanoDrop 1000 Spectrophotometer (Thermo Fisher Scientific). cDNA was obtained from RNA samples by using the NZY First‐Strand cDNA Synthesis Kit (NZYtech) according to the manufacturer's recommendations. RT–qPCR amplifications were performed from 10 ng of cDNA using SYBR Green I master mix (Roche) in 96‐well plates according to the manufacturer's recommendations. The RT–qPCR was performed on a LightCycler 480 System (Roche). *ACTIN2* (AT3G18780) was used as housekeeping gene for relativizing expression. Primers used are described in Appendix Table S3.

### Yeast two‐hybrid assay

Yeast two‐hybrid assays were performed by the Matchmarker GAL4‐based two‐hybrid System (Clontech). Constructs were co‐transformed into the yeast strain AH109 by the lithium acetate method (Gietz & Woods, 2002). The presence of the transgenes was confirmed by growth on SD‐LW plates, and protein interaction was assessed by selection on SD‐LWH plates. Interactions were observed after 4 days of incubation at 30°C.

### Transient expression in *Nicotiana benthamiana* for FLIM measurements

Preparation of transiently expressing *Nicotiana benthamiana* leaves and induction of fusion proteins tagged with either mVenus or mCherry by application of ß‐estradiol was carried out as described in Bleckmann *et al* (2010).

### Acquisition of FLIM data

FLIM data acquisition was carried out using a confocal laser scanning microscope (LSM780 inverted microscope, Zeiss) equipped additionally with a time‐correlated single‐photon counting device with picosecond time resolution (Hydra Harp 400, PicoQuant). mVenus was excited at 485 nm with a pulsed (32 MHz) diode laser at 1.2 µW at the objective (40× water immersion, C‐Apochromat, NA 1.2, Zeiss). The emitted light was collected through the same objective and detected by SPAD detectors (PicoQuant) using a narrow range bandpass filter (534/35, AHF). Images were taken at 12.5 µs pixel time and a resolution of 138 nm/pixel in a 256 × 256 pixel image. A series of 40 frames was merged into one image and analysed using the Symphotime software package (PicoQuant).

### Analyses and presentation of FLIM data

FRET between fluorophores with different spectra like the here used GFP and mCherry is strongly distance dependent on a nanometer length scale and therefore is an indicator for the interaction of the fused proteins (Borst & Visser, 2010). The fluorescent lifetime of the collected photons in each merged image was analysed using the Symphotime software (PicoQuant). For this, a ROI covering the whole nucleus was created to reduce background fluorescence. All photons in this ROI were used to build a histogram of the fluorescence decay. A double‐exponential fit model was used to approximate the intensity‐weighted average fluorescence lifetime τ[ns] of all photons of the ROI. The instrument response function was measured with KI‐quenched erythrosine and used for reconvolution in the fitting process (Weidtkamp‐Peters & Stahl, 2017). The data from replicate measurements were summarized in box plots created in R software (https://www.r‐project.org/). Statistical significance was tested by one‐way ANOVA with a Sidakholm post hoc test. Different letters indicate statistically significant differences (*P* < 0.01).

For the creation of FLIM images, photons from individual pixels of a merged image were analysed for fluorescent lifetime using the Symphotime software (PicoQuant). A mono‐exponential fit model was used, as the photon number in each pixel was too low for a double‐exponential model (Stahl *et al,* 2013). The individual pixels are colour‐coded according to their fluorescence lifetime.

### Bimolecular fluorescence complementation assay (BiFC)

The *BRAVO* and *WOX5* coding sequences were inserted by LR‐reaction (Invitrogen) into pBiFC binary vectors containing the N‐ and C‐terminal YFP fragments (YFPN43 and YFPC43). Plasmids were transformed into the *Agrobacterium tumefaciens* GV3101 strain, and appropriate combinations were infiltrated into *Nicotiana benthamiana* leaves (Occhialini *et al,* 2016). The p19 protein was used to suppress gene silencing. Infiltrated leaves were imaged 2 days after infiltration using an Olympus FV1000 laser scanning confocal microscope.

### QC‐specific transcriptomics

The protocol for the isolation of QC cells through FACS was described in Clark *et al* (2018).

For WT and *bravo‐2* RNA‐seq data, quality control was done with FastQC (available at https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Adaptor sequences were removed using *cutadapt*. The mapping of the reads to the genome was done with STAR (Dobin *et al,* 2013) and the quantification of the reads with RSEM (Li & Dewey, 2011). Araport11 were used as transcripts of reference and TAIR10 as reference genome. In R studio, genes with 0 counts in all samples were removed. 

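Of the 37336 genes listed in the deposited tables, 10494 had 0 counts in all 6 libraries and 26842 had a count in at least 1. Individual libraries had a count above 0 for between 20991 genes (*bravo* replicate 1) and 22618 genes (WT replicate 1).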

NOISeq package was used for the bias detection, correction and normalization (Tarazona *et al,* 2015). 

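The first principal component of the log2 CPM values of the 6 libraries held 71.3% of the variance and the second 12.4%. On the first component, WT replicates 1, 2 and 3 scored -96.6, 10.7 and -6.76 and *bravo* replicates 1, 2 and 3 scored 199.6, 7.47 and -114.4, so that the range within *bravo* exceeded any distance between the genotypes. The log2 CPM of WT replicate 1 differed from that of *bravo* replicate 3 by a root mean square of 0.728, less than from either other WT library (1.14 for both). Across genes, which are not independent replicates, Pearson's r of log2 CPM was 0.940 for WT replicate 1 with *bravo* replicate 3 and 0.358 for *bravo* replicate 1 with *bravo* replicate 3. The labels do not say which sort each library came from.

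**Figure D4:**
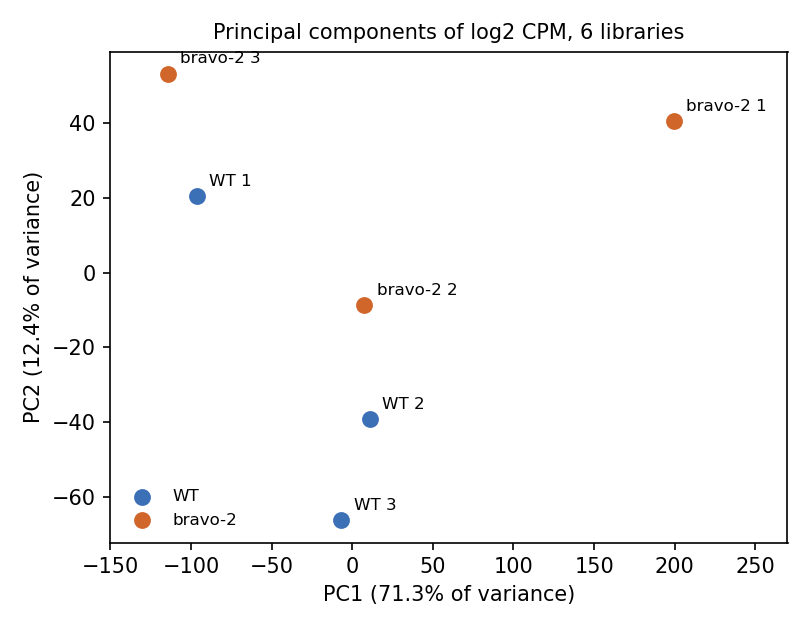
Scores of the 6 libraries on the first and second principal components of log2 CPM, with WT in blue and *bravo* in orange and the replicate number beside each point. WT 1 lies next to *bravo‐2* 3, and *bravo‐2* 1 lies apart at 199.6.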

ARSyN was used for batch effect correction as the sorting was detected as a confounded factor (Nueda *et al,* 2012). 

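A mean of at least 4 CPM in at least 1 genotype was reached by 15739 genes, and 15065 genes had at least 10 counts in every library.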

Genes with low number of counts (cpm < 4) were filtered. NOISeqBIO was used for analysis of differential expression between the different conditions (Tarazona *et al,* 2015). Regulated genes were selected with *q* value < 0.05 and fold‐change > 1.

The transcriptional profile of *wox5‐1* mutants was described in Clark *et al* (2020).

### Mathematical models of the effective regulations between *BRAVO* and *WOX5* expressions

We considered two mathematical models for the effective regulations that *BRAVO* and *WOX5* expressions perform on each other and on themselves in the SCN. The models are named Alleviation and Activation models. Both models are formulated similarly and only differ on how *WOX5* expression is regulated by *BRAVO*. In both models, *B* and *W* are the variables denoting the total *BRAVO* and *WOX5* expressions, respectively, in the whole SCN. Each of these expressions are considered to be the product of the corresponding promoter activity according to the following wild‐type dynamics:

(1) $$\frac{\mathrm{dB}}{\mathrm{dt}}=P_{B}\left(B,W\right)‐d_{B}B$$

(2) $$\frac{\mathrm{dW}}{\mathrm{dt}}=P_{W}\left(B,W\right)‐d_{W}W$$

where *P_B_* (*B*,*W*) and *P_W_* (*B*,*W*) are the BRAVO and WOX5 promoter activities (production terms), respectively, and *d_B_B* and *d_W_W* are the decay terms (assumed linear for simplicity, with decay rates *d_B_* and *d_W_*). To account for the regulation of the expression, each promoter activity depends on *BRAVO* and *WOX5* expressions. To compare with empirical data, we only considered the stationary state of the above dynamics (i.e. when time derivatives are equal to zero, $\frac{\mathrm{dB}}{\mathrm{dt}}=0,\frac{\mathrm{dW}}{\mathrm{dt}}=0$). In the stationary state, *BRAVO* expression is proportional to BRAVO promoter activity (*B* = *P_B_*(*B*,*W*)/*d_B_*) and *WOX5* expression is proportional to WOX5 promoter activity (*W* = *P_W_*(*B*,*W*)/*d_W_*). Therefore, we used the promoter activity in the stationary state as the computational model read‐out to be compared with the empirical data on *pBRAVO:GFP* and *pWOX5:GFP*.

Promoter activity terms *P_B_* (*B*,*W*) and *P_W_* (*B*,*W*) correspond to functions that describe the effective regulations that each expression ultimately performs on each promoter activity (see Fig 3A and B for cartoons of these regulations for each model). These effective regulations are expected to involve several intermediate steps, including translational and post‐translational processes, and additional molecules. These are not explicitly modelled but are all together absorbed in the functionalities of *P_B_* (*B*,*W*) and *P_W_* (*B*,*W*). We expect these functions to be nonlinear, and we used continuous Hill‐like functions exhibiting saturation with exponents larger than 1 (see parameter values in Appendix Table S1). For both models, we consider the following functional form for the BRAVO promoter:

(3) $$P_{B}\left(B,W\right)=\alpha \left(\frac{1+\varepsilon_{B}{\left(K_{B}B\right)}^{2}}{1+{\left(K_{B}B\right)}^{2}}\right)\left(\frac{1+\varepsilon_{W}{\left(K_{W}W\right)}^{2}}{1+{\left(K_{W}W\right)}^{2}}\right)$$

This BRAVO promoter activity *P_B_* (*B*,*W*) has (i) a basal production rate α, independent of *BRAVO* and *WOX5* expressions since our GFP data show that BRAVO promoter has activity in the double mutant *bravo wox5* (Appendix Fig S2), (ii) a term that sets the activation of *BRAVO* expression by *WOX5*, with *WOX5* expression threshold value 1/K_W_ and activation strength *ε_W_* > 1. According to this term, the production of *BRAVO* increases to αε_W_ > α if *WOX5* expression is very high (*W*>>1/K_W_) and there is no *BRAVO*. (iii) A term that accounts for the inhibition of *BRAVO* expression by itself, with threshold value 1/K_B_ and inhibition strength ε_B_ < 1. According to this term, the production of *BRAVO* decreases to αε_B_ < α when *BRAVO* is very high (*B*>> 1/K_B_) and there is no *WOX5*.

For the Alleviation model, we consider the following functional form for the WOX5 promoter:

(4) $$P_{W}\left(B,W\right)=\gamma \frac{W_{0}^{2}}{W_{0}^{2}+W^{2}{\left(\frac{B_{0}^{2}}{B^{2}+B_{0}^{2}}B_{1}+1\right)}^{2}}$$

This WOX5 promoter activity *P_W_* has (i) a basal production in the absence of *BRAVO* and *WOX5* expressions of value *γ*; (ii) *WOX5* expression ultimately represses its own production. *W*_0_ sets the characteristic *WOX5* threshold expression of this repression. (iii) Part of this self‐repression is dependent on *BRAVO*, which reduces the strength of *WOX5* self‐repression. The parameter *B*_1_ sets the value of the maximum alleviation BRAVO can make on WOX5 self‐repression. The parameter *B*_0_ sets the *BRAVO* threshold expression for the alleviation.

For the Activation model, the promoter of WOX5 is:

(5) $$P_{W}\left(B,W\right)=\gamma \frac{W_{0}^{2}}{W_{0}^{2}+W^{2}}\left(\frac{B^{2}}{B^{2}+B_{0}^{2}}B_{1}+1\right)$$

This WOX5 promoter has a basal rate *γ* and the type of inhibition mediated by WOX5 as the Alleviation model (equation (4), being $W_{0}^{2}$ the threshold of inhibition as in equation (4)). In addition, it includes that BRAVO activates the WOX5 promoter in a WOX5‐independent manner, with a maximum strength *B*_1_. This activation has a threshold *B*_0_.

For clarity, here we presented the full mathematical models with all their corresponding parameters, but all the simulations were made with their non‐dimensional counterparts (see Expanded View text), in order to avoid redundancies in the effect that changes in the parameter values when all parameters are changed simultaneously.

### Mathematical model that considers the formation of the BRAVO‐WOX5 complex (complex formation model)

In this model, variables denote proteins. *B*,*W* and *S* denote the concentration of BRAVO protein, WOX5 protein and of an additional *S* protein, respectively, that are not bound to each other. *S* protein can be interpreted as TOPLESS, BES1 or other possible partners of BRAVO and/or WOX5) and is able to bind to BRAVO and to WOX5 separately. BRAVO and WOX5 are also considered to be able to bind each other. By denoting the concentrations of BRAVO‐WOX5, BRAVO‐S and WOX5‐S heterodimers as *C_BW_*, *C_BS_* and *C_WS_*, respectively, we write the dynamics of each molecule as:

(6) $$\frac{\mathrm{dB}}{\mathrm{dt}}=P_{B}\left(B,W\right)‐\lambda_{\mathrm{BW}}BW+\mu_{\mathrm{BW}}C_{\mathrm{BW}}‐\lambda_{\mathrm{BS}}BS+\mu_{\mathrm{BS}}C_{\mathrm{BS}}‐d_{B}B$$

(7) $$\frac{\mathrm{dW}}{\mathrm{dt}}=P_{W}\left(B,W\right)‐\lambda_{\mathrm{BW}}BW+\mu_{\mathrm{BW}}C_{\mathrm{BW}}‐\lambda_{\mathrm{WS}}WS+\mu_{\mathrm{WS}}C_{\mathrm{WS}}‐d_{W}W$$

(8) $$\frac{\mathrm{dS}}{\mathrm{dt}}=\beta ‐\lambda_{\mathrm{BS}}BS+\mu_{\mathrm{BS}}C_{\mathrm{BS}}‐\lambda_{\mathrm{WS}}WS+\mu_{\mathrm{WS}}C_{\mathrm{WS}}‐d_{S}S$$

(9) $$\frac{dC_{\mathrm{BW}}}{\mathrm{dt}}=\lambda_{\mathrm{BW}}BW‐\mu_{\mathrm{BW}}C_{\mathrm{BW}}‐d_{\mathrm{BW}}C_{\mathrm{BW}}$$

(10) $$\frac{dC_{\mathrm{BS}}}{\mathrm{dt}}=\lambda_{\mathrm{BS}}BS‐\mu_{\mathrm{BS}}C_{\mathrm{BS}}‐d_{\mathrm{BS}}C_{\mathrm{BS}}$$

(11) $$\frac{dC_{\mathrm{WS}}}{\mathrm{dt}}=\lambda_{\mathrm{WS}}WS‐\mu_{\mathrm{WS}}C_{\mathrm{WS}}‐d_{\mathrm{WS}}C_{\mathrm{WS}}$$

with *P_B_*(*B*,*W*) given by Eq. (3) and

(12) $$P_{W}\left(B,W\right)=\gamma \frac{W_{0}^{2}}{W_{0}^{2}+W^{2}}$$

In this model, the first terms in the right‐hand‐side of Equations (6), (7), (8) set the production (translation) of BRAVO, WOX5 and S proteins, respectively (*P_B_*(*B*,*W*), *P_W_*(*B*,*W*) and *β*). The above equations use the quasi‐steady‐state approximation for the mRNAs, which are assumed to be transcribed and linearly degraded. Therefore, the production (translation) terms are each proportional to the corresponding promoter activity. The BRAVO production term has the same features as the promoter function in the Alleviation and Activation models (i.e. activation by WOX5 and inhibition by BRAVO), while the production of WOX5 protein only considers repression by WOX5 (i.e. the common feature of the promoters in the Alleviation and Activation models). For simplicity, protein S is assumed to be translated at a constant rate *β*, independent of BRAVO and WOX5. The model assumes that the binding between proteins happens only pairwise (i.e. with no higher‐order complexes), reactions of binding and unbinding are reversible, protein complexes (heterodimers) become degraded, and these complexes do not regulate the translation/transcription of any of the modelled proteins. In the equations, protein complexes are formed with binding rate *λ_XY_* where *X* and *Y* represent each possible interacting protein (*B*, *W*, *S*), unbind with unbinding rate *µ_XY_* and are degraded with rate *d_XY_*. The model results are only evaluated at the stationary state (i.e. Equations (6), (7), (8), (9), (10), (11) are set to zero, see Expanded View text). All simulations were done for the dimensional model. Default parameter values are indicated in Appendix Table S1.

This model can be interpreted as a mechanistic realization of the alleviation model, as in the *bravo* mutant the amount of free WOX5 can increase due to the absence of one of its sequestering factors, thereby increasing the WOX5 self‐repression.

### Modelling of the mutants and overexpressing lines

To model the mutants, we used the same equations and parameter values as for the WT with the only changes being: in the mutant background (*bravo*, *wox5* or *bravo wox5*) the expression of the mutated gene is null at all times (*B* = 0 in the *bravo* mutant, *W* = 0 in the *wox5* mutant, and both *B* = *W* = 0 in the *bravo wox5* mutant), despite its promoter activity is nonzero. The promoter activities are computed according to the promoter functions *P_B_* and *P_W_* as defined for the WT but evaluated at *B* = 0 in the *bravo* mutant, *W* = 0 in the *wox5* mutant, and at *B* = *W* = 0 in the *bravo wox5* mutant. No additional changes (e.g. no changes in parameter values) were considered to occur in the mutants. The model equations for all the mutants are detailed in the Expanded View text. Herein, we exemplify only the *bravo* mutant for the Alleviation model (where the superscript *bravo* is used to denote this mutant):

$$B^{\mathrm{bravo}}=0,P_{B}\left(0,W^{\mathrm{bravo}}\right)=\alpha \frac{1+\varepsilon_{W}{\left(K_{W}W^{\mathrm{bravo}}\right)}^{2}}{1+{\left(K_{W}W^{\mathrm{bravo}}\right)}^{2}}$$

$$\frac{dW^{\mathrm{bravo}}}{\mathrm{dt}}=P_{W}\left(0,W^{\mathrm{bravo}}\right)‐d_{W}W^{\mathrm{bravo}},P_{W}\left(0,W^{\mathrm{bravo}}\right)=\gamma \frac{W_{0}^{2}}{W_{0}^{2}+{\left(W^{bravo}\right)}^{2}{\left(B_{1}^{2}+1\right)}^{2}}$$

Overexpression was modelled through an additive constant increase in the production rate of each expression such that the overall production of *BRAVO* changed to *αA*_0_ + *P_B_*(*B*,*W*) for overexpression of BRAVO and the overall production of *WOX5* changed to *γG*_0_ + *P_W_*(*B*,*W*) for overexpression of WOX5. Since the basal production due to the endogenous promoter is *α* and *γ*, respectively, parameters *A*_0_ and *G*_0_ set the extent of the overexpression relative to the basal production. The model outcomes, such as the expression of the regulated (not overexpressed) factor, do not increase indefinitely with this extent but show a saturating response. We chose parameter values for *A*_0_ and *G*_0_ sufficiently high such that the saturated response is reached.

To compare with empirical data on GFP expression in the mutants and overexpressing lines, we only considered the stationary state of all models, in the WT, mutant and overexpression scenarios (see detail in Expanded View text).

### Comparison of model outputs with empirical data on GFP expression

The values of the promoter activities (i.e. production terms), *P_B_* and *P_W_*, at the stationary state (i.e. when time derivatives are equal to zero) were those used for comparison with the GFP data measured in the whole SCN. We used the notation *pB* and *pW* to refer to the stationary *BRAVO* and *WOX5*, respectively, promoter activities (or production terms, $pB\equiv P_{B}\left(t\to \infty \right)\;\text{and}\;pW\equiv P_{W}\left(t\to \infty \right)$). The superindexes *WT*, *bravo, wox5* and *dm* were used to refer to the promoter in the stationary state for the WT, the *bravo* mutant, the *wox5* mutant and the double mutant, respectively (Stationary solutions section in Expanded View text). Since GFP scale is arbitrary with respect to promoter activity, we used the ratios that set the fold‐change between mutant and the WT as the relevant measure to be compared between model outputs and empirical data. For the empirical data, we used the mean GFP measured values and computed the ratio of the mean GFP expression in the mutant over the mean GFP expression data in the WT, for each mutant. Error bars of fold‐changes were computed using error propagation where the standard deviation of each GFP expression was set as the error. For each model, we computed the ratios of the stationary production in each mutant over its stationary production value in the WT:

$$\frac{pB^{\mathrm{bravo}}}{pB^{\mathrm{WT}}},\frac{pB^{wox5}}{pB^{\mathrm{WT}}},\frac{pB^{\mathrm{dm}}}{pB^{\mathrm{WT}}},\frac{pW^{\mathrm{bravo}}}{pW^{\mathrm{WT}}},\frac{pW^{wox5}}{pW^{\mathrm{WT}}},\frac{pW^{\mathrm{dm}}}{pW^{\mathrm{WT}}}$$

Parameter values for the Activation and Alleviation models (Appendix Table S1) were chosen such that the values of these ratios obtained from the model fit the ratios computed from the mean GFP expression values (Appendix Fig S8E and F). Since the GFP data are a broad distribution, there is a broad range of parameters in which the model fits the experiments within the range of experimental deviations. In addition, the models reproduce for a wide range of parameter values whether these ratios are > 1 (i.e. in the mutant, the promoter activity increases) or < 1 (i.e. in the mutant, the promoter activity decreases).

Additionally, the outputs of the models were numerically computed for different values of α and γ (all the remaining parameter values being unchanged), to model different conditions of the growth medium (Appendix Fig S8C–F). Specifically, we set α and γ as functions of an auxiliary control parameter *x* that indicates the medium condition (*x* = 1 corresponds to CTL conditions, whereas higher *x* values correspond to a medium with BL). We used α = 0.3/*x* and γ = 250*x*/(*x* + 9), such that for *x* = 1 α and γ take the values of the WT in CTL conditions (for *x* = 1, α and γ take the values in Appendix Table S1). Roughly, *x* controls the disparity between the basal production of *BRAVO* and *WOX5*. This allows us to interpret high values of *x* as the effect of Brassinolide.

The stationary values of the production terms, *pB* and *pW*, were also computed when overexpression of either BRAVO (denoted by superindex *Boe*) or WOX5 (denoted by superindex *Woe*) was applied and compared to the stationary values in the WT scenario:

$$\frac{pB^{\mathrm{Woe}}}{pB^{\mathrm{WT}}},\frac{pW^{\mathrm{Boe}}}{pW^{\mathrm{WT}}}$$

### Numerical methods to obtain model outputs

In the stationary state (i.e. when time derivatives are equal to zero), the alleviation and activation models for the WT and overexpression lines reduce to a system of two coupled algebraic equations (see Stationary solutions in Expanded View text). For each mutant, these two models reduce each to a single algebraic equation (see Stationary solutions in Expanded View text). The complex formation model in the stationary state reduces to three coupled algebraic equations in the case of the WT and overexpressing lines, and to two coupled algebraic equations in the case of mutants (see Stationary solutions in Expanded View text). To find the stationary stable solutions, we solved these algebraic equations numerically with custom‐made software and using the fsolve routine embedded in Python (Python Software Foundation, https://www.python.org/), which uses a modification of Powell's hybrid method for finding zeros of a system of nonlinear equations.

To evaluate the robustness of each model to provide the average trends of fold‐changes in gene expression, we computed these fold‐changes across the parameter space. To that end, we defined N different sets of parameter values. For each set, the stationary solutions of all genotypes (WT, all mutants and all overexpression lines) were computed. This enabled to obtain the fold‐changes of expression predicted by each model for that set of parameter values. The predictions for each parameter set are to be compared with the mean fold‐changes found in experiments. By comparing the model predictions for the N sets of parameter values (i.e. across the parameter space) with the mean values obtained in the experiments, we gain insight on whether the model is able to reproduce the mean experimental data in a large region of the parameter space or whether it is not. The N sets of parameter values were randomly chosen from uniform distributions of the parameter values around the default set of parameter values detailed in Appendix Table S1. The range of these uniform distributions is detailed in Figure captions. For the Activation and Alleviation models, the parameter sets were defined for the non‐dimensional parameters, and each set differed in the values of all non‐dimensional parameters simultaneously (Fig 3C and D, Appendix Figs S8E and F, and S9C and D). To evaluate the sensitivity to each parameter, sets which differ only in the value of a single non‐dimensional parameter were also studied (Appendix Fig S9A and B). For the complex formation model, the N parameter sets were defined for the dimensional parameter values. Each set differed in all parameters except for all the degradation rates and the unbinding coefficients that were the same in all sets (Appendix Fig S10). These latter parameters were not allowed to vary because they drive redundant outcomes to the stationary solutions (see Stationary solutions in Expanded View text).

### Estimation of the error in the QC division data

We denote by *a,b,c* and *d* the values that we obtain empirically for the percentage of roots that exhibit a divided QC in the WT, the *bravo* mutant, the *wox5* mutant and the double *bravo wox5* mutant, respectively (*a* = 0.3939, *b* = 0.8732, *c* = 0.8070, *d* = 0.8846). We can estimate the error in each of these measures, by assuming our measurement for each genotype corresponds to *N* independent equivalent roots where we observe whether the QC exhibits any division or not (i.e. we have *N* independent Bernoulli experiments). By assuming that the probability of observing a QC with at least one cell divided is *p* (*p = a,b,c,d* for each of the genotypes under study), we can estimate the error. Specifically, we assumed *p* = *N_k_*/*N*, where *N_k_* is the number of roots, from the total *N* of the specific genotype, that have a divided QC and set the error as the standard deviation of $p=\frac{N_{k}}{N}$: $\delta p\equiv std\left(p=\frac{N_{k}}{N}\right)=\sqrt{\frac{p(1‐p)}{N}}$. For each genotype, we took a conservative view and used *N* = 15 for computing the errors, to avoid their underestimation.

### A model to compute the contribution of BRAVO and WOX5 to regulate QC division

We aim at evaluating the contribution of BRAVO and WOX5 on regulating QC divisions. To this end, we propose the following function:

$$F=\frac{F_{0}}{1+T_{B}+T_{W}+T_{\mathrm{BW}}}$$

which indicates the frequency at which we found a QC with at least one QC cell that is divided in the plane of observation, for roots of the same genotype. *T_B_*, *T_W_* and *T_BW_* are the contributions mediated by BRAVO, by WOX5 and jointly by both BRAVO and WOX5, on the regulation of QC division. Notice each contribution corresponds to repression of QC divisions when it takes positive values. In contrast, it corresponds to induction of QC divisions for negative values. This function can be applied to the WT, to each single mutant and to the double mutant, such that in the *wox5* mutant we have $T_{W}^{wox5}=0$ and $T_{\mathrm{WB}}^{wox5}=0$, while in the *bravo* mutant we have $T_{B}^{\mathrm{bravo}}=0$ and $T_{\mathrm{WB}}^{\mathrm{bravo}}=0$. Thus, this function takes the following expressions in the WT and in the mutants:

$$F^{\mathrm{WT}}=\frac{F_{0}}{1+T_{B}^{\mathrm{WT}}+T_{W}^{\mathrm{WT}}+T_{\mathrm{BW}}^{\mathrm{WT}}}$$

$$F^{\mathrm{bravo}}=\frac{F_{0}}{1+T_{W}^{\mathrm{bravo}}}=\frac{F_{0}}{1+T_{W}^{\mathrm{WT}}q_{W}^{\mathrm{bravo}}}$$

$$F^{wox5}=\frac{F_{0}}{1+T_{B}^{wox5}}=\frac{F_{0}}{1+T_{B}^{\mathrm{WT}}q_{B}^{wox5}}$$

$$F^{\mathrm{dm}}=F_{0}$$

where superindexes WT, *bravo*, *wox5* and *dm* account for WT, *bravo* mutant, *wox5* mutant and *bravo wox5* double mutant, respectively. In these expressions, we also defined $T_{W}^{\mathrm{bravo}}\equiv T_{W}^{\mathrm{WT}}q_{W}^{\mathrm{bravo}}$ and $T_{B}^{wox5}\equiv T_{B}^{\mathrm{WT}}q_{B}^{wox5}$. Hence, parameter $q_{B}^{wox5}$ measures the change in the strength of the BRAVO‐mediated contribution to QC division in the *wox5* mutant ($T_{B}^{wox5}$) compared to its strength in the WT ($T_{B}^{\mathrm{WT}}$). Analogously, $q_{W}^{\mathrm{bravo}}$ parameter measures the change in the strength of the repression that WOX5 does on QC division in the *bravo* mutant ($T_{W}^{\mathrm{bravo}}$) compared to the strength it does on the WT ($T_{W}^{\mathrm{WT}}$). Notice that we assumed no additional changes happen in the *F* function in these mutants.

We can extract the values of $T_{B}^{\mathrm{WT}}$, $T_{W}^{\mathrm{WT}}$ and $T_{\mathrm{BW}}^{\mathrm{WT}}$ by equating the above expressions to the empirical data (*F^WT^* = *a*, *F^bravo^* = *b*, *F^wox5^* = *c*, *F^dm^* = *d*) and once values to $q_{W}^{\mathrm{bravo}}$ and $q_{B}^{wox5}$ have been assigned. To this end, we first write down the following ratios:

$$\frac{F^{\mathrm{bravo}}}{F^{\mathrm{WT}}}=\frac{1+T_{B}^{\mathrm{WT}}+T_{W}^{\mathrm{WT}}+T_{\mathrm{BW}}^{\mathrm{WT}}}{1+T_{W}^{\mathrm{WT}}q_{W}^{\mathrm{bravo}}}=\frac{b}{c}$$

$$\frac{F^{wox5}}{F^{\mathrm{WT}}}=\frac{1+T_{B}^{\mathrm{WT}}+T_{W}^{\mathrm{WT}}+T_{\mathrm{BW}}^{\mathrm{WT}}}{1+T_{B}^{\mathrm{WT}}q_{B}^{wox5}}=\frac{c}{a}$$

$$\frac{F^{\mathrm{dm}}}{F^{\mathrm{WT}}}=1+T_{B}^{\mathrm{WT}}+T_{W}^{\mathrm{WT}}+T_{\mathrm{BW}}^{\mathrm{WT}}=\frac{d}{a}$$

and then isolate each contribution term, such that the following is found:

$$T_{B}^{\mathrm{WT}}\pm \delta T_{B}^{\mathrm{WT}}=\frac{1}{q_{B}^{wox5}}\left(\frac{d}{c}‐1\right)\pm \frac{1}{q_{B}^{wox5}}\sqrt{{\left(\frac{\delta d}{c}\right)}^{2}+{\left(\frac{d}{c^{2}}\delta c\right)}^{2}}$$

$$T_{W}^{\mathrm{WT}}\pm \delta T_{W}^{\mathrm{WT}}=\frac{1}{q_{W}^{wox5}}\left(\frac{d}{b}‐1\right)\pm \frac{1}{q_{W}^{wox5}}\sqrt{{\left(\frac{\delta d}{b}\right)}^{2}+{\left(\frac{d}{b^{2}}\delta b\right)}^{2}}$$

$$\begin{array}{c} T_{\mathrm{BW}}^{\mathrm{WT}}\pm \delta T_{\mathrm{BW}}^{\mathrm{WT}}=\frac{d}{a}‐1‐\frac{1}{q_{B}^{wox5}}\left(\frac{d}{c}‐1\right)‐\frac{1}{q_{W}^{\mathrm{bravo}}}\left(\frac{d}{b}‐1\right)\\ \pm \sqrt{{\left(\delta d\left(\frac{1}{a}‐\frac{1}{q_{B}^{wox5}c}‐\frac{1}{q_{W}^{\mathrm{bravo}}b}\right)\right)}^{2}+{\left(\frac{d}{a^{2}}\delta a\right)}^{2}+{\left(\frac{d}{q_{W}^{\mathrm{bravo}}b^{2}}\delta b\right)}^{2}+{\left(\frac{d}{q_{B}^{\mathrm{bravo}}c^{2}}\delta c\right)}^{2}} \end{array}$$

where the errors have been estimated using error propagation of the errors in *a,b,c* and *d* and assuming their independency. These equations enable to compute the BRAVO‐mediated, WOX5‐mediated and jointly BRAVO and WOX5‐mediated contribution to QC divisions in the WT from the empirical data on QC divisions (*a,b,c,d* values) and from $q_{W}^{\mathrm{bravo}}$ and $q_{B}^{wox5}$ values. In Fig 5, continuous lines correspond to the best estimated values (e.g. $T_{B}^{\mathrm{WT}}=\frac{1}{q_{B}^{wox5}}\left(\frac{d}{c}‐1\right)$), and the shaded area represents the range within the errors (e.g. $T_{B}^{\mathrm{WT}}\pm \delta T_{B}^{\mathrm{WT}}$).

We assigned values to $q_{W}^{\mathrm{bravo}}$ and $q_{B}^{wox5}$ as follows. We first estimated their values through the fold‐changes in promoter expression in the mutants. The fold‐change of *pWOX5:GFP* expression in the *bravo* mutant compared to the WT is approximately 0.8 (Fig 2I), and this suggests $q_{W}^{\mathrm{bravo}}$ = 0.8. Hence, BRAVO slightly increases the WOX5‐mediated contribution to QC division. The fact that *wox5* mutant exhibits phenotypes that have not been observed in the *bravo* mutant, such as CSC differentiation, also suggests that $q_{W}^{\mathrm{bravo}}$ is not too small. For the effect that WOX5 has on BRAVO‐mediated contribution, the estimate for $q_{B}^{wox5}$ based on the fold‐change of p*BRAVO:GFP* expression in the *wox5* mutant is $q_{B}^{wox5}$ = 0.5 (Fig 2H). Yet, from the root phenotypes of the mutants we cannot exclude other values. This is also supported by the results of the complex formation model (Appendix Fig S10). The results of this model indicated that the amount of BRAVO protein not bound to WOX5 could decrease in the *wox5* mutant when there is a competing factor that binds BRAVO and WOX5 separately (Appendix Fig S10F). In this mutant, the competing factor would sequester BRAVO more than in the WT. Hence, smaller $q_{B}^{wox5}$ values and hence stronger upregulation of BRAVO‐mediated contribution to QC division by WOX5 could be expected than that predicted from fold‐changes in promoter expression. In contrast, the complex formation model predicts that the amount of WOX5 protein not bound to BRAVO does not decrease much in the *bravo* mutant, and hence, the model supports that $q_{W}^{\mathrm{bravo}}$ is not small (Appendix Fig S10G). Therefore, we set $q_{W}^{\mathrm{bravo}}$ = 0.8 and evaluated the values of the contributions to QC divisions for different values of $q_{B}^{wox5}$.

## Author contributions

AIC‐D and MI designed and supervised the study. IB‐P, NB, AP‐R, MM‐B and JV‐B and performed the experiments. JM, DF and MI formulated the mathematical modelling. JM performed the numerical simulations of the mathematical models. YS and RCB performed and analysed the FRET‐FLIM assays. SP and CM collaborated in the Y2H and BiFC assays. IB‐P performed QC‐specific transcriptomics experiments and data analysis in collaboration with RS and AC. IB‐P, JM, MI and AIC‐D wrote the manuscript and all authors revised the manuscript.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

Review Process File Click here for additional data file.

Appendix Click here for additional data file.

## Data Availability

The datasets and computer code produced in this study are available in the following databases:
RNA‐seq data: Gene Expression Omnibus GSE173945 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE173945). Modelling computer scripts: GitHub (https://github.com/josepmercadal/phd/tree/master/BRAVO_WOX5). RNA‐seq data analysis script: GitHub (https://github.com/IsabelBetegon/BravoWox5_Manuscript).

# Supplementary material for: Precise transcriptional control of cellular quiescence by BRAVO/WOX5 complex in Arabidopsis roots
**Source:** Mol Syst Biol. 2021 Jun 16;17(6):e9864. doi: 10.15252/msb.20209864
**Supplement:** Supplementary file 2 — Appendix

## APPENDIX

### TABLE OF CONTENTS

|                                               |           |
|-----------------------------------------------|-----------|
| <b>Alleviation model .....</b>                | <b>1</b>  |
| <b>Activation model .....</b>                 | <b>3</b>  |
| <b>Complex formation model .....</b>          | <b>4</b>  |
| <b>Stationary solutions .....</b>             | <b>6</b>  |
| <b>Supplementary Figures and Tables .....</b> | <b>11</b> |

### Alleviation model

For the WT genotype, the alleviation model reads (see Material and Methods):

$$\frac{dB}{dt} = P_B(B, W) - d_B B$$

$$P_B(B, W) = \alpha \frac{1 + \varepsilon_B (K_B B)^2}{1 + (K_B B)^2} \frac{1 + \varepsilon_W (K_W W)^2}{1 + (K_W W)^2}$$

$$\frac{dW}{dt} = P_W(B, W) - d_W W$$

$$P_W(B, W) = \gamma \frac{w_0^2}{w_0^2 + W^2 \left( \frac{B_0^2}{B^2 + B_0^2} B + 1 \right)^2}$$

By redefining time as  $\tau = t d_B$  defining the new nondimensional variables  $b = K_B B, w = K_W W$

and parameters  $\tilde{\alpha} = \alpha K_B / d_B, \tilde{\gamma} = \gamma K_W / d_W, b_0 = B_0 K_B, w_0 = W_0 K_W$ , we can write a

nondimensional version of the model as:

$$\frac{db}{d\tau} = \tilde{\alpha} \frac{1 + \varepsilon_B b^2}{1 + b} \frac{1 + \varepsilon_W w^2}{1 + w^2} - b$$

$$\frac{dw}{d\tau} = \frac{d_W}{d_B} \left( \tilde{\gamma} \frac{w_0^2}{w_0^2 + w^2 \left( \frac{b_0^2}{b^2 + b_0^2} B_1 + 1 \right)^2} - w \right)$$

With this nondimensional model we computed the distribution of promoter fold-changes when several parameters are allowed to change all at once.

For clarity, here we show how to compute the mutants with the full, dimensional model.

For the *wox5* mutant (denoted with the superscript *wox5*) the model reads (it has  $W^{wox5} = 0$ ):

$$\frac{dB^{wox5}}{dt} = P_W(B^{wox5}, 0) - d_B B^{wox5}$$

$$P_B(B^{wox5}, 0) = \alpha \frac{1 + \varepsilon_B (K_B B^{wox5})^2}{1 + (K_B B^{wox5})^2},$$

$$W^{wox5} = 0,$$

$$P_W(B^{wox5}, 0) = \gamma$$

The model for *bravo* mutant (superscript *bravo*) has  $B^{bravo} = 0$  and reads:

$$B^{bravo} = 0,$$

$$P_B(0, W^{bravo}) = \alpha \frac{1 + \varepsilon_W (K_W W^{bravo})^2}{1 + (K_W W^{bravo})^2},$$

$$\frac{dW^{bravo}}{dt} = P_W(0, W^{bravo}) - d_W W^{bravo},$$

$$P_W(0, W^{bravo}) = \gamma \frac{w_0^2}{w_0^2 + (W^{bravo})^2 (B_1 + 1)^2}$$

Finally, for the double *bravo wox5* mutant (superscript *dm*) the model reads:

$$B^{dm} = 0, W^{dm} = 0$$

$$P_B(0,0) = \alpha, \quad P_W(0,0) = \gamma = P_W(0, W^{bravo})$$

## Activation model

For the WT genotype, the activation model reads (see Material and Methods):

$$\frac{dB}{dt} = P_B(B, W) - d_B B$$

$$P_B(B, W) = \alpha \frac{1 + \varepsilon_B (K_B B)^2}{1 + (K_B B)^2} \frac{1 + \varepsilon_W (K_W W)^2}{1 + (K_W W)^2}$$

$$\frac{dW}{dt} = P_W(B, W) - d_W W$$

$$P_W(B, W) = \gamma \frac{w_0^2}{w_0^2 + W^2} \left( 1 + B_1 \frac{B^2}{B_0^2 + B^2} \right)$$

By redefining time as  $\tau = t d_B$  defining the new nondimensional variables  $b = K_B B, w = K_W W$

and parameters  $\tilde{\alpha} = \alpha K_B / d_B, \tilde{\gamma} = \gamma K_W / d_W, b_0 = B_0 K_B, w_0 = W_0 K_W$ , we can write a

nondimensional version of the model as:

$$\frac{db}{d\tau} = \tilde{\alpha} \frac{1 + \varepsilon_B b^2}{1 + b} \frac{1 + \varepsilon_W w^2}{1 + w^2} - b$$

$$\frac{dw}{d\tau} = \frac{d_W}{d_B} \left( \tilde{\gamma} \frac{w_0^2}{w_0^2 + w^2} \left( 1 + B_1 \frac{b^2}{b_0^2 + b^2} \right) - w \right)$$

With this nondimensional model we compute the distribution of promoter fold-changes when all non-dimensional parameters are allowed to change at once.

For clarity, here we show how to compute the mutants with the full, dimensional model. For the *wox5* mutant the model reads:

$$\frac{dB^{wox5}}{dt} = P_W(B^{wox5}, 0) - d_B B^{wox5}$$

$$P_B(B^{wox5}, 0) = \alpha \frac{1 + \varepsilon_B (K_B B^{wox5})^2}{1 + (K_B B^{wox5})^2},$$

$$W^{wox5} = 0,$$

$$P_W(B^{wox5}, 0) = \gamma \left( 1 + B_1 \frac{(B^{wox5})^2}{B_0^2 + (B^{wox5})^2} \right)$$

The model for *bravo* mutant reads:

$$B^{bravo} = 0,$$

$$P_B(0, W^{bravo}) = \alpha \frac{1 + \varepsilon_W (K_W W^{bravo})^2}{1 + (K_W W^{bravo})^2},$$

$$\frac{dW^{bravo}}{dt} = P_W(0, W^{bravo}) - d_W W^{bravo},$$

$$P_W(0, W^{bravo}) = \gamma \frac{W_0^2}{W_0^2 + (W^{bravo})^2}$$

Finally, for the double *bravo wox5* mutant the model reads:

$$B^{dm} = 0, W^{dm} = 0$$

$$P_B(0,0) = \alpha, \quad P_W(0,0) = \gamma = P_W(0, W^{Bm})$$

### Complex formation model

For the WT genotype, the complex formation model reads (see Material and Methods):

$$\frac{dB}{dt} = \alpha \frac{1 + \varepsilon_B (K_B B)^2}{1 + (K_B B)^2} \frac{1 + \varepsilon_W (K_W W)^2}{1 + (K_W W)^2} - \lambda_{BW} BW + \mu_{BW} C_{BW} - \lambda_{BS} BS + \mu_{BS} C_{BS} - d_B B$$

$$\frac{dW}{dt} = \gamma \frac{W_0^2}{W_0^2 + W^2} - \lambda_{BW} BW + \mu_{BW} C_{BW} - \lambda_{WS} WS + \mu_{WS} C_{WS} - d_W W$$

$$\frac{dS}{dt} = \beta - \lambda_{BS} BS + \mu_{BS} C_{BS} - \lambda_{WS} WS + \mu_{WS} C_{WS} - d_S S$$

$$\frac{dC_{BW}}{dt} = \lambda_{BW} BW - \mu_{BW} C_{BW} - d_{BW} C_{BW}$$

$$\frac{dC_{BS}}{dt} = \lambda_{BS} BS - \mu_{BS} C_{BS} - d_{BS} C_{BS}$$

$$\frac{dC_{WS}}{dt} = \lambda_{WS} WS - \mu_{WS} C_{WS} - d_{WS} C_{WS}$$

In the *wox5* mutant the complex formation model reads:

$$\frac{dB^{wox5}}{dt} = \alpha \frac{1 + \varepsilon_B (K_B B^{wox5})^2}{1 + (K_B B^{wox5})^2} - \lambda_{BS} B^{wox5} S^{wox5} + \mu_{BS} C_{BS}^{wox5} - d_B B^{wox5}$$

$$\frac{dS^{wox5}}{dt} = \beta - \lambda_{BS} B^{wox5} S^{wox5} + \mu_{BS} C_{BS}^{wox5} - d_S S^{wox5}$$

$$\frac{dC_{BS}^{wox5}}{dt} = \lambda_{BS} B^{wox5} S^{wox5} - \mu_{BS} C_{BS}^{wox5} - d_{BS} C_{BS}^{wox5}$$

Therefore, the BRAVO and WOXS promoters in this mutant are:

$$P_B(B^{wox5}, 0) = \alpha \frac{1 + \varepsilon_B (K_B B^{wox5})^2}{1 + (K_B B^{wox5})^2}, \quad P_W(B^{wox5}, 0) = \gamma$$

The complex formation model for *bravo* mutant reads:

$$\frac{dW^{bravo}}{dt} = \gamma \frac{W_0^2}{W_0^2 + (W^{bravo})^2} - \lambda_{WS} W^{bravo} S^{bravo} + \mu_{WS} C_{WS}^{bravo} - d_W W^{bravo}$$

$$\frac{dS^{bravo}}{dt} = \beta - \lambda_{WS} W^{bravo} S^{bravo} + \mu_{WS} C_{WS}^{bravo} - d_S S^{bravo}$$

$$\frac{dC_{WS}^{bravo}}{dt} = \lambda_{WS} W^{bravo} S^{bravo} - \mu_{WS} C_{WS}^{bravo} - d_{WS} C_{WS}^{bravo}$$

And the promoters in the *bravo* mutant are:

$$P_B(0, W^{bravo}) = \alpha \frac{1 + \varepsilon_W (K_W W^{bravo})^2}{1 + (K_W W^{bravo})^2}, \quad P_W(B^{bravo}, 0) = \gamma \frac{W_0^2}{W_0^2 + (W^{bravo})^2}$$

Finally, for the double *bravo wox5* mutant the complex formation model reads (notice that only the factor *S* remains):

$$\frac{dS^{dm}}{dt} = \beta - d_S S^{dm}$$

And the promoters are:

$$P_B(0,0) = \alpha, \quad P_W(0,0) = \gamma = P_W(0, W^{Bm})$$

## Stationary solutions

For each genotype, the stationary solutions are found by imposing the stationarity condition:

$\frac{dB}{dt} = 0$  and  $\frac{dW}{dt} = 0$ , of the equations that describe each genotype. We illustrate this with the alleviation model, the results corresponding to the activation model being computed with the same procedure.

For the WT, when we impose the stationary conditions the following set of two coupled algebraic equations is obtained in the stationary state:

$$\begin{aligned} d_B B^{WT} &= \alpha \left( \frac{1 + \varepsilon_B (K_B B^{WT})^2}{1 + (K_B B^{WT})^2} \right) \left( \frac{1 + \varepsilon_W (K_W W^{WT})^2}{1 + (K_W W^{WT})^2} \right) \\ d_W W^{WT} &= \gamma \left( \frac{W_0^2}{W_0^2 + (W^{WT})^2 \left( \frac{B_0^2}{B_0^2 + (B^{WT})^2} B_1 + 1 \right)^2} \right) \end{aligned}$$

which is solved numerically (see Material and Methods). We denote by  $B^{WT}, W^{WT}$  the stationary solutions for the expression of *BRAVO* and *WOX5* in the WT. The stationary *BRAVO* and *WOX5* production activities in the WT are:

$$\begin{aligned} P_B^{WT} \equiv P_B(B^{WT}, W^{WT}) &= \alpha \left( \frac{1 + \varepsilon_B (K_B B^{WT})^2}{1 + (K_B B^{WT})^2} \right) \left( \frac{1 + \varepsilon_W (K_W W^{WT})^2}{1 + (K_W W^{WT})^2} \right) \\ P_W^{WT} \equiv P_W(B^{WT}, W^{WT}) &= \gamma \left( \frac{W_0^2}{W_0^2 + (W^{WT})^2 \left( \frac{B_0^2}{B_0^2 + (B^{WT})^2} B_1 + 1 \right)^2} \right) \end{aligned}$$

where, once we have the stationary values  $B^{WT}, W^{WT}$  we can obtain their values by substitution on the above expressions.

We proceed in the same way with each mutant with their corresponding equations set to the stationary state.

For the *wox5* mutant, we have  $W^{wox5} = 0$ , and the stationary expression of *BRAVO* satisfies

$$B^{wox5} = \frac{\alpha}{d_B} \frac{1 + \varepsilon_B (K_B B^{wox5})^2}{1 + (K_B B^{wox5})^2}$$

which is solved numerically. The stationary *BRAVO* and *WOX5* promoter activities (productions) in this mutant are:

$$P_B^{wox5} = \alpha \frac{1 + \varepsilon_B (K_B B^{wox5})^2}{1 + (K_B B^{wox5})^2},$$

$$P_W^{wox5} = \gamma.$$

For the *bravo* mutant in the stationary state we have  $B^{bravo} = 0$ , and

$$W^{bravo} = \frac{\gamma}{d_W} \frac{W_0^2}{W_0^2 + (W^{bravo})^2 (B_1 + 1)^2}$$

which is solved numerically. Once solved, the stationary promoter activities in this mutant are found as:

$$P_B^{bravo} = \alpha \frac{1 + \varepsilon_W (K_W W^{bravo})^2}{1 + (K_W W^{bravo})^2},$$

$$P_W^{bravo} = \gamma \frac{W_0^2}{W_0^2 + (W^{bravo})^2 (B_1 + 1)^2}$$

Finally, the model of the double *bravo wox5* mutant already indicates the stationary state values:

$$B^{dm} = 0, W^{dm} = 0$$

$$P_B^{dm} = \alpha, P_W^{dm} = \gamma = P_W^{wox5}.$$

As indicated above, with the Activation model we proceeded analogously.

The stationary solutions of the complex model were computed by setting the stationarity

condition to all variables ( $\frac{dB}{dt} = 0, \frac{dW}{dt} = 0, \frac{dS}{dt} = 0, \frac{dC_{BW}}{dt} = 0, \frac{dC_{BS}}{dt} = 0$  and  $\frac{dC_{WS}}{dt} = 0$ ). This

results into the following three coupled algebraic equations which need to be solved to find the stationary values of the variables:

$$\begin{aligned}
d_B B^{WT} + \lambda_{BW} \left(1 - \frac{\mu_{BW}}{\mu_{BW} + d_{BW}}\right) B^{WT} W^{WT} + \lambda_{BS} \left(1 - \frac{\mu_{BS}}{\mu_{BS} + d_{BS}}\right) B^{WT} S^{WT} \\
= \alpha \frac{1 + \varepsilon_B (K_B B^{WT})^2}{1 + (K_B B^{WT})^2} \frac{1 + \varepsilon_W (K_W W^{WT})^2}{1 + (K_W W^{WT})^2} \\
d_W W^{WT} + \lambda_{BW} \left(1 - \frac{\mu_{BW}}{\mu_{BW} + d_{BW}}\right) B^{WT} W^{WT} + \lambda_{WS} \left(1 - \frac{\mu_{WS}}{\mu_{WS} + d_{WS}}\right) W^{WT} S^{WT} \\
= \gamma \frac{W_0^2}{W_0^2 + (W^{WT})^2}
\end{aligned}$$

$$S^{WT} = \frac{\beta}{\lambda_{BS} \left(1 - \frac{\mu_{BS}}{\mu_{BS} + d_{BS}}\right) B^{WT} + \lambda_{WS} \left(1 - \frac{\mu_{WS}}{\mu_{WS} + d_{WS}}\right) W^{WT} + d_S}$$

where the superscript denotes the stationary solution of the wild-type (WT) case. The right-hand side of the two first equations are proportional to the stationary promoter activity of BRAVO and of WOX5 respectively. The stationary heterodimers are given by:

$$C_{BW}^{WT} = \frac{\lambda_{BW}}{\mu_{BW} + d_{BW}} B^{WT} W^{WT}$$

$$C_{BS}^{WT} = \frac{\lambda_{BS}}{\mu_{BS} + d_{BS}} B^{WT} S^{WT}$$

$$C_{WS}^{WT} = \frac{\lambda_{WS}}{\mu_{WS} + d_{WS}} W^{WT} S^{WT}$$

And the stationary productions are:

$$P_B^{WT} \equiv P_B(B^{WT}, W^{WT}) = \alpha \frac{1 + \varepsilon_B (K_B B^{WT})^2}{1 + (K_B B^{WT})^2} \frac{1 + \varepsilon_W (K_W W^{WT})^2}{1 + (K_W W^{WT})^2}$$

$$P_W^{WT} \equiv P_W(B^{WT}, W^{WT}) = \gamma \frac{W_0^2}{W_0^2 + (W^{WT})^2}$$

In the *wox5* mutant the stationary solutions are found by solving:

$$d_B B^{wox5} + \lambda_{BS} \left(1 - \frac{\mu_{BS}}{\mu_{BS} + d_{BS}}\right) B^{wox5} S^{wox5} = \alpha \frac{1 + \varepsilon_B (K_B B^{wox5})^2}{1 + (K_B B^{wox5})^2}$$

$$S^{wox5} = \frac{\beta}{\lambda_{BS} \left(1 - \frac{\mu_{BS}}{\mu_{BS} + d_{BS}}\right) B^{wox5} + d_S}$$

Notice that in this mutant,  $W^{wox5} = 0$ ,  $C_{WB}^{wox5} = 0$ ,  $C_{WS}^{wox5} = 0$  and the only heterodimer is:

$$C_{BS}^{wox5} = \frac{\lambda_{BS}}{\mu_{BS} + d_{BS}} B^{wox5} S^{wox5}$$

Therefore, the stationary BRAVO and WOXY productions in the *wox5* mutant are:

$$P_B^{wox5} = \alpha \frac{1 + \varepsilon_B (K_B B^{wox5})^2}{1 + (K_B B^{wox5})^2}$$

$$P_W^{wox5} = \gamma$$

In the *bravo* mutant the stationary solutions are found by solving:

$$d_W W^{bravo} + \lambda_{WS} \left(1 - \frac{\mu_{WS}}{\mu_{WS} + d_{WS}}\right) W^{bravo} S^{bravo} = \gamma \frac{W_0^2}{W_0^2 + (W^{bravo})^2}$$

$$S^{bravo} = \frac{\beta}{\lambda_{WS} \left(1 - \frac{\mu_{WS}}{\mu_{WS} + d_{WS}}\right) B^{bravo} + d_S}$$

Notice that in this mutant,  $B^{bravo} = 0$ ,  $C_{WB}^{bravo} = 0$ ,  $C_{BS}^{bravo} = 0$  and the only heterodimer is:

$$C_{WS}^{bravo} = \frac{\lambda_{WS}}{\mu_{WS} + d_{WS}} B^{bravo} S^{bravo}$$

Therefore, the stationary BRAVO and WOXY productions in the *bravo* mutant are:

$$P_B^{bravo} = \alpha \frac{1 + \varepsilon_W (K_W W^{bravo})^2}{1 + (K_W W^{bravo})^2}$$

$$P_W^{bravo} = \gamma \frac{W_0^2}{W_0^2 + (W^{bravo})^2}$$

Finally, in the *bravo wox5* double mutant, the stationary solutions are:

$$B^{dm} = 0, W^{dm} = 0, B^{dm} = \frac{\beta}{d_s}, C_{WB}^{dm} = 0, C_{BS}^{dm} = 0, C_{WS}^{dm} = 0$$

and the stationary productions of BRAVO and WOX5 are:

$$P_B^{dm} = \alpha$$

$$P_W^{dm} = \gamma = P_W^{Wm}$$

As indicated, for the complex formation model (as in the alleviation model) the WOX5 production in the *bravo wox5* mutant is the same as in the *wox5* mutant.

In all models, the stationary solutions in the overexpressing lines are computed similarly as in the WT, being the only difference and added constant term in the production as explained in Methods.

## APPENDIX FIGURES AND TABLES

### Figure S1: Medial longitudinal view of the *Arabidopsis thaliana* primary root apex.

Schematic representation of a 6-day-old primary root. At the root apex the stem cell niche is formed by the quiescent center (QC) and the surrounding stem cells, which are highlighted in different colors.

### Figure S2: BRAVO and WOX5 promote primary root growth and lateral root development.

**A)** Root length of 6-day-old WT and *bravo-2 wox5-1* mutants in control and after BL treatment (n>30, 3 replicates). Different letters indicate statistically significant differences (p-value < 0.05 Student's t-test).

**B)** Lateral root density (number of lateral roots per mm of root length) of 10-day-old WT, *bravo-2*, *wox5-1* and *bravo-2 wox5-1* mutants (n>52, 3 replicates). Different letters indicate statistically significant differences (p-value < 0.05 Student's t-test).

### Figure S3: BRAVO and WOX5 expression patterns in overexpressing lines.

**A)** Bars show the relative expression of BRAVO and WOX5 in 35S:WOX5-GR lines when induced with 1 $\mu$ M Dexamethasone for 24 hours. Values in control conditions are not represented as are 1. Data obtained from two independent biological replicates. Asterisks indicate significant differences (\* p-value < 0.05, \*\*\* p-value < 0.001 Student's t-test).

**B)** Bars show the relative expression of BRAVO and WOX5 in 35S:BRAVO-Ei lines when induced with 30  $\mu$ M  $\beta$ -estradiol for 24 hours. Values in control conditions are not represented as are 1. Data obtained from three independent biological replicates. Asterisks indicate significant differences (\*\* p-value < 0.01 Student's t-test).

**C)** Quantification of the GFP fluorescent signal of the roots in D-G. Boxplot indicating the average pixel intensity of the GFP in the stem cell niche. (n>29, 3 biological replicates, Different letters indicate statistically significant differences (p-value < 0.05 Student's t-test).

**D-G)** Confocal images of PI-stained 6-day-old roots. GFP-tagged expression is shown in green. *pWOX5:GFP* in WT and 35S:BRAVO-Ei background in control (D, F) and after 6 days 30  $\mu$ M  $\beta$ -estradiol induction (E, G). Scale bar: 50  $\mu$ m.

**Figure S4: BRAVO expression in the *bravo wox5* mutant background.**

**A-D)** Confocal images of PI-stained 6-day-old roots. GFP-tagged expression is shown in green. *pBRAVO:GFP* in WT and *bravo-2 wox5-1* background in control (A, C) and after BL treatment (B, D). Scale bar: 50  $\mu$ m.

**E)** Quantification of the GFP fluorescent signal of the roots in A-D in the stem cell niche. Different letters indicate statistically significant differences (p-value < 0.05 Student's t-test). Different confocal settings were used in these images to those in Figures 2 and S5.

**Figure S5: BRAVO and WOX5 expression is BL regulated.**

**A-N)** Confocal images of PI-stained 6-day-old roots. GFP-tagged expression is shown in green. **A-C)** *pBRAVO:GFP* in WT, *bravo-2* and *wox5-1* knockout backgrounds in CTL (A-C) and after 48h 4nM BL treatment (D-F). **G-N)** *pWOX5:GFP* in WT, *bravo-2*, *wox5-1* and *bravo-2 wox5-1* knockout backgrounds in CTL (G-J) and after 48h 4 nM BL treatment (K-N). Images in control conditions are the same that are shown in figure 2. Scale bar: 50  $\mu$ m.

**O, P)** Quantification of the GFP fluorescent signal of the roots in A-F (O) and G-N (P). Boxplot indicating the average pixel intensity of the GFP in the stem cell niche. (n>25, 3 biological replicates, \*p-value < 0.05 Student's t-test for each genotype versus the WT in the same condition). Quantification of lines in control conditions are the same that are shown in figure 2.

These results (together with Figure S4) suggest that the mutual regulation of BRAVO and WOX5, as well as their autoregulation, is not significantly altered by BL treatment.

**Figure S6: Biochemical interactions of BRAVO and WOX5 with BES1 and TPL.**

**A)** Yeast two-hybrid assay showing BRAVO interactions with WOX5, BES1 and TPL *in vitro*. In the left column yeast cells were grown on control media, and in the right column yeast cells were grown on control media lacking Leu, Trp and His, indicating an interaction between the proteins. Images in rows 1,3, 8 and 13 are the same that are shown in Figure 4L.

**B-D)** *In planta* interaction by Bimolecular Fluorescence Complementation assay (BiFC). Confocal images were merged with red fluorescence images corresponding to chlorophyll. Fluorescence was detected 48 h post agroinfiltration. Scale bar: 50  $\mu$ m. **B)** BiFC showing BRAVO interaction with BES1 and TPL. Nuclear YFP fluorescence is observed in *N. benthamiana* leaves infiltrated with the BRAVO-eYFPC and both BES1 and TPL-eYFPN constructs. BRAVO-eYFPC and empty-eYFPN are included as a negative control. **C)** BiFC showing WOX5 interaction with BES1 and TPL. Nuclear YFP fluorescence is observed in *N. benthamiana* leaves infiltrated with the WOX5-eYFPN and both BES1 and TPL-eYFPC constructs. WOX5-eYFPN and empty-eYFPC are included as a negative control. **D)** BES1-eYFPC and TPL-eYFPN was included as a positive control of interaction. Scale bar: 50  $\mu$ m.

**Figure S7: ROIs used for the quantification of the GFP.**

**A-B)** Confocal images of *pBRAVO:GFP* (A) and *pWOX5:GFP* (B) PI-stained 6-day-old roots. GFP-tagged expression is shown in green. Insets show the GFP channels that were used for the quantification. Only the area inside the yellow circle was used for the GFP quantification.

**Figure S8: Promoter activities of BRAVO and WOX5 in all genotypes and overexpressing lines for the alleviation and activation models.**

(A,B) Stationary promoter activities for the alleviation (A) and the activation (B) models. To mimic the empirical data, which is noisy, we evaluated the stationary productions  $pB$  and  $pW$  in each genotype (the WT, each mutant case and each overexpression line),  $n$  times each, setting a different set of parameter values each time, and for each genotype. We reasoned that the noise found in the empirical data could be mimicked by small variations in parameter values, and set a variation of 30% around a default value (parameter set values were chosen randomly from a uniform distribution between  $P_0/1.3$  and  $1.3P_0$ , where  $P_0$  are the default values of parameter of the dimensional models (see their values in Table S1 and Materials and Methods)). We used  $n=1000$ . This figure is to be compared with Figures 2H and S4E, that are the corresponding experimental counterparts (recall vertical scales are arbitrary). The results for the WT, the mutants and the overexpressing lines correspond to different set of parameter values. Thus, each circle herein mimics a single root. Notice that the procedure and the interpretation is distinct from Figure 3C,D, Appendix Figures S9 and S10.

(C-F) Cartoon (C,D) and simulation results (E,F) of the alleviation (C,E) and activation (D,F) models as a function of the control parameter  $x$ . This control parameter increases WOX5 and reduces BRAVO promoter activities (blue and red triangles; according to  $\alpha=0.3/x$ ,  $\gamma=250x/(x+9)$ ).  $x=1$  corresponds to the CTL condition, while  $x>1$  can mimic growth under Brassinolide conditions (green shaded area). The experimentally observed values in CTL conditions are computed as ratios of the mean GFP (the same values as in Figure 3C,D) and are drawn as red and blue squares. Error bars of these data are not depicted for clarity. In the plots (E,F), the region of fold change  $FC<1$  (i.e. the promoter activity is reduced in the mutant) is shaded in gray to visually distinguish it from the region where  $FC>1$  (i.e. the promoter activity is increased in the mutant). Notice that based on the equations of the alleviation model (Eqs. 1-4 in Material and Methods), regulation of WOX5 by BRAVO is set through WOX5 and therefore the following equality always holds  $pW^{wox5} = pW^{dm}$  and hence  $\frac{pW^{wox5}}{pW^{WT}} = \frac{pW^{dm}}{pW^{WT}}$ . In contrast, this equality does not hold in the activation model. For BRAVO promoter, and since BRAVO is set to self-repress,

$pW^{wox5} \neq pW^{dm}$  and hence  $\frac{pB^{wox5}}{pB^{WT}} \neq \frac{pB^{dm}}{pB^{WT}}$  in both models, albeit they can take similar values.

**Figure S9: The effects of varying the model's parameters on the promoter fold-changes for the alleviation and activation models.**

Boxplots showing the distribution of promoter pBRAVO and pWOX5 fold-changes in each mutant and overexpression lines over the WT obtained in the alleviation (left panels) and activation models (right panels), for a parameter space exploration larger than in Figure 3C,D and for exploration of each parameter individually (A,B). The results are obtained following the same procedure as in Figure 3C,D but for a random distribution of parameter values between  $P_0/10$  and  $10P_0$ , where  $P_0$  is the default set of non-dimensional parameter values (see Table S1). As in Figure 3C,D, for each run (i.e. each set of random parameter values), the WT, mutants and overexpressor cases are computed all with the same parameter values. Circles denote the fold-change obtained in each run, which indicates the mean fold-change predicted by the model for that parameter set.

**A, B)** The effect of each parameter is depicted. The results correspond to the fold-changes obtained when only one parameter is randomly changed, within a range of a tenth and ten times their default values (see Table 1 in Supplementary Text). The parameter that is changed is indicated in each panel.

**C, D)** The effect of changing randomly all the parameters simultaneously. This is analogous to Figure 3C, D, but for a wider range of the parameter change.

**Figure S10: The formation of a complex between BRAVO and WOX5 can be interpreted as an alleviation mechanism.**

**A)** The formation of the BRAVO-WOX5 complex, together with the depicted transcriptional regulation (BRAVO and WOX5 self-inhibitions and WOX5 activates BRAVO) can account for the trends of fold-changes found experimentally. The model here only considers BRAVO and WOX5 proteins and the complex they form. The alleviation mechanism is exemplified by the decrease of WOX5 promoter in the *bravo* mutant. This decrease is absent if the BRAVO-WOX5 complex can not form (B).

**B)** The same transcriptional regulations as in A but without the formation of the BRAVO-WOX5 complex. Without the formation of a complex, the model cannot explain all the fold-changes seen experimentally. Specifically, WOX5 promoter does not change in the *bravo* mutant, denoting absence of regulation of *WOX5* by BRAVO.

**C)** Introducing additional elements (*S*) capable of binding to BRAVO and WOX5 is still compatible with the experimental fold-changes in promoter expression. Comparison with A shows that the competing factor *S* reduces the effect of overexpression of BRAVO on *WOX5* expression.

**D, E)** If the additional factors are only able to bind to either BRAVO or WOX5, their mutual cross-regulations may become impaired. In the case of BRAVO (D) the effect is more severe as it is in very low quantities, allowing *S* to sequester it and impede its function (hence fold-changes in the *bravo* mutant are 1). If *S* only binds to WOX5 (E) the effect is less dramatic, as WOX5 remains at high enough levels to perform its function.

**F,G)** Fold-changes of the concentration of BRAVO in the *wox5* mutant with respect to the WT (F) and of WOX5 in the *bravo* mutant with respect to the WT (G) for different values of binding strengths with the additional factor *S*, showing that if both BRAVO and WOX5 are able to bind to *S* (panel F, dark pink zone), the fold-change of BRAVO in the *wox5* mutant can be large (particularly, BRAVO levels decrease). Notice that BRAVO concentration is the concentration of BRAVO protein that is not bound to WOX5 nor to *S*. Similarly, WOX5 concentration is the concentration of WOX5 protein that is not bound to BRAVO nor to *S*. If there were no competing factor, BRAVO concentration could increase in the *wox5* mutant and WOX5 concentration could

increase in the *bravo* mutant despite their expressions would decrease in both cases. This is because in the WT the proteins would be more produced but more sequestered between them. The competing factor *S* enables that in the single mutants, *S* sequesters even further than in the WT either BRAVO or WOX5.

Panels (A-E) each depict a cartoon of the regulatory interactions of the scenario studied and the boxplots of the distribution of BRAVO and WOX5 promoter fold-changes in each mutant and overexpression lines over the WT. These boxplots are obtained by solving the corresponding model equations (Eqs. 6-11) in the stationary state for  $N=1000$  different sets of parameter values, following the same procedure as in Figure 3C,D: The parameter sets are randomly chosen from uniform distributions of each parameter over the range  $P_0/2$  and  $2P_0$ , where  $P_0$  is the default set of non-dimensional parameters (see Table S1). For each run, the WT, mutants and overexpressor cases are computed all with the same parameter values. Circles denote the fold-change obtained in each run, which indicates the mean fold-change predicted by the model for that parameter set. All parameters, except for degradations, unbinding coefficients and the parameters that define each scenario, are randomly changed between each set. The parameters that define the scenario and are unchanged are: In A,  $\beta = 0$  (no production of *S*) as well as all parameters related to *S* are set to zero. In B, as in A, and additionally  $\lambda_{BW} = \mu_{BW} = d_{BW} = 0$  so that BRAVO-WOX5 complex does not exist. In D,  $\lambda_{WS} = \mu_{WS} = d_{WS} = 0$ , such that no WOX5-S complex exists. In E,  $\lambda_{BS} = \mu_{BS} = d_{BS} = 0$  and hence no BRAVO-S complex exists.

**Table S1. Parameter values for the mathematical models.**

Parameter values used to perform the numerical simulations. All are in arbitrary units. The right-most column indicates the concentration and time scales in which these values could be meaningful in a biological context.

**Table S2. List of plant material lines used in this study.**

**Table S3. List of primers used in this study.**

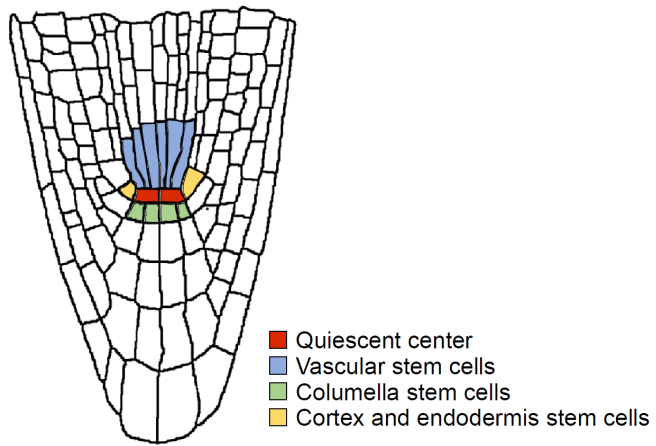

**Figure S1: Medial longitudinal view of the *Arabidopsis thaliana* primary root apex.**

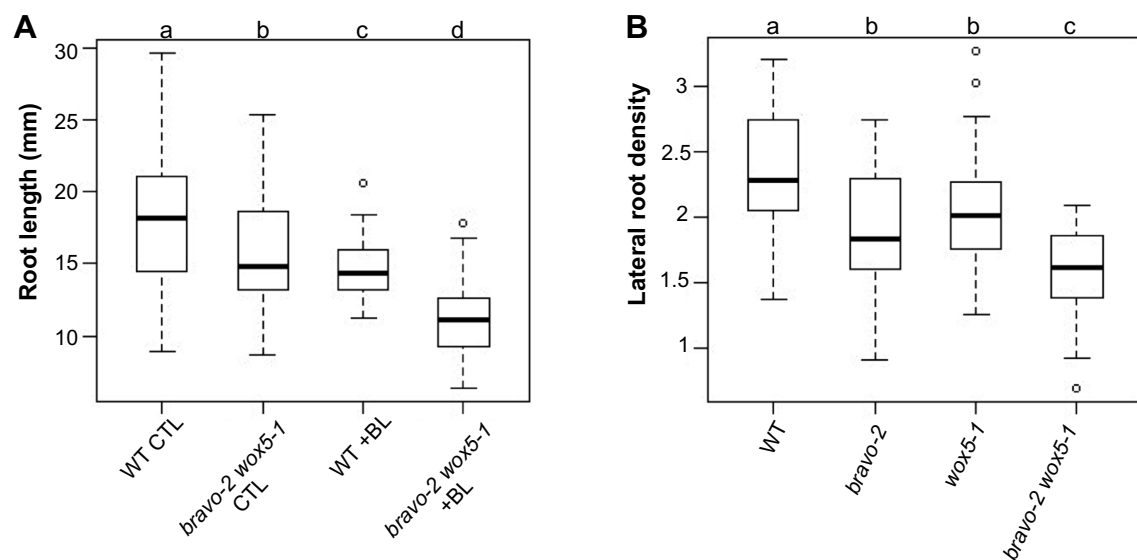

**Figure S2: BRAVO and WOX5 promote primary root growth and lateral root development.**

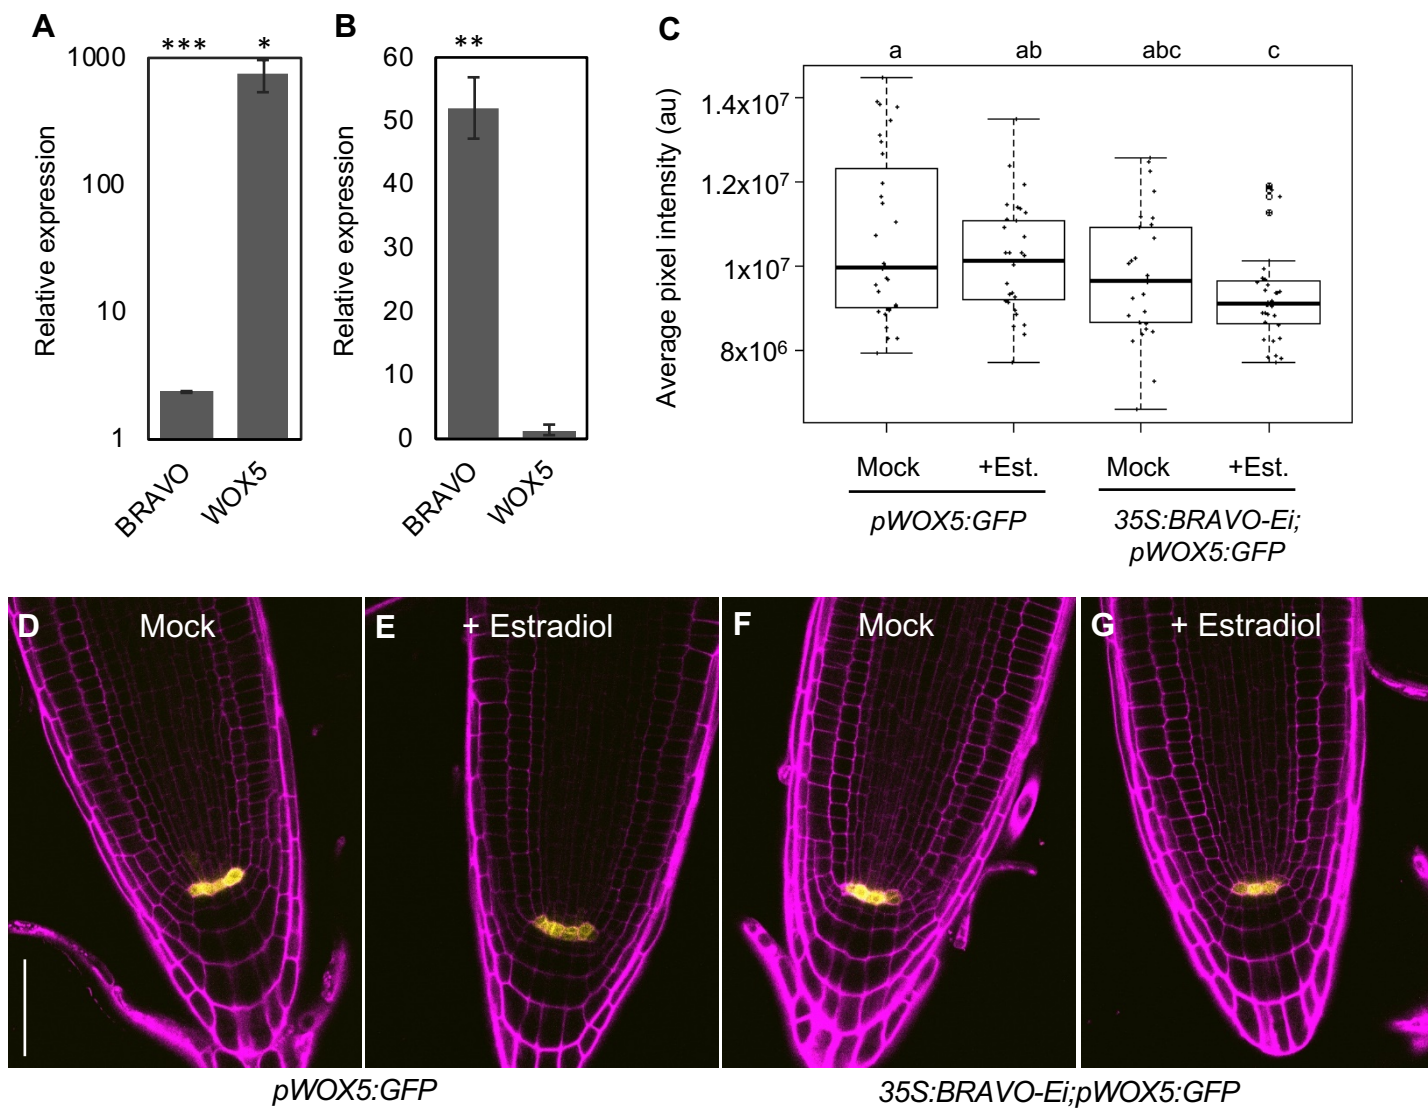

Figure S3: BRAVO and WOX5 expression patterns in overexpressing lines.

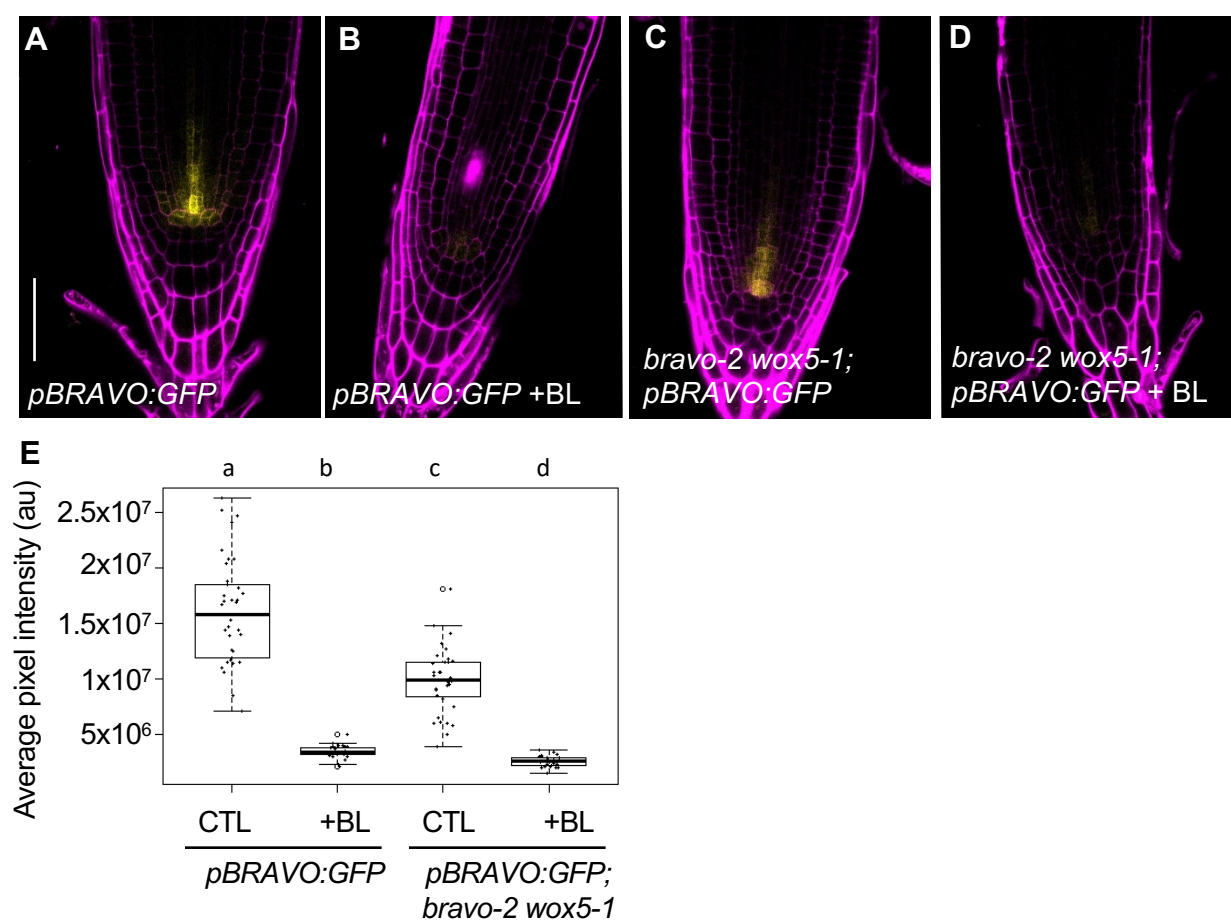

**Figure S4: BRAVO expression in the *bravo wox5* mutant background.**

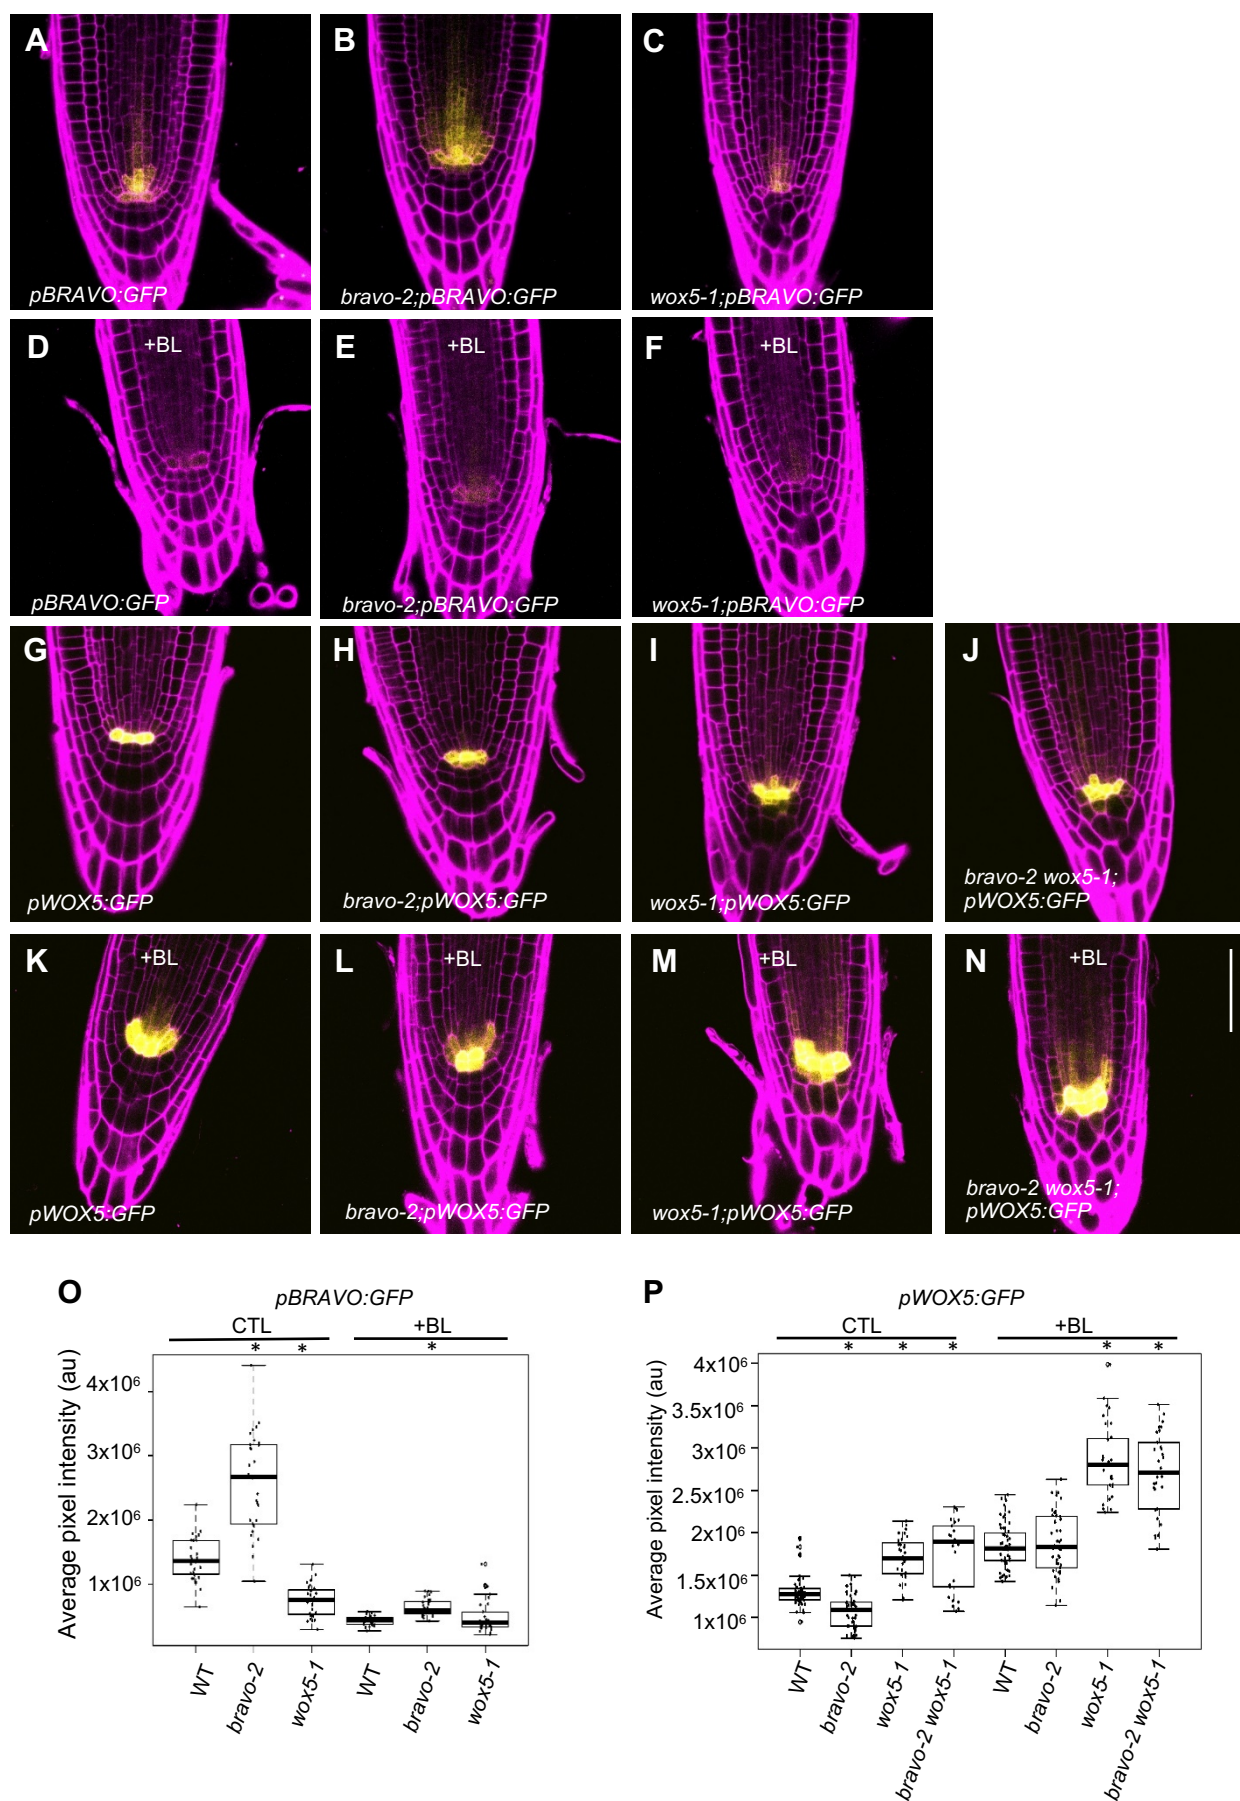

**Figure S5: BRAVO and WOX5 expression is BL regulated.**

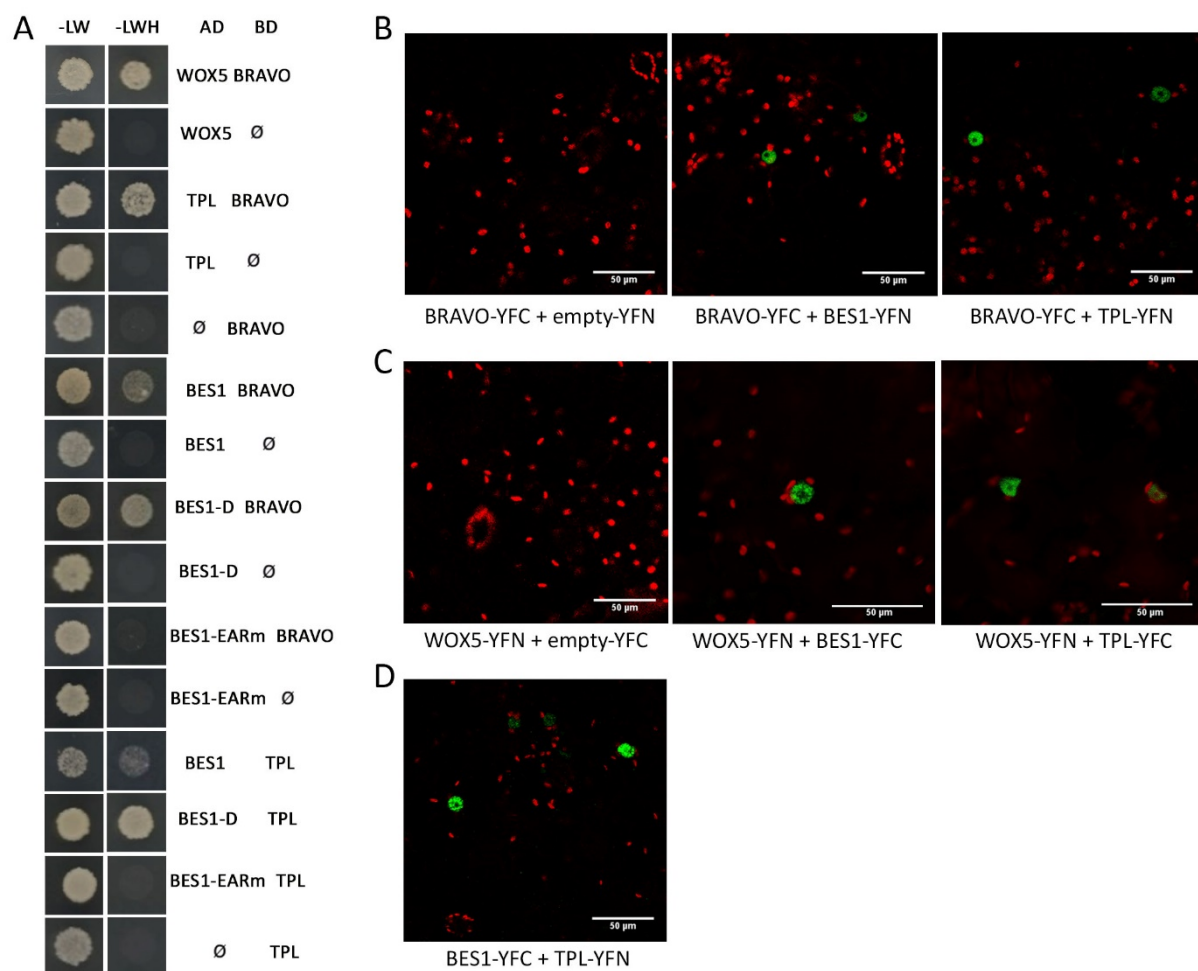

**Figure S6: Biochemical interactions of BRAVO and WOX5 with BES1 and TPL.**

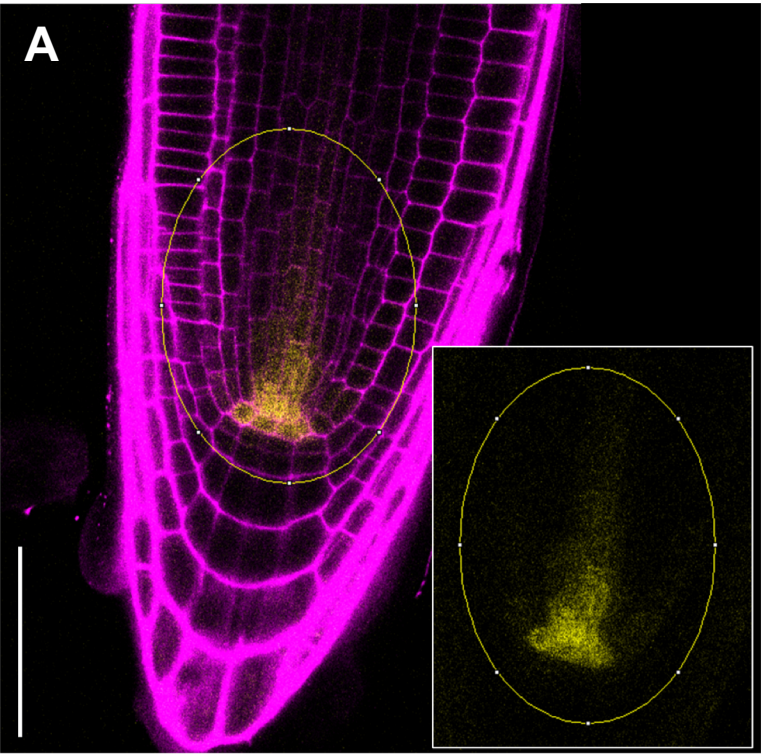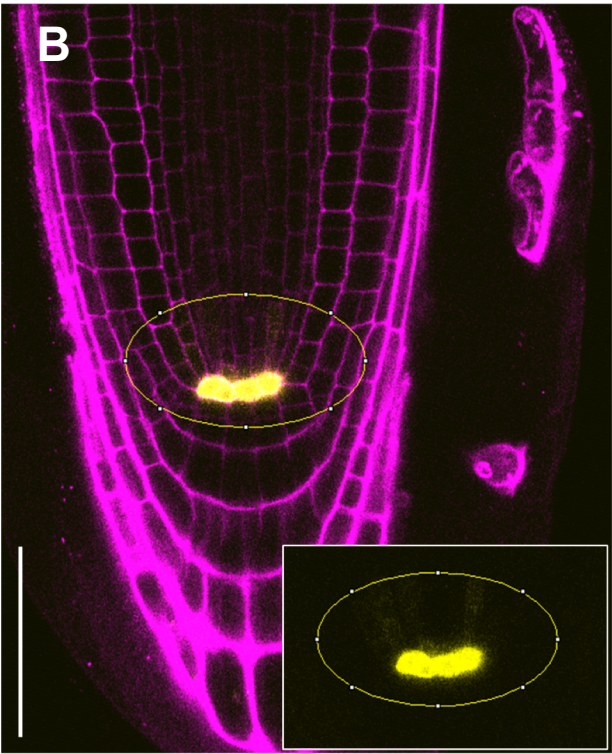

**Figure S7: ROIs used for the quantification of the GFP.**

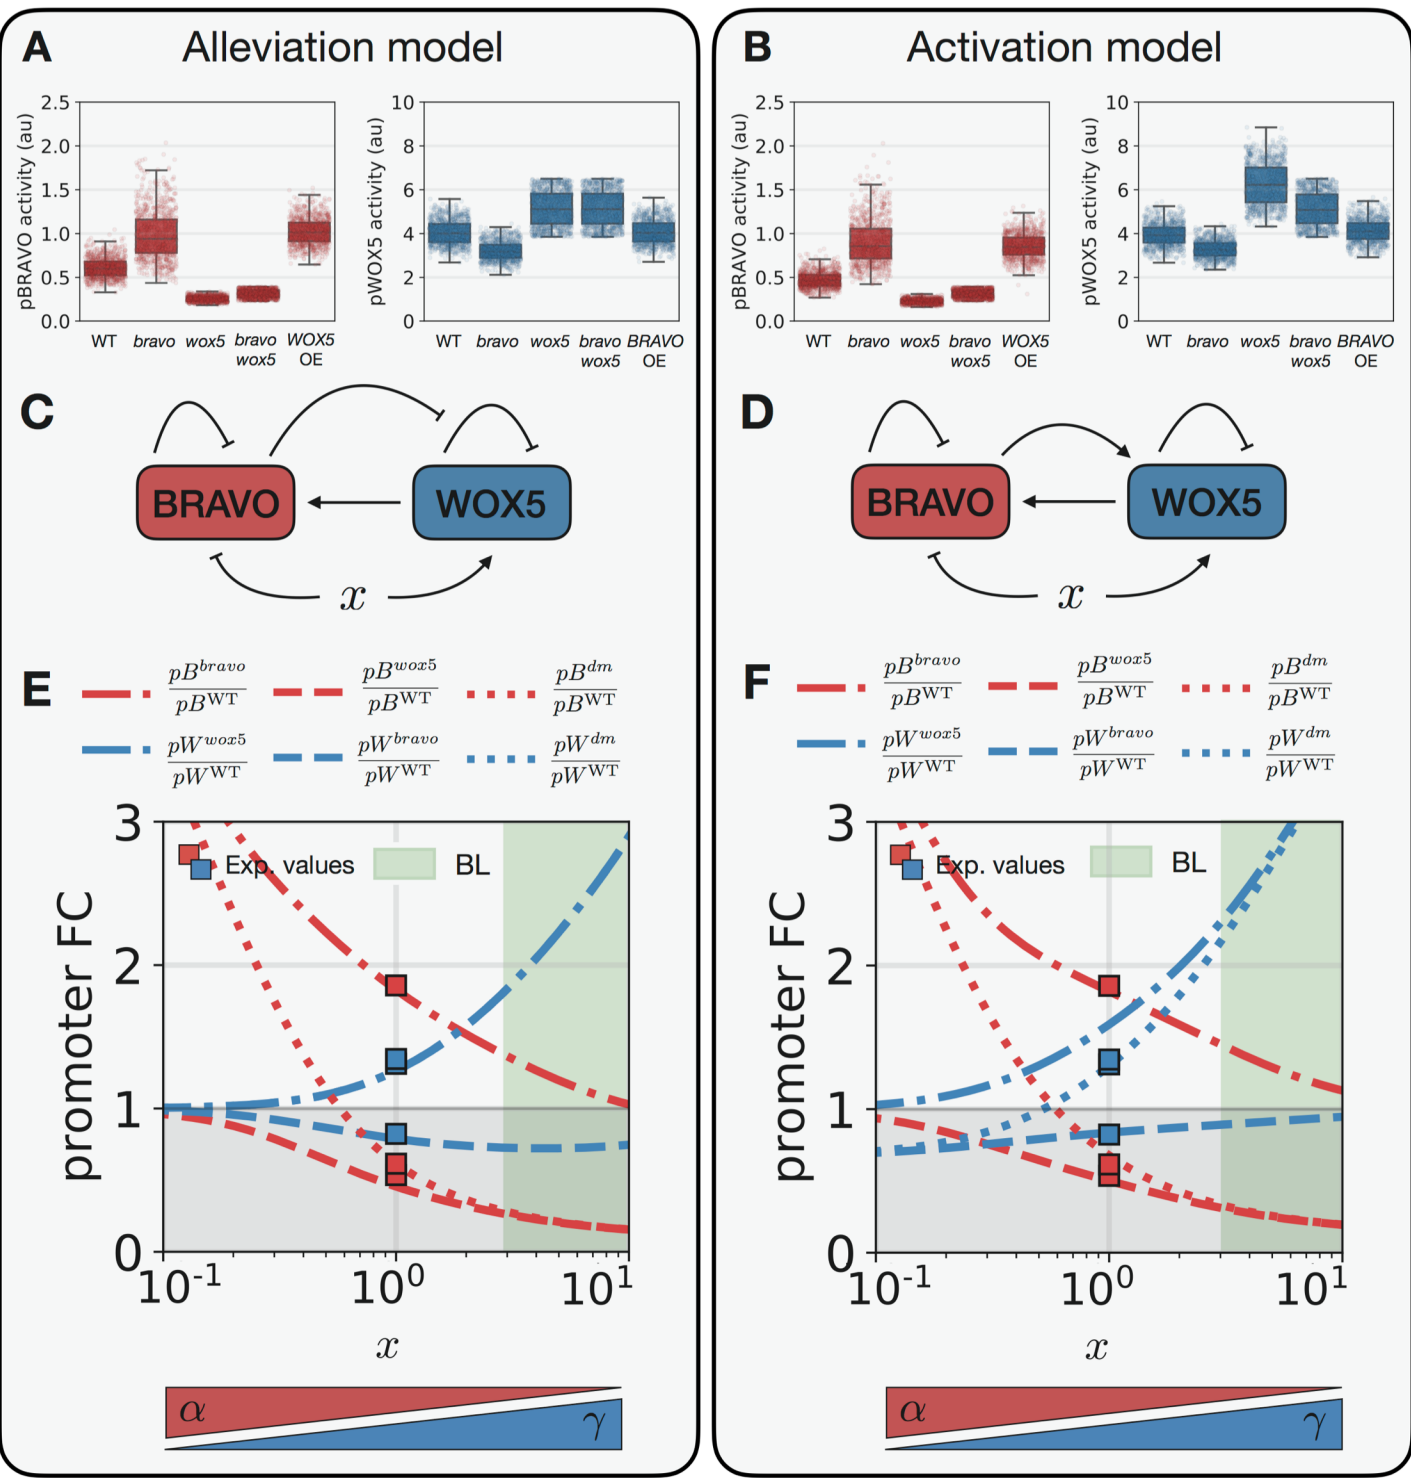

**Figure S8: Promoter activities of BRAVO and WOX5 in all genotypes and overexpressing lines for the alleviation and activation models.**

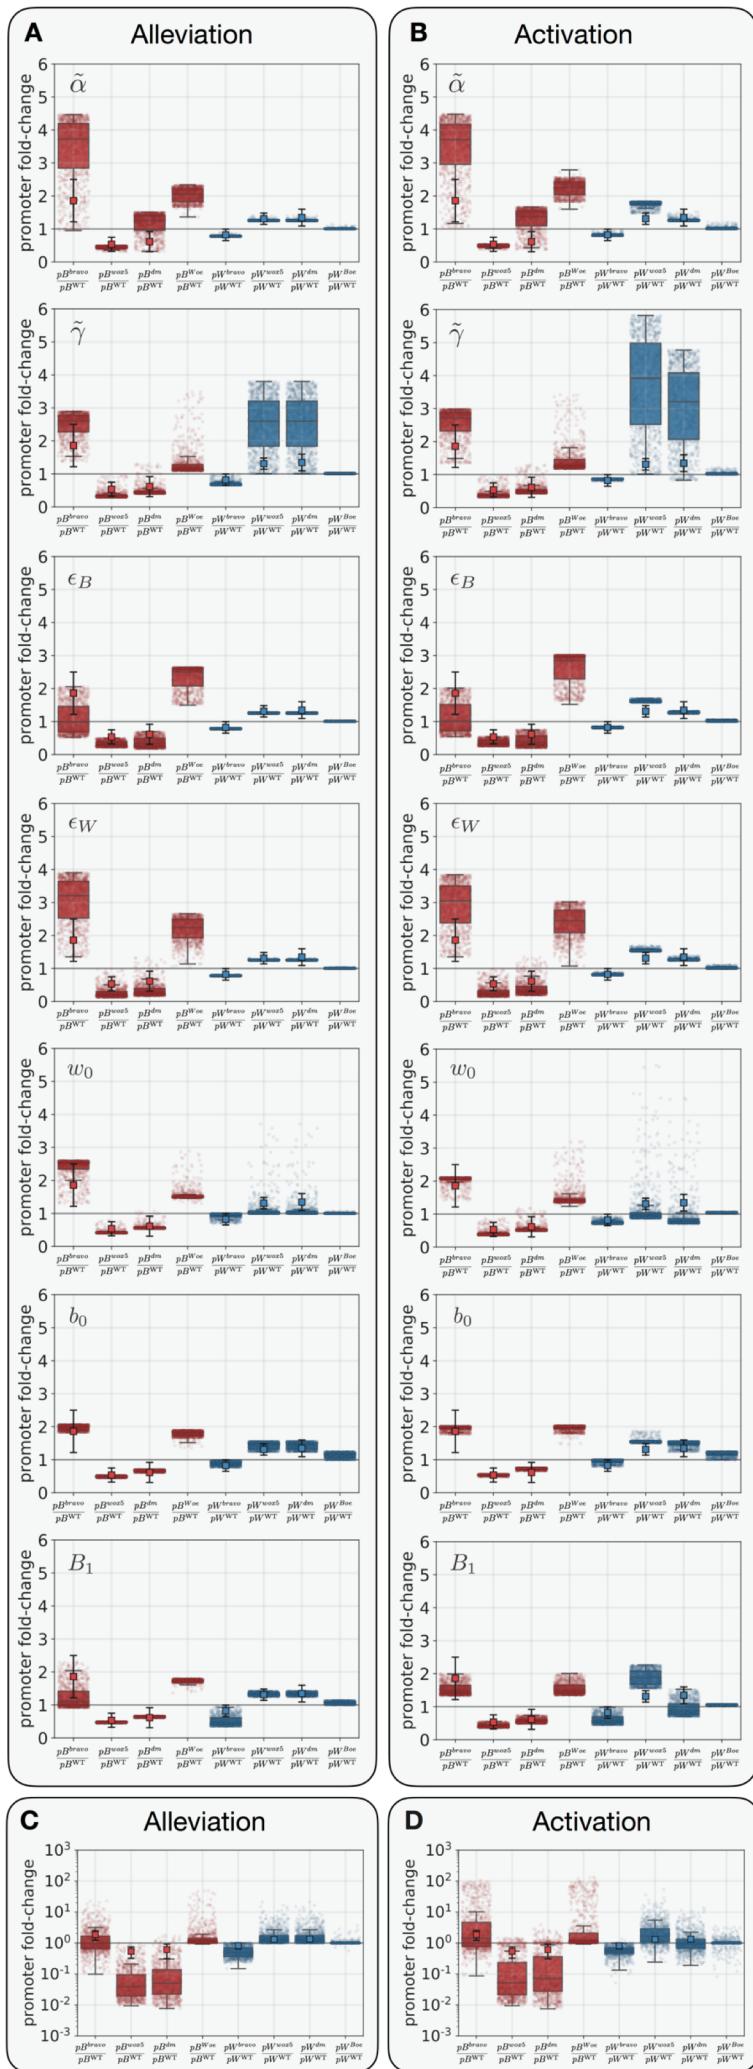

**Figure S9: The effects of varying the model's parameters on the promoter fold-changes for the alleviation and activation models.**

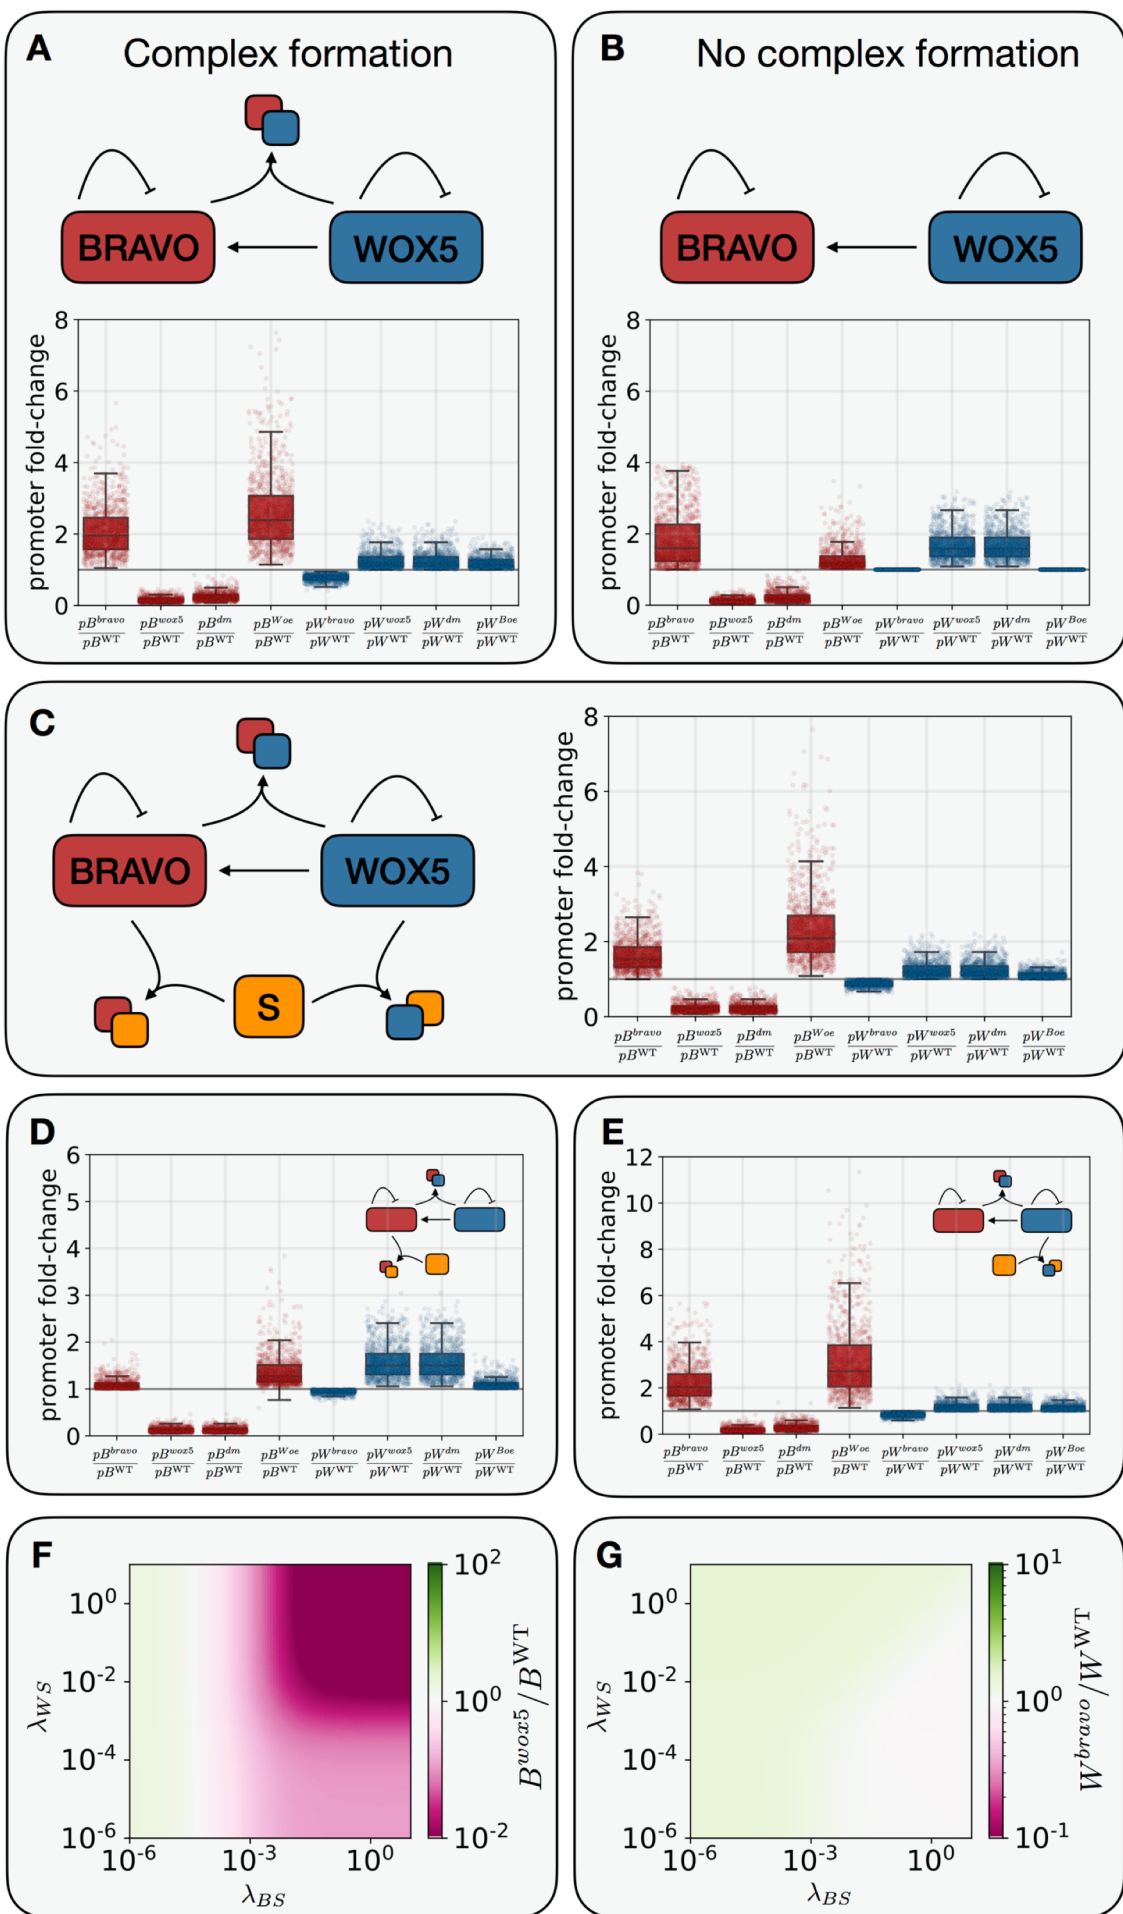

**Figure S10: The formation of a complex between BRAVO and WOX5 can be interpreted as an alleviation mechanism.**

**Table S1. Parameter values for the mathematical models.**

Parameter values used to perform the numerical simulations. All are in arbitrary units. The right-most column indicates the concentration and time scales in which these values could be meaningful in a biological context.

| Alleviation model |        |                   | Activation model |        |                   | Complex formation model |       |                                    |
|-------------------|--------|-------------------|------------------|--------|-------------------|-------------------------|-------|------------------------------------|
| Parameter         | Value  | Units             | Parameter        | Value  | Units             | Parameter               | Value | Units                              |
| $\alpha$          | 0.3    | nM/min            | $\alpha$         | 0.3    | nM/min            | $\alpha$                | 0.5   | nM/min                             |
| $\gamma$          | 5      | nM/min            | $\gamma$         | 5      | nM/min            | $\gamma$                | 5     | nM/min                             |
| $K_B$             | 0.02   | nM <sup>-1</sup>  | $K_B$            | 0.03   | nM <sup>-1</sup>  | $\beta$                 | 1     | nM/min                             |
| $K_W$             | 0.0017 | nM <sup>-1</sup>  | $K_W$            | 0.0015 | nM <sup>-1</sup>  | $K_B$                   | 0.1   | nM <sup>-1</sup>                   |
| $\varepsilon_B$   | 0.15   | -                 | $\varepsilon_B$  | 0.15   | -                 | $K_W$                   | 0.005 | nM <sup>-1</sup>                   |
| $\varepsilon_W$   | 10     | -                 | $\varepsilon_W$  | 10     | -                 | $\varepsilon_B$         | 0.5   | -                                  |
| $W_0$             | 800    | nM                | $W_0$            | 430    | nM                | $\varepsilon_W$         | 10    | -                                  |
| $B_0$             | 10     | nM                | $B_0$            | 25     | nM                | $W_0$                   | 415   | nM                                 |
| $B_1$             | 1      | -                 | $B_1$            | 0.5    | -                 | $d_B$                   | 0.01  | min <sup>-1</sup>                  |
| $d_B$             | 0.01   | min <sup>-1</sup> | $d_B$            | 0.01   | min <sup>-1</sup> | $d_W$                   | 0.01  | min <sup>-1</sup>                  |
| $d_W$             | 0.01   | min <sup>-1</sup> | $d_W$            | 0.01   | min <sup>-1</sup> | $d_S$                   | 0.01  | min <sup>-1</sup>                  |
| $A_0$             | 10     | -                 | $A_0$            | 10     | -                 | $\lambda_{BW}$          | 0.01  | nM <sup>-1</sup> min <sup>-1</sup> |
| $G_0$             | 10     | -                 | $G_0$            | 10     | -                 | $\lambda_{BS}$          | 0.01  | nM <sup>-1</sup> min <sup>-1</sup> |

| Alleviation model<br>(adimensional) |       | Activation model<br>(adimensional) |       |
|-------------------------------------|-------|------------------------------------|-------|
| Parameter                           | Value | Parameter                          | Value |
| $\tilde{\alpha}$                    | 0.9   | $\tilde{\alpha}$                   | 0.9   |
| $\tilde{\gamma}$                    | 0.85  | $\tilde{\gamma}$                   | 0.75  |
| $\varepsilon_B$                     | 0.15  | $\varepsilon_B$                    | 0.15  |
| $\varepsilon_W$                     | 10    | $\varepsilon_W$                    | 10    |
| $w_0$                               | 1.36  | $w_0$                              | 0.65  |
| $b_0$                               | 0.3   | $b_0$                              | 0.75  |
| $B_1$                               | 1     | $B_1$                              | 0.5   |
| $A_0$                               | 10    | $A_0$                              | 10    |
| $G_0$                               | 10    | $G_0$                              | 10    |

|                |      |                                    |
|----------------|------|------------------------------------|
| $\lambda_{WS}$ | 0.01 | nM <sup>-1</sup> min <sup>-1</sup> |
| $\mu_{BW}$     | 0.02 | min <sup>-1</sup>                  |
| $\mu_{BS}$     | 0.01 | min <sup>-1</sup>                  |
| $\mu_{WS}$     | 0.01 | min <sup>-1</sup>                  |
| $d_{BW}$       | 0.01 | min <sup>-1</sup>                  |
| $d_{BS}$       | 0.01 | min <sup>-1</sup>                  |
| $d_{WS}$       | 0.01 | min <sup>-1</sup>                  |
| $A_0$          | 10   | -                                  |
| $G_0$          | 10   | -                                  |

**Table S2. List of plant material lines used in this study.**

| Name           | Description            | Reference                            |
|----------------|------------------------|--------------------------------------|
| <i>bravo-2</i> | Knock out mutant       | Vilarrasa-Blasi <i>et al.</i> , 2014 |
| <i>wox5-1</i>  | Knock out mutant       | Sarkar <i>et al.</i> , 2007          |
| 35S:WOX5-GR    | Overexpressor mutant   | Sarkar <i>et al.</i> , 2007          |
| 35S:BRAVO-Ei   | Overexpressor mutant   | Vilarrasa-Blasi <i>et al.</i> , 2014 |
| pBRAVO:GFP     | Promoter reporter line | Lee <i>et al.</i> , 2006             |
| pWOX5:GFP      | Promoter reporter line | Sarkar <i>et al.</i> , 2007          |

**Table S3. List of primers used in this study.**

| <b>Name</b>      | <b>Sequence (5'-3')</b>   | <b>Description</b>                     |
|------------------|---------------------------|----------------------------------------|
| <i>bravo-2</i> F | TCCCTTAATCCCTAAACCCAGC    | Genotype bravo mutation Forward primer |
| <i>bravo-2</i> R | CCTGATGCAAGGGTACTATCG     | Genotype bravo mutation Reverse primer |
| <i>wox5-1</i> F  | ATCTCATAAACCATGCATCGG     | Genotype wox5 mutation Forward primer  |
| <i>wox5-1</i> R  | TCGCTGGTTCCGATATACAAC     | Genotype wox5 mutation Reverse primer  |
| LBb1.3           | ATTTTGCCGATTTCGGAAC       | T-DNA border primer                    |
| RT-ACTIN2 F      | CTGGATCGGTGGTTCCATTC      | ACTIN2 RT-qPCR Forward primer          |
| RT-ACTIN2 R      | CCTGGACCTGCCTCATCATAC     | ACTIN2 RT-qPCR Reverse primer          |
| RT-BRAVO F       | TGTTAGCAGCTCATCGAGCCT     | BRAVO RT-qPCR Forward primer           |
| RT-BRAVO R       | GATGACGTGCCAATGGTTCTT     | BRAVO RT-qPCR Reverse primer           |
| RT-WOX5 F        | TGATCTGTTTCGAGCCGGTC      | WOX5 RT-qPCR Forward primer            |
| RT-WOX5 R        | AAACATTCTTGCTCTCTATCTTGCC | WOX5 RT-qPCR Reverse primer            |

How the deposited data were processed for this re-analysis (not part of the article)

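Gene expression was analysed in sorted QC cells of 5-day-old seedlings, in 3 WT and 3 *bravo‐2* libraries. The *wox5‐1* profiles are not analysed here. The authors trimmed the reads with cutadapt, mapped them with STAR to TAIR10 and quantified them with RSEM on Araport11 transcripts, and deposited for each library the estimated count of each gene (RSEM's expected count), without normalization, filtering or batch correction. The versions and settings of these tools are not stated in the paper's text. RSEM splits reads between genes they match equally well, and the text does not state whether the counting used the strand, so genes that resemble or overlap others are uncertain. The deposited tables also give an effective length per gene, which served for a correction of length bias and for comparing gene length with the loadings of the first principal component.

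The 6 libraries held between 10990217 and 14425249 estimated counts. At 3 counts, the smallest number taken as shown, the floor was between 0.208 and 0.273 CPM per library. Floors and intervals cover counting error only, since amplified reads are not independent molecules. The 20 most abundant genes took between 6.2% and 8.5% of the counts of a library.

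The estimated counts were rounded to whole numbers. Genes with a mean of at least 4 CPM in at least 1 genotype were kept, 15739 of 37336, which takes the level from the paper's own filter. Libraries were scaled with TMM and *bravo* was compared with WT by edgeR's quasi-likelihood test with genotype as the only term, with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. Gene sets were tested with camera at an inter-gene correlation of 0.01, adjusted over 4 sets, namely the genes of Fig 6D, the genes of Fig 6E, class III peroxidases and core cell cycle genes. Single genes were compared by exact permutation of the 6 libraries on log2 CPM (two-sided), whose smallest p is 0.10. Gene names were taken from a table of TAIR10.1, in which 37051 of the 37336 identifiers were found, and names it did not pair with an identifier were left out. The software was R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and sva 3.50.0, and Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

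The sample mapping, the design, the gene sets, the rule for naming genes and the alternatives were set before the data were examined, except where the text says that a choice was made later. The rule was to name every gene that the paper's text names in its RNA-seq results, with BRAVO, WOX5 and CYCD3;3, and the genes with the largest changes among those past the threshold whose WT and *bravo* values do not overlap. As 0 genes passed the threshold, where 125 had an unadjusted p-value under 0.05, the second part of the rule selected none. The alternatives were upper quartile normalization, DESeq2 with its own size factors, all genes with a count, genes with at least 10 counts in every library, a gene length offset, 1 surrogate variable, limma on log2(CPM + 1), removal of the first principal component of the residuals from the genotype means followed by limma, blocks for the replicate number and for the first number of the code in the library titles, a fold limit, a rotation test (fry) and a higher inter-gene correlation of 0.05 for the sets, and leaving out each library in turn. Blocks for the last number of that code, a root hair score as a covariate (with camera and with fry) and the peroxidase set with RHS18 and RHS19 were added after the data were seen. The replicate numbers come from the labels, which give 1, 2 and 3 in each genotype without saying that same-numbered libraries were prepared together.

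NOISeq's bias correction, ARSyN and NOISeqBIO were not run. The paper states that ARSyN was used because sorting was a confounded factor, but its text does not give the groups of libraries that shared a sort, so the removal of the first residual component stands in for that step. That removal takes away variation between replicates, and the degrees of freedom were not reduced for it. It leaves the genotype means of log2 CPM unchanged, so it alters the p-values and not the fold changes on that scale.

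The tests were checked on simulated counts for 15739 genes drawn from the means and sizes of the real libraries, with 200 genes changed by a log2 fold change of 3. At a dispersion of 0.05, edgeR recovered 200 of the 200 with 7 false calls. At the dispersion estimated from the libraries (median 0.367), it recovered 53.5% with 3 false calls, DESeq2 recovered 162 with 49 false calls, limma 113 with 3, and the component removal 92 with 2. The changed genes were drawn only from genes well above the expression filter, so recovery near the filter was not measured. Genes were simulated independently, without a component shared between them as in the real libraries. The false calls therefore do not measure the error of the component removal on these libraries.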

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

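The tests of libraries and of correlations between them, and the comparison of the lists of Fig 6D and Fig 6E with random gene lists, were chosen only after the result was seen, whereas the set test of root hair markers and the comparison of stem cell niche genes with WOX5 were chosen before.

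Root hair marker genes, which the paper does not analyse in these libraries, were counted far above the smallest detectable level in cells sorted as QC. Summed over 21 such genes outside Fig 6, listed from general knowledge before the test and with RHS12, RHS18 and RHS19 left out because Fig 6E lists pectin methylesterases and peroxidases that could not be paired with identifiers, the level was 10015 CPM in WT replicate 1, 4798 in WT replicate 2 and 7495 in WT replicate 3, and 108 CPM in *bravo* replicate 1, 3087 in *bravo* replicate 2 and 8755 in *bravo* replicate 3. The 2 extremes within *bravo* are further apart than any libraries of WT, and *bravo* replicate 3 lies within the WT range, so genotype alone does not set the level.

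A biological explanation, lower expression of root hair genes in *bravo*, was weighed first. Of the 21 genes, 20 were lower in *bravo*, with a median log2 fold change of -0.85, and camera gave an adjusted p of 1.7e-12 over 5 sets. The real split had the smallest camera p of the 10 splits of the 6 libraries, a design that cannot give a share under 0.10. The rotation test that keeps the correlation between genes gave p = 0.324, the median was -0.29 without *bravo* replicate 1, and it was -0.15 with the last number of the title code as a block. The same set result is what RNA from root hair cells or their precursors in unequal amounts among the sorted cells would give, so the set test does not separate the 2 explanations.

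RNA from root hair cells or their precursors among the sorted cells remains a candidate explanation for how the genes of Fig 6D vary. After the genotype means were taken off, the median correlation of the 44 genes of Fig 6D with the mean of the root hair markers was 0.92, and 0 of 10000 random lists matched on expression reached it. With the mean of 10 stem cell niche genes it was -0.886, and 9998 of 10000 lists were as high or higher. The relation therefore does not single out root hair RNA. It also rests mostly on *bravo*, which holds 97.6% of the squared deviations of the root hair mean from its genotype means. For Fig 6E the median correlation with the root hair markers was 0.995 and 0 of 10000 lists reached it. Only 31 of the 41 genes listed could be paired with an identifier, so nothing is concluded from it for the list as a whole. With the root hair score as a covariate, the median log2 fold change of Fig 6D went from -0.74 to -0.31 and that of Fig 6E from -1.31 to -0.56, with adjusted p 0.00362 and 4.5e-07 from camera and 0.414 and 0.415 from fry. As camera also gave a p under 0.05 in 7 of the 10 splits for Fig 6D and in 10 of 10 for Fig 6E, the covariate does not show whether a genotype difference is left. For WOX5, whose level spread widely within each genotype, 9 other stem cell niche genes had a median correlation of 0.917 with it across the 6 libraries, reached by 0 of 10000 random lists, which a different share of WOX5-expressing cells among the sorted cells may give.

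The first principal component, with 71.3% of the variance, did not follow genotype, and 5 relations between library measures were computed. It followed the root hair score, with r = -0.94 (exact permutation p = 0.00556, adjusted 0.0208; Spearman's rho -0.89, exact permutation p = 0.0333, adjusted 0.128), -0.78 without the 2 libraries farthest from the median score, -0.87 within WT and -0.98 within *bravo*. It also followed the stem cell niche score, with r = 0.92 (exact permutation p = 0.00833, adjusted 0.0208; rho 0.83, exact permutation p = 0.0583, adjusted 0.128), 0.81 without the 2 farthest libraries, 0.98 within WT and 1.00 within *bravo*. These were the relations whose r passed the adjustment, and no rho did. Both scores are means of the same log2 CPM values as the component, and random lists matched on expression followed it as closely, 3986 of 10000 for the root hair score and 4732 of 10000 for the niche score, so neither relation singles out these cell types. Stem cell niche and root hair scores had r = -0.76 (exact permutation p = 0.0306, adjusted 0.0509; Spearman's rho -0.71, exact permutation p = 0.136, adjusted 0.136) and r = -0.35 without the 2 libraries farthest from the median niche score, so the relation rests on those libraries. Within WT r was -0.76 and within *bravo* -0.98, over 3 libraries each. The component and the total counts had r = -0.69 (exact permutation p = 0.10, adjusted 0.10; rho -0.77, exact permutation p = 0.103, adjusted 0.128), -0.75 without the 2 farthest libraries, -0.80 within WT and -0.87 within *bravo*, so library size was not shown to follow the component but cannot be excluded. WOX5 and the root hair score had r = -0.62 (exact permutation p = 0.0875, adjusted 0.10; rho -0.77, exact permutation p = 0.103, adjusted 0.128) and 0.015 without the 2 farthest libraries, so that relation rests on them, with -0.63 within WT and -0.998 within *bravo*. Across genes, which are not independent replicates, the loadings of the component had Spearman correlations of 0.0790 with GC content and 0.124 with gene length, both under the limit of 0.3 set for those explanations. The pairing of libraries by the last number of the title code had the smallest distance of the 15 ways to pair 6 libraries (1 of 15 as small, mean root mean square log2 difference 1.08), and the pairing by replicate number had one of the largest (13 of 15 as small, 1.52). What the code means is not stated in the labels, and the pair of WT replicate 1 and *bravo* replicate 3 is the only one it forms across genotypes, so a batch by that number cannot be told apart from chance. How these relations were judged was changed after the values were seen: by the rule first written, a permutation p under 0.05, the niche relation would have counted for unequal shares of cells and the total counts against library size. Genotype cannot give the spread within *bravo*, where replicates 1 and 3 scored 199.6 and -114.4 on the component and held 108 and 8755 CPM of root hair markers. Libraries of like size argue against library size as the only source of that spread. *bravo* replicates 1 and 2 and WT replicate 2 held 11071221, 11360675 and 10990217 counts. They scored 199.6, 7.47 and 10.7, and held 108, 3087 and 4798 CPM of root hair markers. With 13530857 and 13044845 counts, WT replicate 3 and *bravo* replicate 3 scored -6.76 and -114.4. Within *bravo*, totals ran with the component (r = -0.87). Stress during protoplasting and uneven amplification were not tested as sources of that spread. Of the explanations examined for it, a mixture of cells and a batch of sorting remain, and library size as a part of it. Only for the mean difference in root hair markers between the genotypes does lower expression in *bravo* remain as well, and with these 6 libraries it cannot be told apart from them.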

How the results depend on the processing

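The added fits, with the last number of the title code as a block, with the root hair score as a covariate or with RHS18 and RHS19 among the peroxidases, were chosen only after the results were seen.

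The count of genes past the adjusted threshold was 0 in 10 of 14 alternatives, among them the replicate block (52 genes at an unadjusted p-value under 0.05 against 125 without it), and 0 to 0 genes across the 6 fits that each left out one library. It was 13 with DESeq2, 1 with all genes that had a count, 939 with removal of the first residual component (773 with a fold limit) and 2 with the root hair covariate. The share of calls lower in *bravo* has no value of its own, because there were no calls; among genes at an unadjusted p-value under 0.05 the share was 48.0%, and it moved in 6 of 13 alternatives, to between 64.6% and 83.4%, and ran from 42.6% to 69.1% across the leave-one-out fits. The cause was not tested.

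The median of the genes of Fig 6D stayed below 0 in the 13 alternatives that refit the genes, as did that of Fig 6E, but single genes changed direction. Of the genes of Fig 6D, 42 of 44 were lower in *bravo* without these changes, 32 with the last-number block, 26 with the root hair covariate, 28 without *bravo* replicate 1 and 30 without WT replicate 1. Of the 31 genes of Fig 6E, all 31 were lower without these changes, 27 with the last-number block and 29 with the root hair covariate. With fry, whose medians are unchanged at -0.74, -1.31 and -0.33 for Fig 6D, Fig 6E and peroxidases, none of the 3 sets passed (adjusted p 0.379, 0.379 and 0.50), where over the alternatives set beforehand the adjusted p-values ranged from 2.6e-24 to 0.379 for Fig 6D, from 1.4e-78 to 0.379 for Fig 6E and from 3.5e-11 to 0.506 for peroxidases. The lowest values of Fig 6E and peroxidases come from the first-number block. In it only WT replicates 1 and 2 and *bravo* replicates 1 and 3 share a number across genotypes, so no set test is read from that fit either. With the last-number block, the medians were -0.54 for Fig 6D, -0.34 for Fig 6E, -0.27 for peroxidases and -0.38 for cell cycle genes. That fit rests on 1 pair of libraries across genotypes, so no set test is read from it. With the root hair covariate they were -0.31 for Fig 6D (adjusted p 0.00362) and -0.56 for Fig 6E (adjusted p 4.5e-07), both smaller and both still past the threshold with camera but not with fry (adjusted p 0.414 and 0.415), 0.31 for peroxidases, reversed, and -0.35 for cell cycle genes, past the threshold with camera but not with fry (adjusted p 0.468). Cell cycle genes reversed with upper quartile normalization (0.10) and with a length offset (0.089), neither past the threshold, where the median of all genes rose too. They passed with 1 surrogate variable (-0.26), and their adjusted p-values ran from 7.3e-04 to 0.967 over the same alternatives. Across the leave-one-out fits, peroxidases ran from -1.65 to 0.11 and cell cycle genes from -0.23 to 0.27, both ends past the threshold (adjusted p 8.8e-04 and 7.3e-04).

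BRAVO stayed lower in *bravo* in 13 of 13 alternatives and 6 of 6 leave-one-out fits, but the size of the change did not hold, at -0.81 with the first-number block and -0.18 with the last-number block against -1.63 without a block. WOX5 reversed to 0.0087 with upper quartile normalization, 0.52 with the first-number block, 0.12 with a length offset and 0.26 with the last-number block, and ran from -1.14 to 0.40 across the leave-one-out fits. The last-number block reversed CEP2 (0.11), WRKY38 (0.17), AT2G17680 (0.58) and ACA12 (0.11), and the root hair covariate reversed CEP2 (0.54), BHLH83 (1.02), WRKY38 (0.38), AT2G17680 (0.40) and CYCD3;3 (-0.54). AT4G22214 reversed to -0.018 with upper quartile normalization, -0.80 with the replicate block, -0.74 with that block and a length offset, -3.53 with the first-number block, -0.55 with 1 surrogate variable, -2.42 with the component removal and -1.70 with limma, and CYCD3;3 to -0.26 with 1 surrogate variable. Leave-one-out ranges were -1.48 to 0.36 for CEP2, -0.90 to 0.47 for BHLH83, -1.91 to 0.11 for WRKY38, -3.10 to 0.40 for AT2G17680, -1.81 to 0.62 for AT4G22214 and -0.40 to 0.57 for CYCD3;3. Of the 185 values of the 15 other named genes under alternatives, 157 kept direction and side of the threshold, 11 became significant with the component removal and 17 reversed. The cause was not tested. With at least 10 counts in every library AT4G30520, BHLH83, AZF1, AT4G35200, AT2G17680, AT4G22214, ACA12, AT3G12540, AT4G08400 and AT3G15700 were not tested.

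Depth set the floor at 0.208 to 0.273 CPM, so AT2G19970, with 0 to 2 counts in *bravo*, has only a lower bound for its change. Its lowest WT level was at least 2.58-fold above *bravo*. In simulated counts with the estimated dispersion, edgeR's test recovered 53.5% of 200 genes changed by a log2 fold change of 3, all drawn from genes well above the expression filter.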

Differences from the paper's values

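The paper's number of BRAVO-regulated genes is 1472, and 0 genes had an adjusted p-value under 0.05 here, where 125 had an unadjusted p-value under 0.05. None of the alternatives set before the data were examined closed the gap. The closest was the removal of the first residual component before limma, with 939 genes, of which 773 had an absolute log2 fold change above 1. DESeq2 gave 13 genes and testing all genes with a count gave 1, and each of the other alternatives of that list gave 0. A root hair score as a covariate, chosen after seeing the values, gave 2.

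The paper names as changed in *bravo* several genes that did not pass the threshold here. With the removal of the first residual component, CEP2, AT4G30520, QUL2, AZF1, AT4G35200, AT2G17680, ACA12, AT3G12540, AT4G08400, AT3G15700 and AtGH9C1 passed it, 11 genes in all. BRAVO did not (adjusted p 0.147), nor did BHLH83 (0.174), WRKY38 (0.060) and AT4G22214 (0.0636). With the same setting, 19 of 44 genes of Fig 6D and 23 of 31 genes of Fig 6E passed, against 0 of each in edgeR's test, where 5 and 1 had an unadjusted p-value under 0.05.

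The paper describes the genes of Fig 6D as upregulated. Here 42 of the 44 tested were lower in *bravo*, that is higher in WT, which is the direction of the heatmap's WT versus mutant scale. AT4G22214, listed in Fig 6D, was 0.04 higher in *bravo* on the log2 scale in edgeR's fit. It was lower in both limma fits, at -2.42 after the removal of the first residual component and at -1.70 without it. That removal leaves the genotype means of log2 CPM unchanged, so the change of sign is not its effect.

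The paper names ACA12, AT3G12540, AT4G08400, AT3G15700 and AtGH9C1 as having the largest fold changes in Fig 6E, a statement that covers both mutants. Ordered by size of the change in *bravo* alone, they were at places 25, 22, 21, 14 and 17 of 31 in edgeR's fit, behind XTH13 (-2.53). In the limma fit after the component removal they were at places 26, 8, 22, 18 and 25, behind PRP1 (-4.21). As the removal leaves the genotype means of log2 CPM unchanged, the other order is not its effect.

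The paper describes BRAVO as acting mainly as an activator. Of the 125 genes at an unadjusted p-value under 0.05, 60 were lower in *bravo* and 65 higher, and after the component removal 898 of 939 genes past the adjusted threshold were lower. As 5 of the 10 splits of the libraries gave as many genes after that removal, the 898 do not settle the direction.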

Other observations

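The tests of gene sets under other splits, of the ratio of BRAVO to WOX5 and of genes far apart between the genotypes were chosen only after the result was seen.

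The 6 libraries can be split into 3 and 3 in 10 ways. All 10 of the 10 splits gave as many genes past the adjusted threshold as WT against *bravo*, which is fixed in advance since the real split gave 0, and 5 of the 10 gave as many at an unadjusted p-value under 0.05 as its 125, up to 2927. Of the 4 splits that part all 3 same-numbered pairs, 4 of 4 gave as many past the threshold, and the other 6 splits part 1 pair. After removal of the first residual component, 5 of the 10 splits gave as many genes as the 939 of the real split, and the other 9 splits ranged from 0 to 7283. Among the 4 splits that part all the pairs, 3 gave as many. DESeq2 gave as many calls as its 13 in 4 of the 10 splits. As a set, the genes of Fig 6D had as small a camera p in 1 of the 10 splits and those of Fig 6E in 1 of 10, in each case the real one, class III peroxidases in 2 of 10 and core cell cycle genes in 9 of 10. Camera gave a p under 0.05 in 7 of the 10 splits for Fig 6D, 10 for Fig 6E, 9 for peroxidases and 7 for cell cycle genes, so a small camera p alone does not mark the genotypes. A share of 10 splits cannot fall under 0.10, so none of these counts can exclude that an arbitrary grouping of the libraries gives the result.

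Whether a different share of WOX5-expressing cells accounts for the lower BRAVO level in *bravo* was examined with the ratio of BRAVO to WOX5. It was 0.166, 0.144 and 0.162 in WT replicates 1, 2 and 3 and 0.0310, 0.0859 and 0.122 in *bravo*, lower in every *bravo* library than in every WT library, a mean log2 difference of -1.19. In particular, *bravo* replicate 1, with the highest WOX5 level (447 CPM) and stem cell niche score (8.18, mean log2 CPM) of the 6 libraries, had BRAVO at 13.9 CPM. These values go against a smaller share of WOX5-expressing cells as the only reason for the lower BRAVO level. The two-sided exact permutation p of the ratio was 0.10, the smallest that 3 libraries against 3 allow, so that p adds nothing. The share itself is not settled. WOX5 differed by a log2 fold change of -0.11, but by -1.14 without *bravo* replicate 1, -0.75 with 1 surrogate variable and -1.23 with the root hair covariate. As a set, 9 of 10 stem cell niche genes were higher in *bravo* (median log2 fold change 0.23), but all 10 were lower without *bravo* replicate 1 (median -0.86).

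In 5 genes every WT library differed at least 10-fold from every *bravo* library, all 5 of them among the 13 DESeq2 calls and none past the adjusted threshold in the edgeR test of the 15739 genes. AT1G07887 was the 1 gene past it in the edgeR fit of all genes with a count (adjusted p 0.0300), and AT1G07887 and AT3G17100 were the 2 past it with the root hair covariate (adjusted p 0.0183 for both). These genes were chosen after their values were seen. MRD1 (AT1G53480) had 143, 157 and 134 counts in WT replicates 1, 2 and 3 and 4, 5 and 0 in *bravo* (at least 23.2-fold lower), and AT1G07887, which overlaps it on chromosome 1 between 19963067 and 19964105 so that reads can be shared, had 176, 435 and 428 against 0, 0 and 1 (at least 50.9-fold lower). PID2 (AT2G26700) had 43, 128 and 42 against 0, 0 and 0 (at least 10.8-fold lower) and AT3G09875 157, 44 and 148 against 0, 0 and 1 (at least 13.1-fold lower). AT3G17100, a transcription factor gene, had 9, 0 and 0 counts in WT and 225, 465 and 1111 in *bravo* (at least 21.9-fold higher). As many such genes appeared in 3 of the 10 splits. A stretch of the genome that differs between the lines could give neighbouring genes of this kind, and 1 pair lay within 100 kb, as in 219 of 10000 random lists, but that pair is the overlapping one, so the test cannot decide. Their median absolute correlation with the root hair score after the genotype means were taken off was 0.38, reached by 9552 of 10000 random lists. That test cannot decide, because 97.6% of the squared deviations of the root hair score from its genotype means lie in *bravo*, where 3 of the 5 genes have next to no counts (0% of their squared deviations for PID2, 14.0% for AT3G09875 and 22.2% for AT1G07887, against 47.0% for AT3G17100 and 95.3% for MRD1). Other values go against root hair RNA as the source, since the root hair score of *bravo* replicate 3, 7.95, was within the WT range of 6.94 to 8.07, yet that library had 0 or 1 counts of the 4 lower genes and 1111 of AT3G17100. Chance remains, as does a difference between the lines.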
